# SMaRT lncRNA controls translation of a G‐quadruplex‐containing mRNA antagonizing the DHX36 helicase

**DOI:** 10.15252/embr.201949942

**Published:** 2020-04-26

**Authors:** Julie Martone, Davide Mariani, Tiziana Santini, Adriano Setti, Sama Shamloo, Alessio Colantoni, Francesca Capparelli, Alessandro Paiardini, Dacia Dimartino, Mariangela Morlando, Irene Bozzoni

**Keywords:** G‐quadruplex, lncRNAs, Myogenesis, RNA helicases, RNA–RNA interactions, Development & Differentiation, RNA Biology

## Abstract

Guanine‐quadruplexes (G4) included in RNA molecules exert several functions in controlling gene expression at post‐transcriptional level; however, the molecular mechanisms of G4‐mediated regulation are still poorly understood. Here, we describe a regulatory circuitry operating in the early phases of murine muscle differentiation in which a long non‐coding RNA (SMaRT) base pairs with a G4‐containing mRNA (Mlx‐γ) and represses its translation by counteracting the activity of the DHX36 RNA helicase. The time‐restricted, specific effect of lnc‐SMaRT on the translation of Mlx‐γ isoform modulates the general subcellular localization of total MLX proteins, impacting on their transcriptional output and promoting proper myogenesis and mature myotube formation. Therefore, the circuitry made of lnc‐SMaRT, Mlx‐γ, and DHX36 not only plays an important role in the control of myogenesis but also unravels a molecular mechanism where G4 structures and G4 unwinding activities are regulated in living cells.

## Introduction

Long non‐coding RNAs (lncRNAs) belong to a complex class of transcripts which are expressed in all cell types and can be considered as key regulators of development and differentiation, thanks to the exquisite regulation of their spatiotemporal pattern of expression 1, 2. Loss‐ and gain‐of‐function experiments indicated that they may play an important role in normal development and differentiation as well as in many pathological conditions 3, 4; nevertheless, the identification of the precise mechanism of action is still lacking for most of them. The propensity to fold into complex secondary structures, together with their modular architecture that combines nucleic acid‐ and protein‐binding domains into the same molecule, confers them the ability to perform a plethora of diverse functions 5. The subcellular distribution of lncRNAs is an important determinant in understanding their functional role 6: While nuclear species have been mainly linked to epigenetic modifications and transcriptional control, cytoplasmic lncRNAs take on a central role in different steps of post‐transcriptional regulation of gene expression 7, 8, 9. They were shown to act as decoy molecules for microRNAs or protein partners 10, 11, 12 and to mainly affect mRNA stability 13, 14, 15 and translation 16, 17, 18, 19. Although in some cases specific motifs of RNA–RNA pairing have been indicated at the basis of the lncRNA‐target recognition 13, 16, 17, very little is known regarding the factors that contribute to the specificity and stabilization of these interactions. An important component in translational regulation is represented by G‐quadruplex regions, non‐canonical secondary structures that form within G‐rich DNA or RNA sequences by Hoogsteen hydrogen bonds 20, which have been shown to require specific helicases to be solved 21.

Here, we show a regulatory circuitry controlled by a muscle‐specific cytoplasmic lncRNA (lnc‐SMaRT, Skeletal Muscle Regulator of Translation) which is essential for proper differentiation of murine myogenic precursors: By direct base pairing with a G‐quadruplex region present in the Mlx‐γ mRNA, it prevents its translation in an antagonistic manner with the RNA helicase DHX36. Notably, repression of the MLX‐γ protein was found to control the nuclear localization of the other two MLX isoforms (α and β) and in turn regulate the expression of their target genes.

## Results

### Lnc‐SMaRT depletion affects myoblast differentiation

Lnc‐SMaRT (Skeletal Muscle Regulator of Translation) is an intergenic long non‐coding RNA, previously named lnc‐049 (MGI Symbol: GM14635), identified as a murine skeletal muscle species 22. Lnc‐SMaRT is composed of four exons (1409 nt, Fig 1A) and has a predominant cytoplasmic localization (Fig 1B). Its expression starts at day 1 of murine C2C12 muscle cell differentiation, peaks at day 2, and decreases afterward (Fig 1C), mirroring the profile of the early myogenic markers MyoD and myogenin (Fig EV1A). The *in vivo* expression of lncSMaRT was analyzed in different tissues obtained from control mice and dystrophic *mdx* mutants, which are characterized by high levels of muscle regeneration 23. The *mdx* condition was selected due to the observed *in vitro* involvement of lncSMaRT in early steps of myogenesis. PCR analyses showed that the expression of lncSMaRT occurs in *mdx* muscles while it is absent in skeletal and cardiac muscles of wild‐type mice, again suggesting that lncSMaRT plays a role also in *in vivo* muscle regeneration (Fig EV1B). Interestingly, 80% downregulation of lnc‐SMaRT with two independent siRNAs (#1 and #2) in murine C2C12 cells (Figs 1D and EV1C) produced alteration of the myogenic process with a 50% increase of myosin heavy‐chain mononucleated‐positive cells (*MHC* ^*+*^) together with a 50% reduction of the fusion index (F.I., Fig 1E). Quantitative PCR (qPCR) analysis indicated that while the levels of the early myogenic factors MyoD and Myog were not affected, those of late differentiation markers such as myocyte enhancer factor 2C (Mef2C), myosin creatine kinase (Mck), and dystrophin (Dys) were downregulated (Fig EV1D and E). These data allowed the placement of lnc‐SMaRT activity at an intermediate stage between early and late differentiation; indeed, lnc‐SMaRT could be placed downstream of MyoD and Myog since these proteins were shown to bind the lnc‐SMaRT putative promoter region (Chip seq data sets from Mouse ENCODE Project (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE36024) inspected in 22) and also because they were not affected in conditions of lnc‐SMaRT depletion (Fig EV1D and E).

**Figure 1:**
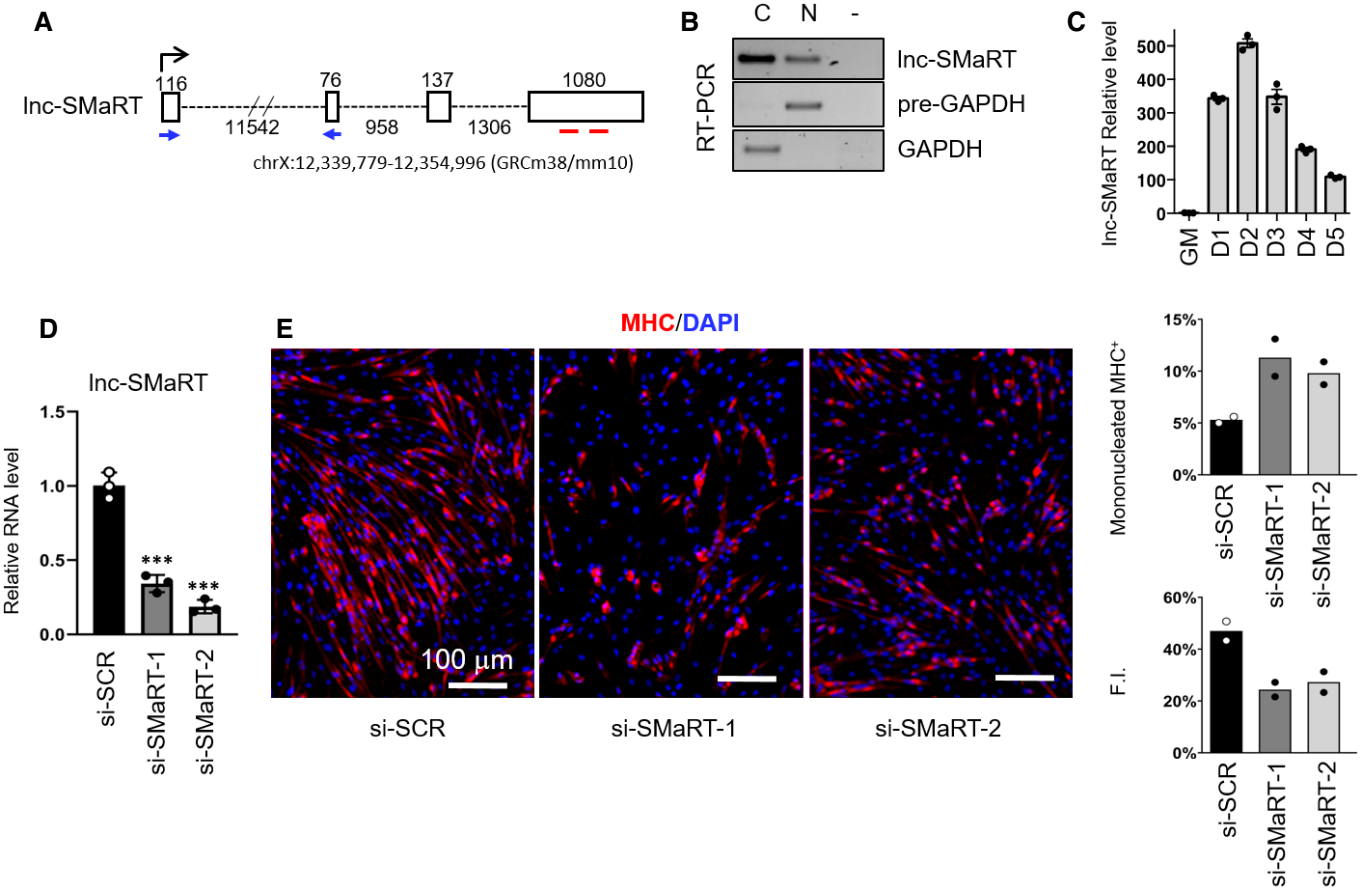
Lnc‐SMaRT functional characterization Schematic representation of the lnc‐SMaRT genomic locus. Genomic coordinates and exon/intron lengths are indicated. qPCR primer location is indicated by blue arrows, while the regions corresponding to the siRNAs target sites are indicated by red lines.RT–PCR on cytoplasmic (C) and nuclear (N) extracts showing the subcellular localization of lnc‐SMaRT. RNA was isolated from C2C12 cells after 2 days of differentiation. GAPDH mRNA and pre‐mRNA (pre‐GAPDH) were used, respectively, as cytoplasmic and nuclear controls. Representative results from three independent experiments are shown.qPCR analysis of lnc‐SMaRT RNA expression in C2C12 cells undergoing differentiation at the indicated time points. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to GM samples set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots).qPCR on RNA extracts from C2C12 myoblasts treated with either control siRNAs (si‐SCR) or with two different siRNAs against lnc‐SMaRT (si‐SMaRT‐1, si‐SMaRT‐2) and induced to differentiate for 2 days. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to GM samples set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots). Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. ***P < 0.001.Representative immunofluorescence for myosin heavy chain (MHC in red) in combination with DAPI staining (in blue) C2C12 murine myoblasts transfected with either control (si‐SCR) or lnc‐SMaRT siRNAs (si‐SMaRT‐1, si‐SMaRT‐2) fixed after at 2 days of differentiation. Histograms represent MHC‐positive mononucleated cells/total MHC‐positive cells ratio and fusion index quantification (F.I.). At least 5 randomly chosen microscope fields of two independent biological samples were analyzed (*n* > 600 cells for each field). Data are presented as the mean of the two biological replicates (dots). Source data are available online for this figure.

**Figure EV1:**
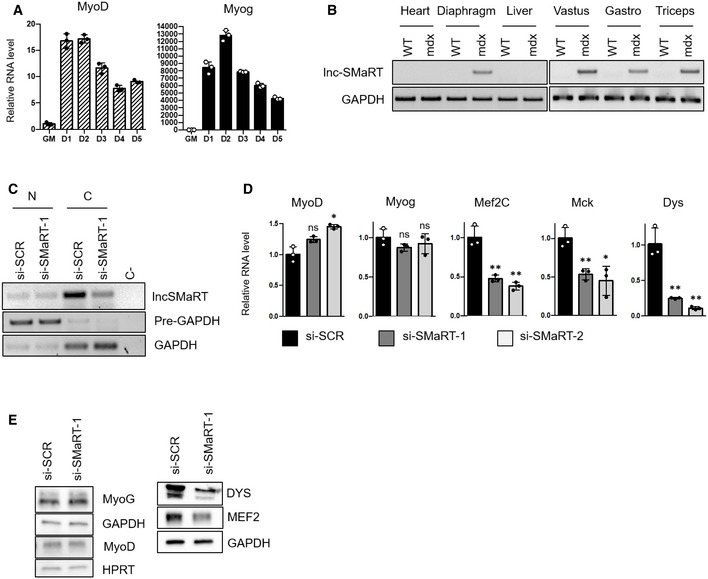
Lnc‐SMaRT depletion inhibits myoblast differentiation qPCR analysis of MyoD and Myog RNA expression in C2C12 cells undergoing differentiation at the indicated time points. Data are presented as the mean ± s.e.m. of three biological replicates (dots) normalized against the GAPDH mRNA.RT–PCR showing the expression levels of lnc‐SMaRT in RNA extracted from the indicated muscle tissues of control (WT) and *mdx* mice (*mdx*). GAPDH was used as control. Representative results from three independent experiments are shown.RT–PCR on nuclear (N) and cytoplasmic (C) extracts showing the subcellular levels of lnc‐SMaRT RNA upon siRNAs treatment. RNA was isolated from C2C12 myoblasts treated with either control siRNA (si‐SCR) or siRNA against lnc‐SMaRT (si‐SMaRT‐1) and induced to differentiate for 2 days. GAPDH mRNA and pre‐mRNA (pre‐GAPDH) were used, respectively, as cytoplasmic and nuclear controls. Representative results from three independent experiments are shown.qPCR analysis of indicated muscle differentiation marker (MyoD, Myog, Mef2C, Mck, and Dys) mRNA expression in C2C12 cells undergoing differentiation (D2) in control samples (black bars) or samples depleted of lnc‐SMaRT with two different siRNAs (gray and white bars). The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the si‐SCR sample set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots). Statistical analysis was performed with analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. *P < 0.05, **P < 0.01.Western blot on protein extract from C2C12 myoblasts treated with either control siRNA (si‐SCR) or siRNA against lnc‐SMaRT (si‐SMaRT‐1) and induced to differentiate for 2 days. MYOG, MYOD, DYS, and MEF2C antibodies were used. HPRT and GAPDH were used as loading controls. Representative results from three independent experiments are shown. Source data are available online for this figure.

Total RNA‐Seq analysis was performed on two independent populations of C2C12 cells treated with siRNA#1 and control scramble siRNA. This analysis showed that lnc‐SMaRT (RPKM 17.46) is a medium‐high abundant lncRNA being expressed only 3.6 times less than MyoD (RPKM 62.42) and 4 times less that lincMD1 (RPKM of 69.9), that is considered a fairly abundant muscle‐specific lncRNA 24. 

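C2C12 cells are a line of mouse myoblasts that fuse into myotubes in low serum. The 4 sequenced samples were collected on day 2 of differentiation after transfection with 30 nM siRNA, 2 with scramble siRNA (si-SCR) and 2 with siRNA #1 against lnc-SMaRT (si-SMaRT). The authors removed reads from rRNA and tRNA with Bowtie 2, aligned the remaining pairs to GRCm38 with TopHat2 and counted them on Ensembl 77 genes with htseq-count. They removed genes with low CPM and deposited one RPKM value per gene and sample, calculated with library sizes normalized by TMM. The deposited table has 11642 rows, of which 576 join genes that overlap each other. Because the RPKM values of a gene are whole multiples of the value of 1 read, the number of reads behind them could be worked out for 11639 rows. The sum over these rows was 12284545 reads in si-SCR 1, 13601721 in si-SCR 2, 10476787 in si-SMaRT 1 and 13422244 in si-SMaRT 2. For 5713 of the rows the gene model did not fix a factor common to the 4 samples, so these totals are lower limits. The paper's Table EV2 gives another depth, the pairs mapped to the genome, as 18339541, 19803695, 15158622 and 19949803 in the same order. From the pair numbers in that table, 29.1% of the pairs of si-SMaRT 1 were removed as rRNA or tRNA, against 1.69% in si-SCR 1, 1.77% in si-SCR 2 and 0.409% in si-SMaRT 2. Differential expression between si-SMaRT and si-SCR was tested with limma on log2(RPKM + 0.1), with a trended prior variance and Benjamini-Hochberg adjustment, over the 11086 genes with a mean RPKM of at least 0.5. Fold changes are on this log2 scale, which understates the change of genes with low RPKM. The intervals and limits derived from read numbers cover counting error only, because the reads carry no molecular identifiers.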

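Lnc-SMaRT is annotated as Gm14635 on the minus strand of chromosome X of GRCm38, from 12339782 to 12354996, and its transcript of 4 exons is 1409 nt long. The nearest protein-coding gene in GENCODE M21 is Bcor, 179427 bases away. In control cells lnc-SMaRT had an RPKM of 19.1 in si-SCR 1 and 15.9 in si-SCR 2, with a mean of 17.5 ± 2.26 (SD, n = 2). In depleted cells it had an RPKM of 2.88 and 3.65, with a mean of 3.27 ± 0.550 (SD, n = 2). The log2 fold change was -2.39 (standard error 0.28, adjusted p = 0.000882 from limma with Benjamini-Hochberg adjustment). When each sample was left out in turn, it stayed between -2.55 and -2.22. With a pseudocount of 1, the alternative that moved it most, the log2 fold change was -2.11. Myod1 had an RPKM of 62.5 ± 10.8 (SD, n = 2) in control cells, 3.58 times the mean of lnc-SMaRT. The ratio was 2.88 in si-SCR 1 and 4.42 in si-SCR 2. The table lists no gene under the name lincMD1. Its row for the joined genes Mir206 and Gm28653 had an RPKM of 69.9 ± 3.29 (SD, n = 2), the value that the paper gives for lincMD1, and lay 4.00 times above lnc-SMaRT, with 3.79 and 4.26 in the single samples. Of the 305 rows annotated as long non-coding RNA, 22 had a higher mean RPKM in control cells than lnc-SMaRT, and 74.0% of all rows had a lower one.

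**Figure D1:**
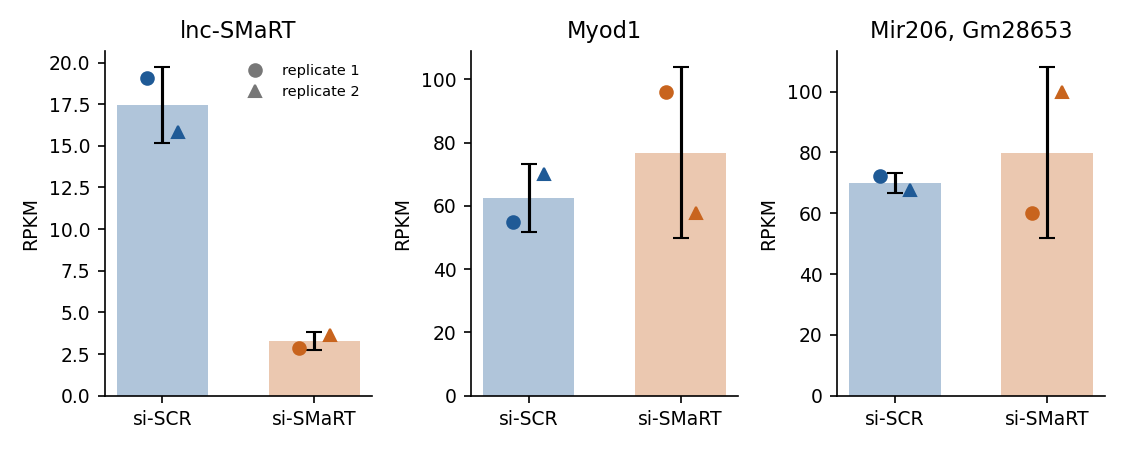
RPKM of lnc-SMaRT, Myod1 and the row that joins Mir206 and Gm28653 in C2C12 cells on day 2 of differentiation. Bars show the mean and error bars the SD of the 2 samples of each group, which are drawn as a circle (replicate 1) and a triangle (replicate 2). Lnc-SMaRT fell from 17.5 to 3.27, while both other rows overlap between the groups.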

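The distance between 2 samples was taken as the root mean square of their 500 largest log2 differences. It was 0.760 between the si-SCR samples and 1.70 between the si-SMaRT samples, a ratio of 2.24. Between samples of different groups it ranged from 1.12 to 1.88. The ratio rose to 2.80 among the genes with a mean RPKM of at least 5, and it fell to 1.45 over all genes with the dependence on GC content removed, a setting chosen after the values were seen. Across 10182 protein-coding genes, the difference between si-SMaRT 2 and si-SMaRT 1 followed the GC content of the gene (Spearman's rho -0.859 across genes, which are not independent replicates). Its median was 0.54 on the log2 scale among genes with a GC content under 44.5% and -0.68 among those over 54.0%. The difference between si-SCR 2 and si-SCR 1 had a Spearman's rho of 0.365 with GC content. With gene length, Spearman's rho was 0.142 for the si-SMaRT pair and 0.296 for the si-SCR pair. For the difference between the means of the groups it was 0.387 with length and -0.313 with GC content. A dependence on length was not removed in any setting.

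**Figure D2:**
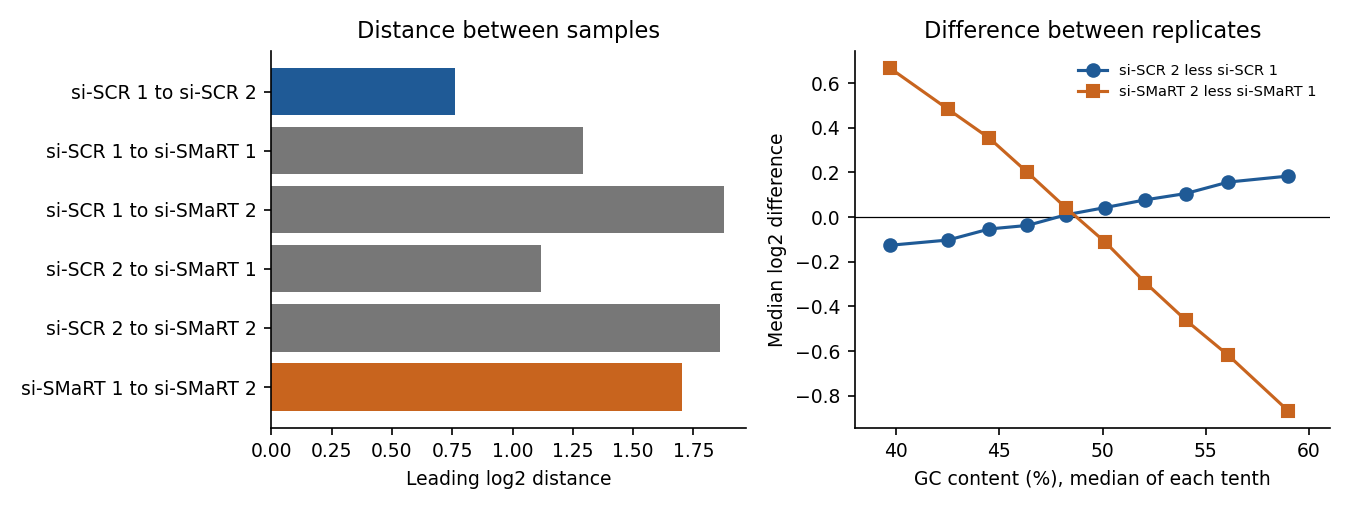
Left, leading log2 distance of each pair of samples, with the si-SCR pair (0.760) in blue, the si-SMaRT pair (1.70) in orange and pairs of different groups in gray. Right, median log2 difference between the replicates of each group in 10 groups of protein-coding genes of nearly equal size ordered by GC content. The line of the si-SMaRT pair falls from 0.67 to -0.87 and that of the si-SCR pair rises from -0.13 to 0.18.

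Between the groups, 56 genes passed an adjusted p of 0.05, 20 higher and 36 lower in si-SMaRT, and 53 of them are protein-coding. The values of the 2 groups did not overlap for any of the 56 genes. Such a separation was found for 40.7% of all tested genes and arises by chance for 33.3% of genes with 2 samples against 2. At a threshold of 0.1, the number was 108 genes, 32 higher and 76 lower. When the dependence on GC content was removed from each sample, a step chosen after the values were seen, 508 of 10566 genes passed, 211 higher and 297 lower. On simulated data with 2 samples per group, the main test found 75.5% of 2-fold changes at a dispersion of 0.02 and 24.2% at a dispersion of 0.05. With a GC trend in 1 simulated sample, its removal raised the unchanged genes called from 10 to 29 of 10222. The 508 genes may therefore hold more false calls than a threshold of 0.05 implies. The same limit holds wherever this fit is named below.
The gene with the lowest log2 fold change among the 56 was Gpx3, with 26 and 35 reads in si-SCR against 1 read in each si-SMaRT sample. Its RPKM was at least 9.53-fold lower in si-SMaRT, with an adjusted p of 0.000882 from limma. Next came Igfn1 with a log2 fold change of -2.45, lnc-SMaRT itself, Ctsw with -2.14 and Slc44a4 with -2.12. The size of the fall of Igfn1 depends on si-SMaRT replicate 2, without which its log2 fold change was -1.80. The largest rise was that of Slc1a3, from an RPKM of 0.644 ± 0.137 (SD, n = 2) to 3.65 ± 0.0440 (SD, n = 2), a log2 fold change of 2.35 (standard error 0.31, adjusted p = 0.00377 from limma). Npr3, C1s1, Leprel1 and Cxcl5 followed with log2 fold changes of 2.10, 2.10, 2.04 and 1.96. The mean RPKM of these 5 genes in si-SCR lay between 0.220 and 0.644, so the size of their rise depends on the pseudocount.

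**Figure D3:**
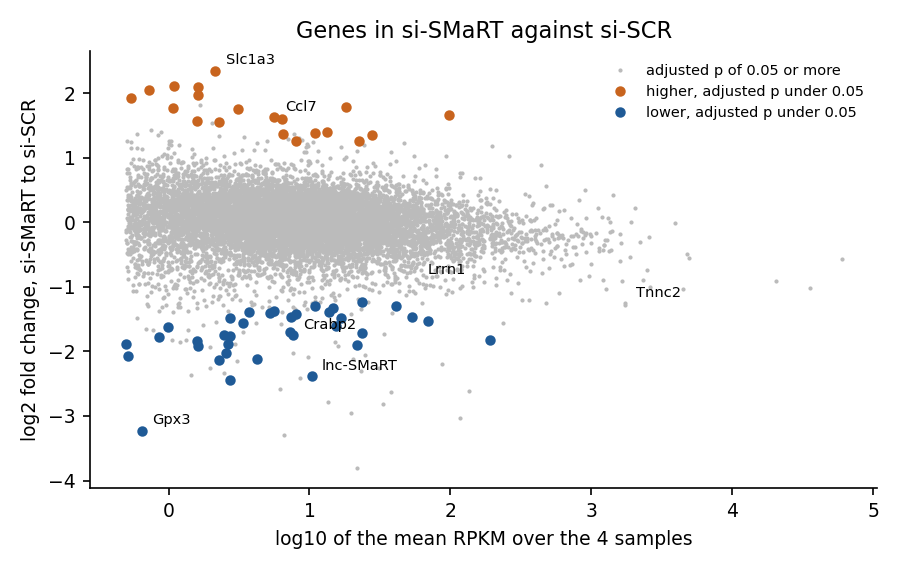
Log2 fold change of si-SMaRT against si-SCR for the 11086 tested genes, against the log10 of the mean RPKM over the 4 samples. The 20 genes higher and the 36 genes lower with an adjusted p under 0.05 are drawn in orange and blue, the other genes in gray.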

As shown in Fig EV2A, even if gene expression profiles of lnc‐SMaRT‐depleted samples were more dissimilar with respect to control samples, several genes were found to be consistently altered upon lnc‐SMaRT depletion, with the majority of them (112 out of 184) being downregulated (Fig 2A and B, Dataset EV1). 

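Gene Ontology annotation was not at hand, so lists of genes that stand for the processes were tested with limma's camera at a correlation of 0.01 between genes, with adjustment over 9 lists. Of these, 6 were written before the data were examined and 3 hold the genes that Dataset EV2 gives for its terms, which the study chose on the same samples. The 6 lists stand for processes that the paper reports, in part from these same samples. Their choice was therefore not independent of the data either. The median log2 fold change of all genes was 0.02. Of 49 tested genes of the contractile apparatus, 43 were lower in si-SMaRT, with a median log2 fold change of -0.60 (camera adjusted p = 5.69e-16). Of these genes, 1 passed over all genes tested, and 19 passed when adjusted over the list alone. Of 24 genes of cholesterol biosynthesis, 21 were lower, with a median of -0.54 (camera adjusted p = 8.66e-10), and the numbers that passed were 1 over all genes tested and 5 adjusted over the list alone. Both medians stayed below 0 under quantile normalization between samples, at -0.50 and -0.48. For the 50 cell cycle genes the median was 0.28 (camera adjusted p = 8.87e-07), with 5 genes lower, and 0 genes passed either adjustment, while 6 had an unadjusted p under 0.05. In the list of undifferentiated myoblasts, 18 genes had a median of 0.26 (camera adjusted p = 0.0022), with 2 genes past the threshold over all genes and 5 adjusted over the list alone. The 14 tested myogenic regulators had a median of 0.09 (camera adjusted p = 0.458), which became -0.088 without si-SMaRT replicate 1 and 0.027 without si-SCR replicate 1. Of these, 0 passed over all genes tested, 1 passed adjusted over the list alone and 2 had an unadjusted p under 0.05. Among 8 chemokine genes, 7 of which were higher, the median was 1.15 (camera adjusted p = 5.75e-08), with 2 genes past the threshold over all genes and 6 adjusted over the list alone. In the study's own lists, which are not independent evidence, all 8 tested genes of the regulation of muscle contraction were lower (median -1.15), all 6 of steroid biosynthesis were lower (median -1.18) and all 12 of positive regulation of cell proliferation were higher (median 1.11). Adjusted over the list alone, all 8, 6 and 12 of these passed, against 0, 1 and 3 over all genes tested, and all of them had an unadjusted p under 0.05. Camera asks whether a list changes more than other genes, and here assumes a fixed correlation between genes. Fry asks whether the genes of a list change at all, and takes their correlation from the samples. With fry, cholesterol biosynthesis, the chemokines and the study's 3 lists stayed under an adjusted p of 0.05. The contractile apparatus, with an adjusted p of 0.119, the cell cycle and the undifferentiated myoblast lists did not. With camera at a correlation estimated from the samples, 0 of the 9 lists passed, and the lowest adjusted p was 0.0885. The adjusted p of the contractile apparatus ranged from 1.51e-16 to 0.156 over its alternatives. Without si-SMaRT replicate 2 its median was -0.34, and that of the cell cycle genes was 0.13. With the dependence on GC content removed, a step chosen after the values were seen, the contractile apparatus had a median of -0.50. In that fit, 16 of its genes passed over all genes tested and 28 adjusted over the list alone. For the cell cycle these numbers were 6 and 12. The number past the threshold over all genes tested was higher than in the main fit for each of the 9 lists.

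**Figure D4:**
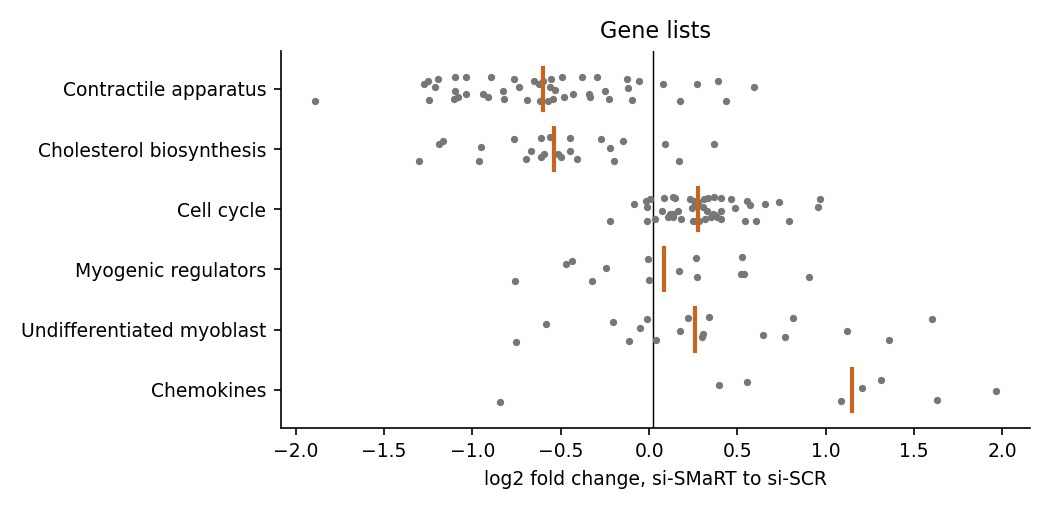
Log2 fold change of si-SMaRT against si-SCR for each tested gene (points) of the 6 lists that were not taken from the study. Orange bars mark the median of each list, from -0.60 for the contractile apparatus to 1.15 for the chemokines, and the vertical line marks the median of all genes, 0.02.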

Gene Ontology (GO) term enrichment analysis showed that many downregulated genes are involved in muscle contraction and steroid biosynthesis, while the upregulated genes were mostly related to cell proliferation (Fig 2C, Dataset EV2). Selected deregulated mRNAs were validated by qPCR in samples independently treated with the two lnc‐SMaRT siRNAs (#1 and #2). In particular, coherently with the RNA sequencing data and the observed phenotype, Lrrn1, Tnnc2, and Crabp2 mRNAs, physiologically upregulated during C2C12 differentiation 25, 26, resulted downregulated (Fig EV2B).

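In the sequenced samples Crabp2, on chromosome 3 from 87948666 to 87953376, fell from an RPKM of 11.8 ± 0.556 (SD, n = 2) in si-SCR to 3.47 ± 0.549 (SD, n = 2) in si-SMaRT. Its log2 fold change was -1.75 (standard error 0.28, adjusted p = 0.00852 from limma with Benjamini-Hochberg adjustment), and it lay between -1.90 and -1.59 when each sample was left out in turn. Tnnc2, on chromosome 2 from 164777161 to 164779967, was among the most abundant transcripts, with an RPKM of 2446 ± 278.3 (SD, n = 2) in si-SCR and 1044 ± 270.1 (SD, n = 2) in si-SMaRT. Its log2 fold change was -1.25 (standard error 0.31, adjusted p = 0.0994 from limma), so it did not pass the threshold. It did pass under quantile normalization between samples and, in fits chosen after the values were seen, with the dependence on GC content removed or with voom on the recovered reads. Lrrn1, on chromosome 6 from 107529768 to 107570214, had an RPKM of 75.4 ± 5.15 (SD, n = 2) in si-SCR and 40.7 ± 7.83 (SD, n = 2) in si-SMaRT, a log2 fold change of -0.90 (standard error 0.27, adjusted p = 0.204 from limma), and of these fits it passed only with the dependence on GC content removed. For all 3 genes both si-SMaRT samples lay below both si-SCR samples, a difference larger than the spread within each group. The paper sets the lower level of these mRNAs, which rise as C2C12 cells differentiate, beside the phenotype of the depleted cells.

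**Figure D5:**
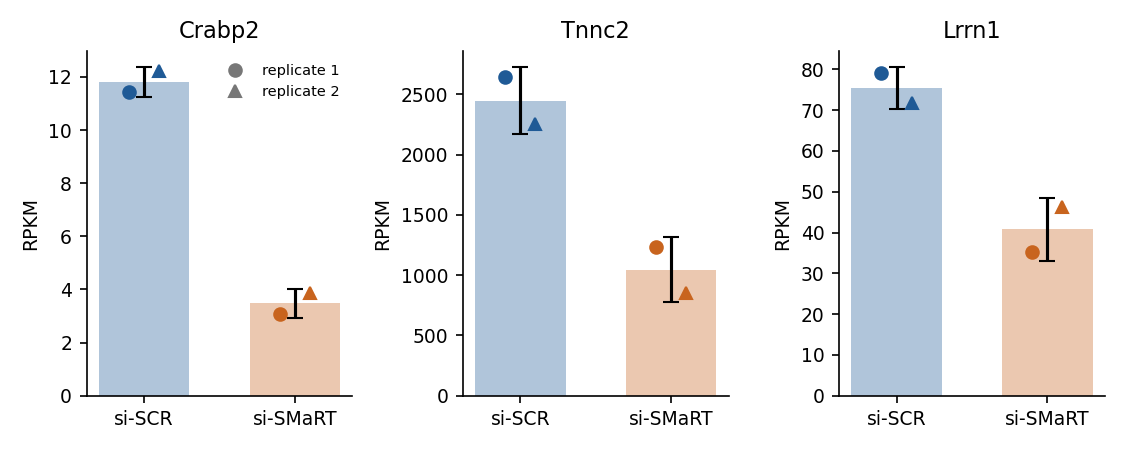
RPKM of Crabp2, Tnnc2 and Lrrn1 in C2C12 cells on day 2 of differentiation. Bars show the mean and error bars the SD of the 2 samples of each group, drawn as a circle (replicate 1) and a triangle (replicate 2), and the si-SMaRT samples lie below the si-SCR samples in each panel.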

**Figure EV2:**
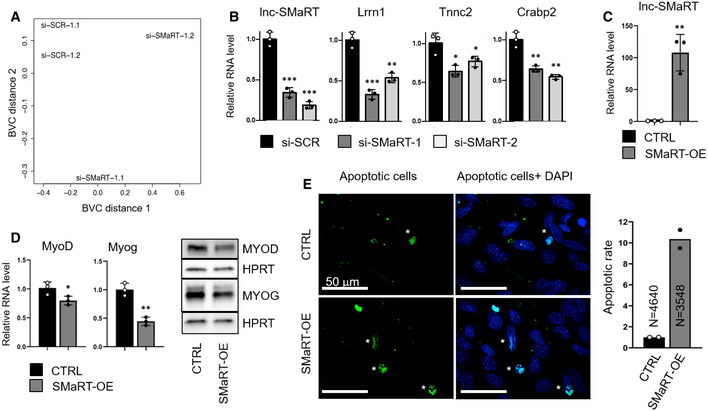
Lnc‐SMaRT depletion and overexpression in C2C12 cells Multi‐dimensional scaling plot (MDS) of the RNA‐Seq data (si‐SCR and si‐SMaRT treated C2C12 samples) in which distances were derived from leading biological coefficient of variation (BCV) between each pair of RNA samples.qPCR analysis of indicated deregulated mRNAs identified by RNA‐seq data in C2C12 cells undergoing differentiation (D2) in control samples (black bars) or samples depleted for lnc‐SMaRT with two different siRNAs (gray and white bars). The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the si‐SCR sample set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots). Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. *P < 0.05, **P < 0.01, ***P < 0.001.qPCR analysis of lncSMaRT expression in C2C12 stable cell lines undergoing differentiation (D1.5) in control samples (black bars) or samples overexpressing lnc‐SMaRT (gray bars). The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the control sample (CTRL) set to a value of 1. Data are presented as the mean ± s.e.m of three biological replicates (dots). Statistical analysis was performed with unpaired two‐tailed *t*‐test. **P < 0.01.Left panel: qPCR analysis of MyoD and Myog RNA expression in C2C12 stable cell lines undergoing differentiation (D1.5) in control samples (black bars) or samples overexpressing lnc‐SMaRT (gray bars). The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the control sample (CTRL) set to a value of 1. Data are presented as the mean ± s.e.m of three biological replicates (dots). Statistical analysis was performed with unpaired two‐tailed *t*‐test. *P < 0.05, **P < 0.01. Right panel: Western blot on protein extract from control and lncSMaRT‐overexpressing C2C12 stable cell lines undergoing differentiation (D1.5). MYOD and MYOG antibodies were used. HPRT was used as loading control. Representative results from three independent experiments are shown.Detection of apoptosis by TUNEL assay in C2C12 cell line. CTRL: control C2C12 cell line transfected with the empty vector; lnc‐SMaRT: C2C12 cell line overexpressing lnc‐SMaRT. Histogram represents the mean of apoptotic rate percentage (apoptotic cells/total nuclei*100) from two independent biological samples (dots); the total number of analyzed cells is indicated in the bars. Source data are available online for this figure.

**Figure 2:**
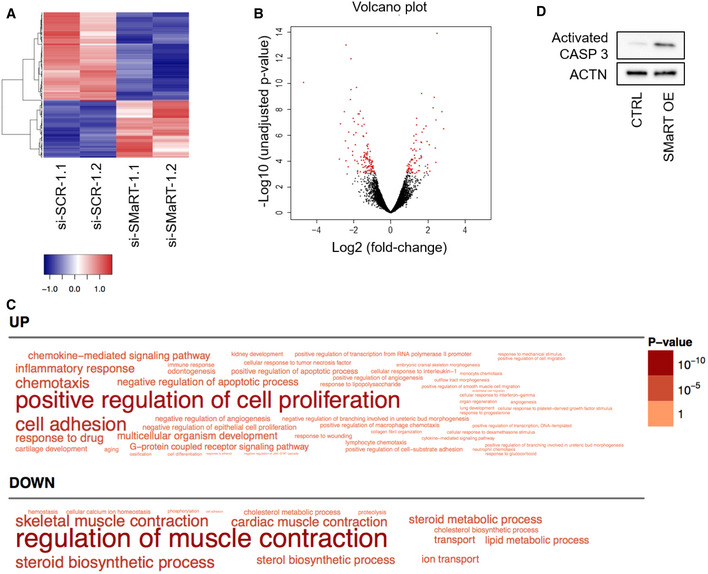
lnc‐SMaRT depletion impacts on C2C12 transcriptome Gene expression heatmap showing the hierarchical clustering of protein‐coding genes whose expression is altered upon lnc‐SMaRT depletion. Expression values, calculated as RPKMs, were log_2_‐transformed and mean‐centered. Only genes with an average RPKM between 10 and 1,000 were plotted.Volcano plot describing the differential gene expression between si‐SCR‐ and si‐SMaRT‐treated C2C12 samples. For each gene, log_2_ of fold‐change versus −log_10_ of the unadjusted *P*‐value is plotted. Points in red represent differentially expressed genes (FDR‐adjusted *P*‐value < 0.05).Word cloud representing the Gene Ontology Biological Process terms enriched (Benjamini–Hochberg‐corrected *P*‐value < 0.05) in the lists of genes upregulated (UP) or downregulated (DOWN) upon lnc‐SMaRT knockdown. The size of the words correlates with the Benjamini–Hochberg‐corrected *P*‐value.Western blot on protein extract from control and lnc‐SMaRT overexpressing C2C12 stable cell lines collected after 1 day of differentiation. CASP3 antibody was used. ACTN was used as loading control. Representative results from three independent experiments are shown. Source data are available online for this figure.

In conclusion, these data showed that lnc‐SMaRT plays an important role in controlling the correct timing of myoblast differentiation with a clear effect on genes involved in intermediate stages of myogenesis.

In the attempt to perform a rescue experiment and since plasmid transfection of C2C12 cells is very inefficient, we raised a stable C2C12 cell line overexpressing mature lnc‐SMaRT amplified from cDNA under the control of eIF1a promoter. Unfortunately, the overexpressing line displayed an apoptotic phenotype which hindered such type of analysis: In fact, myoblasts overexpressing the lncRNA were impeded to enter the myogenic program upon serum starvation by displaying only few elongated and oriented cells and decrease in mRNA and protein levels of MyoD and myogenin (Fig EV2D). Notably, at 48 h of differentiation, we observed an apoptotic phenotype, as indicated by increased activation of caspase 3 (Fig 2D) and TUNEL assay (Fig EV2E). The increase in apoptosis and consequent reduction of the number of cells maintained in the myogenic program can explain the decrease in MyoD and myogenin as well as the increase of transcripts related to cell proliferation observed upon lnc‐SMaRT depletion. Altogether, these data indicate that the amount and timing of lnc‐SMaRT expression should be finely regulated to establish a correct myogenic program.

### Identification of lnc‐SMaRT interactors

To identify the binding partners of lnc‐SMaRT, RNA pull‐down experiments were performed with two sets of biotin‐labeled DNA antisense oligonucleotides (Set#1 and Set#2, Fig 3A) on extracts derived from C2C12 cells at day 2 of differentiation. A set of antisense oligonucleotides against LacZ mRNA (LacZ), with a similar GC content, was used as a negative control. Proteins and RNA purified after streptavidin capture of the molecular complexes were subjected to mass spectrometry (MS) and NGS analysis, respectively. The MS data allowed to short list three *bona fide* interactors (PURB, IQGA1, and DHX36) based on the number of unique peptides (more than 5) and on the enrichment with both sets of specific oligos in comparison with LacZ probes. PUR β is a single‐stranded DNA‐ and RNA‐binding protein that has been previously involved in DNA replication/transcription and in mRNA translation 27, while IQGA1 is a Ras GTPase‐activating‐like protein that belongs to a family of scaffolding proteins involved in several cellular processes such as cell cycle regulation, cell–cell adhesion, and actin cytoskeleton organization 28. The ATP‐dependent RNA helicase DHX36 was selected because of the absence of peptides in the LacZ sample (Dataset EV3). This enzyme had been previously shown to bind and unwind G‐quadruplex (G4) structures in both DNA and RNA molecules 29, 30, 31. Western blot analysis with DHX36 antibodies validated the strong and specific enrichment of this protein in the lnc‐SMaRT pull‐downs obtained with both sets of specific probes (Fig 3B). Finally, RNA immunoprecipitation (RIP) performed with DHX36 antibodies and appropriate controls further confirmed the association of the helicase with lnc‐SMaRT (Fig 3C).

**Figure 3:**
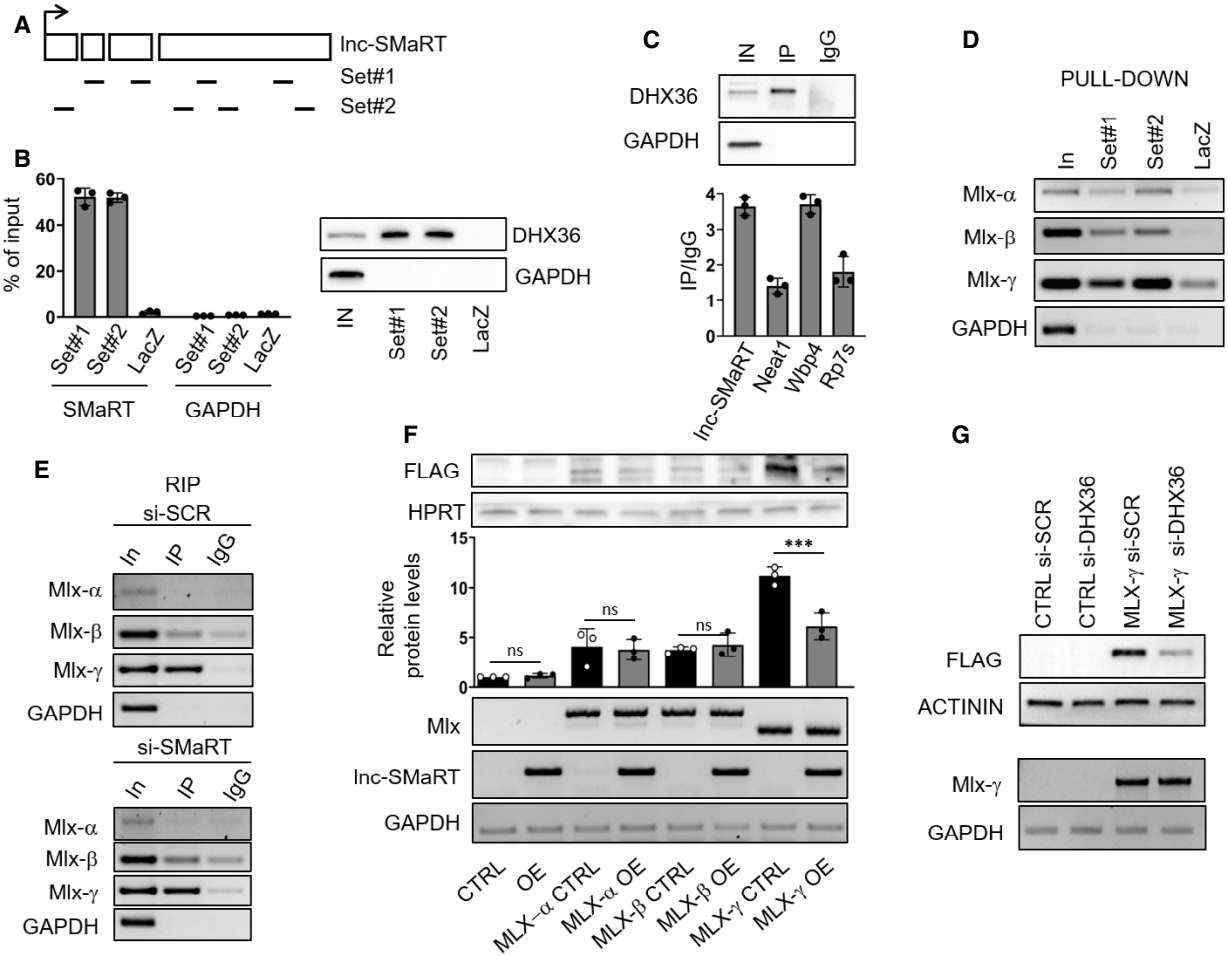
Lnc‐SMaRT molecular interactome Localization on the lnc‐SMaRT transcript of the two sets of biotinylated probes (Set#1 and Set#2) used for lnc‐SMaRT pull‐down experiment.Left panel: qPCR analysis of lnc‐SMaRT enrichment in the RNA pull‐down performed in C2C12 cells at day 2 of differentiation (D2); Set#1 and Set#2 probes were used against lnc‐SMaRT together with a control set of probes against LacZ mRNA (LacZ). Data are expressed in percentage of input and presented as the mean ± s.e.m. of three biological replicates (dots). Right panel: Western blot analysis showing the specific enrichment of the DHX36 helicase in lnc‐SMaRT pull‐down; GAPDH was used as negative control. Representative results from three independent experiments are shown.Upper panel: Western blot with DHX36 antibodies on protein extracts from DHX36 RNA immunoprecipitation. Input sample (IN) accounts for 2.5% of the extract. Representative results from three independent experiments are shown. Lower panel: qPCR analysis of lnc‐SMaRT enrichment in DHX36 RIP‐derived RNA extracts. WBP4 was used as positive control 31, while Neat1 (a lncRNA expressed at comparable level of lnc‐SMaRT according to the RNA sequencing) and Rps7 were used as negative controls. Data are expressed as percentage of input normalized on IgG control and presented as the mean ± s.e.m. of three biological replicates (dots).RT–PCR validation of Mlx‐α, Mlx‐β, and Mlx‐γ mRNA enrichment upon the lnc‐SMaRT pull‐down performed with Set#1 and Set#2 probes; a control set of probes against LacZ mRNA (LacZ) was used as negative control. GAPDH was used as negative control. Input sample (IN) accounts for 10% of the extract. Representative results from three independent experiments are shown.RT–PCR analysis of Mlx‐α, Mlx‐β, and Mlx‐γ mRNA enrichment in DHX36 RIP‐derived RNA extracts in samples treated with control siRNA (si‐SCR, upper panel) or siRNA against lnc‐SMaRT (si‐SMaRT, lower panel). GAPDH was used as negative control. Input sample (IN) accounts for 10% of the extract. Representative results from three independent experiments are shown.Upper panel: Western blot with FLAG antibody on protein extracts from HeLa cells overexpressing the indicated isoforms of FLAG‐tagged MLX (MLX‐α, MLX‐β, and MLX‐γ) in control condition (CTRL) or in overexpression of lncSMaRT (OE). FLAG tag has been inserted at the N‐terminus of MLX protein isoforms. HPRT was used as loading control. Representative results from three independent experiments are shown. Middle panel: Quantification of FLAG‐tagged protein levels normalized on HPRT signals. Data are expressed as the mean ± s.d. of three biological replicates (dots). Statistical analysis was performed with two‐way ANOVA followed by Bonferroni's multiple comparisons test. ***P < 0.001. Lower panel: RT–PCR analysis of lnc‐SMaRT and Mlx expression on RNA extracts from HeLa cells overexpressing the indicated isoforms of flagged MLX (MLX‐α, MLX‐β, and MLX‐γ) in control condition (CTRL) or in overexpression of lncSMaRT (OE). GAPDH was used as loading control. Representative results from three independent experiments are shown.Upper panel: Western blot with FLAG antibodies on protein extracts from N2a cells transfected with an empty vector (CTRL) or with a plasmid overexpressing FLAG‐tagged MLX‐γ (MLX‐γ) in control conditions (si‐SCR) or upon knockdown of DHX36 (si‐DHX36). ACTININ was used as loading control. Representative results from three independent experiments are shown. Lower panel: RT–PCR analysis of Mlx‐γ expression on the described RNA extracts. GAPDH was used as loading control. Representative results from three independent experiments are shown. Source data are available online for this figure.

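In the RNA-Seq of si-SCR cells, Neat1 had an RPKM of 17.1 in replicate 1 and 31.3 in replicate 2 (mean 24.2 ± 10.0, SD, n = 2). Relative to lnc-SMaRT in the same sample, this was 0.898 times in replicate 1 and 1.97 times in replicate 2, so the ratio of the means, 1.39, rests on replicate 2.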

We also performed RNA‐seq analysis of the RNAs recovered from lnc‐SMaRT pull‐down; apart from lnc‐SMaRT, which served as a positive control, we identified a set of significantly enriched transcripts deriving from 17 protein‐coding genes (Table EV1). 

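The pull-down experiment comprised 3 libraries from C2C12 cells on day 2 of differentiation, 1 of RNA captured with probe set #1 against lnc-SMaRT, 1 captured with probes against LacZ and 1 of the input, so its values have no replicates. The authors aligned the reads to GRCm38 with TopHat2, removed mitochondrial, duplicate and multi-mapped reads, and called peaks in bins of 200 bases with Piranha. Their methods name peaks with the input as covariate and peaks against LacZ, and the deposited lists do not state which of these they hold. Table EV3 of the paper gives 773686 reads left for the lnc-SMaRT pull-down (1.25% of its mapped reads), 930750 for LacZ (1.71%) and 6186390 for the input (22.6%). The deposited lists hold the position and the Piranha p-value of 345 peaks for lnc-SMaRT and 336 for LacZ, and the depth at each peak is not given. Peaks of the lists were compared by an overlap of at least 1 base on the same strand, with exons from GENCODE M21. Of the lnc-SMaRT peaks, 152 (44.1%, 95% Wilson interval 38.9% to 49.3%) overlapped a LacZ peak. With peaks of a p under 0.001 only, the share was 33.7%. The gene Ttn held 200 of the lnc-SMaRT peaks, 118 of them shared, and 126 of the LacZ peaks. Outside Ttn, 34 of 145 lnc-SMaRT peaks (23.4%) were shared, so the share over all peaks rests largely on this gene, whose peaks are not independent.
Exons of lnc-SMaRT overlapped 4 peaks, none of them shared with LacZ. They lay on chromosome X from 12339201 to 12341000 (p = 4.28e-06 in the authors' list), from 12342001 to 12342400 and from 12343201 to 12343400 (both listed with p = 0) and from 12354801 to 12355000 (p = 0.00242), and together they cover all 4 exons. All 46 peaks of Table EV1 were found in the deposited list at the same position with the same p. The exons of 54 protein-coding genes overlapped a lnc-SMaRT peak and no LacZ peak, and these included the 17 genes of Table EV1. The paper required both peaks with the input as covariate and peaks against LacZ. The selection here had only the deposited list of lnc-SMaRT peaks, which is not stated to be either kind. In the 17 genes the lowest p per gene ranged from 6.31e-10 in Rps9 to 0.00242 in Usp10, and Slc15a4 and Atf2 had the most peaks, 6 each. The longest stretch complementary to a probe of set #1 under the peaks of a gene measured from 6 bases in Arf5 to 14 bases in Rps20 and Spire1. Among the 14 of the 17 genes with an RPKM value, the median RPKM in si-SCR was 18.6, against 7.95 for all expressed protein-coding genes.

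**Figure D6:**
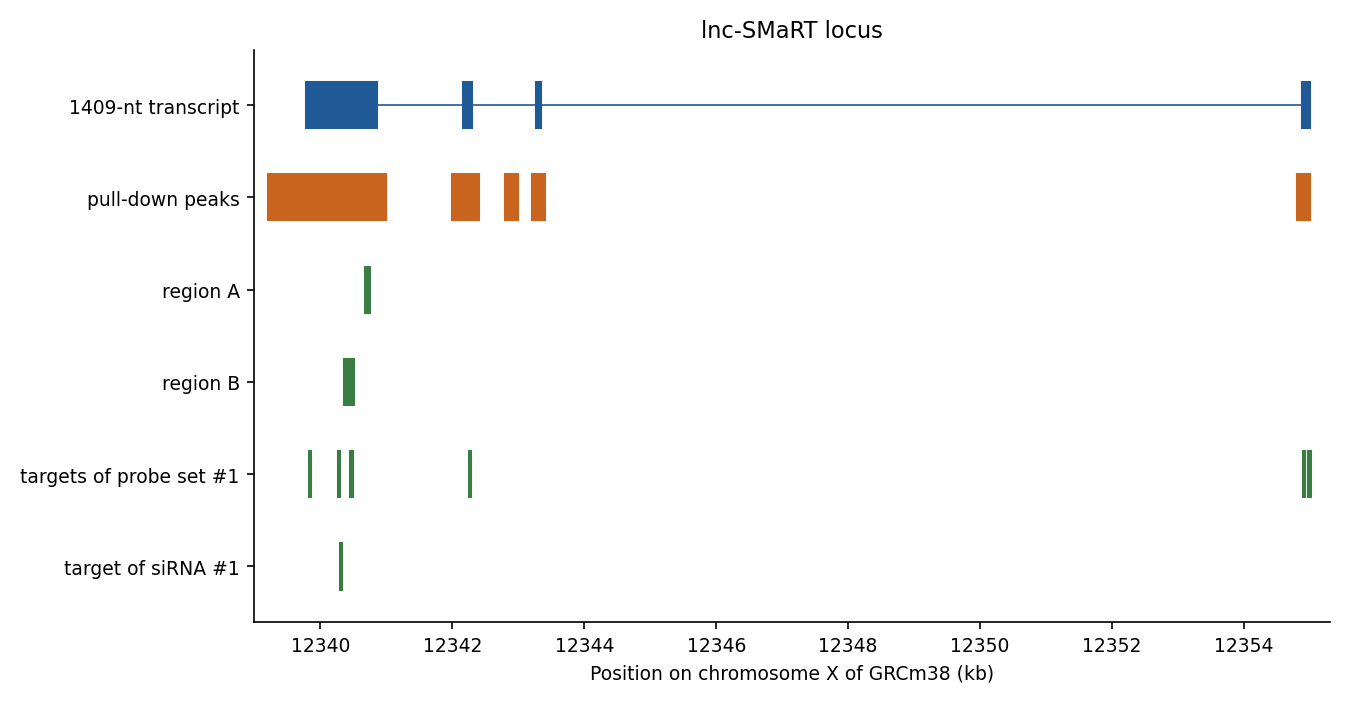
Map of the lnc-SMaRT locus on chromosome X of GRCm38, with the exons of the 1409-nt transcript (minus strand), the peaks of the lnc-SMaRT pull-down, regions A and B of the paper, and the targets of the probes of set #1 and of siRNA #1. Peaks overlap all 4 exons, and 1 further peak lies in an intron.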

We did not find any GO terms enriched in this list; however, 12 out of 17 genes resulted to encode for mRNAs with a predicted G‐quadruplex (QGRS Mapper software 32, Table 1). 

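Motifs were predicted in the GENCODE M21 transcripts with the scoring of QGRS Mapper, with 3 tetrads, at most 45 bases and a score of at least 35, and all 40 motifs of Table 1 were found with the same score. In the transcripts that Table EV1 lists, 12 of the 17 genes had a motif, and these are the genes of Table 1. When all transcripts of each gene were searched, 14 of the 17 genes had one (82.4%, 95% Wilson interval 59.0% to 93.8%), with Rps9 and Rps20 as the additional genes. Among the other expressed protein-coding genes, 6904 of 9668 (71.4%) had a motif. The odds ratio was 1.87 (two-sided Fisher's exact test, p = 0.426), so the difference was not detectable with 17 genes. The share moved most when only the longest transcript of each gene was searched, to 64.7% of the 17 genes and 58.6% of the others. Against 340 expressed protein-coding genes matched on transcript length, 70.6% of which had a motif, the odds ratio was 1.94.

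**Figure D7:**
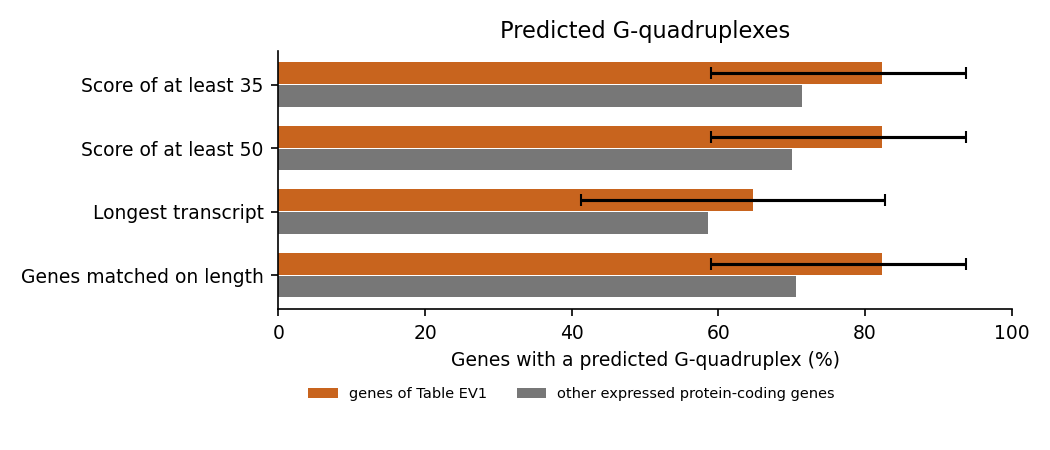
Share of genes with a predicted G-quadruplex among the 17 genes of Table EV1 (orange, with the 95% Wilson interval) and among other expressed protein-coding genes (gray), in percent, for 4 ways of counting. The gray bars lie within the interval of the orange ones in each.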

Since DHX36, a protein known to solve RNA G4 structures, was found among the major interactors of lnc‐SMaRT, we concentrated on this class of transcripts. Among them, we selected the Mlx mRNA due to its known role in controlling myogenesis through the induction of several myokines 33. Moreover, such a transcript is present in three isoforms (α, β, and γ) that have altogether an expression level (RPKM 23.88) similar to that of lnc‐SMaRT (RPKM 17.46). 

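Mlx, on chromosome 11 of GRCm38 from 101087277 to 101092207, had an RPKM of 25.9 in si-SCR 1 and 21.8 in si-SCR 2, a mean of 23.9 ± 2.89 (SD, n = 2). This was 1.37 times the mean of lnc-SMaRT, with 1.36 and 1.38 in the single samples. The authors counted reads per gene, so the value is the sum over the isoforms and does not separate them. The paper names this level, beside the role of Mlx in myogenesis, among its reasons for selecting this transcript from those recovered by the pull-down.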

Notably, all the three isoforms (α, β, and γ) resulted enriched in the pull‐down of lnc‐SMaRT (Fig 3D*)*. Pull‐down experiments performed in psoralen‐crosslinking conditions allowed to further confirm the direct pairing between Mlx mRNAs and lnc‐SMaRT (Fig EV3A, left panel). Notably, when the psoralen‐crosslinking pull‐down was performed upon the depletion of lnc‐SMaRT, the enrichment of Mlx mRNA was lost (Fig EV3A, right panel).

**Table 1:** G‐quadruplexes predicted on transcripts from protein‐coding genes recovered from lnc‐SMaRT pull‐down

Gene	ID	Start	End	G4	G‐score	Localization
Acad8	ENSMUST00000060513	299	334	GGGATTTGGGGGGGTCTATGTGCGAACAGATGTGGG	52	CDS
Acad8	ENSMUST00000120367	1	15	GGGGGGCGGGGCGGG	62	5′UTR
Acad8	ENSMUST00000120367	316	351	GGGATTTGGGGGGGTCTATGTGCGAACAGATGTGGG	52	CDS
Acsl6	ENSMUST00000108905	24	48	GGGGCTGCGGGGCTGCGGGCCTGGG	62	5′UTR
Acsl6	ENSMUST00000127731	2,807	2,838	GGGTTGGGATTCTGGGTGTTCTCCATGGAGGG	56	/
Acsl6	ENSMUST00000127731	2,615	2,654	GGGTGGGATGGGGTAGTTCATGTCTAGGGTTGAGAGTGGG	60	/
Acsl6	ENSMUST00000108904	24	48	GGGGCTGCGGGGCTGCGGGCCTGGG	62	5′UTR
Arf5	ENSMUST00000020717	1,013	1,056	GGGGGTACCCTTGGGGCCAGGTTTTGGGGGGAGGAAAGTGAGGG	63	3′UTR
Coq2	ENSMUST00000126981	20	51	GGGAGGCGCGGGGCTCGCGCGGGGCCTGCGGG	63	/
Coq2	ENSMUST00000126981	114	155	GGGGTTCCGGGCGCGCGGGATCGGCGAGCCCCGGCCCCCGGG	54	/
Coq2	ENSMUST00000135146	21	62	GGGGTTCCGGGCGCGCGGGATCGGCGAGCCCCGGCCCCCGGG	54	/
Coq2	ENSMUST00000031262	55	86	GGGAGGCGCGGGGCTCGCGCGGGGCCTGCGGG	63	CDS
Coq2	ENSMUST00000031262	149	190	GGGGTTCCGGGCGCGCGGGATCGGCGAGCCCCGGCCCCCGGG	54	CDS
Glis3	ENSMUST00000065113	2,048	2,086	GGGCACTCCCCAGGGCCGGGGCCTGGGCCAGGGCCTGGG	64	/
Glis3	ENSMUST00000162022	2,667	2,705	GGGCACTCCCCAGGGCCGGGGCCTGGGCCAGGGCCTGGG	64	CDS
Glis3	ENSMUST00000162022	7,280	7,322	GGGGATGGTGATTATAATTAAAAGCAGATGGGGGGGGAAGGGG	67	3′UTR
Glis3	ENSMUST00000161026	1,713	1,751	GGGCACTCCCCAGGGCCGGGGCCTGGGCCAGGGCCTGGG	64	/
Mlx	ENSMUST00000017945	98	114	GGGGAGGGCGGGTCGGG	63	CDS
Myo1c	ENSMUST00000102505	4,451	4,485	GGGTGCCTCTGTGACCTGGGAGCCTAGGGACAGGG	56	3′UTR
Myo1c	ENSMUST00000108431	4,519	4,553	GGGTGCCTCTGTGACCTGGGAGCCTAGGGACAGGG	56	3′UTR
Myo1c	ENSMUST00000108431	4,402	4,422	GGGAGCTACCGGGTGGGAGGG	60	3′UTR
Myo1c	ENSMUST00000108431	280	324	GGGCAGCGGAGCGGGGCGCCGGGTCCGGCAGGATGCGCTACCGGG	54	5′UTR‐CDS
Myo1c	ENSMUST00000108431	200	230	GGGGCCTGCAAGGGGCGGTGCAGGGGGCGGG	60	5′UTR
Myo1c	ENSMUST00000102504	4,458	4,492	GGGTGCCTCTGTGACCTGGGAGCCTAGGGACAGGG	56	3′UTR
Myo1c	ENSMUST00000069057	4,229	4,249	GGGAGCTACCGGGTGGGAGGG	60	3′UTR
Myo1c	ENSMUST00000069057	4,346	4,380	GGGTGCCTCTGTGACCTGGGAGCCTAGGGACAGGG	56	3′UTR
Myo1c	ENSMUST00000102505	4,334	4,354	GGGAGCTACCGGGTGGGAGGG	60	3′UTR
Myo1c	ENSMUST00000102504	4,341	4,361	GGGAGCTACCGGGTGGGAGGG	60	3′UTR
Ndrg4	ENSMUST00000041318	2,377	2,413	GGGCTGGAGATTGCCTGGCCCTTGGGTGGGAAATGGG	51	3′UTR
Ndrg4	ENSMUST00000080666	2,014	2,050	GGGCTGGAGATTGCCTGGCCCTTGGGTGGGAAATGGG	51	3′UTR
Ndrg4	ENSMUST00000166358	2,243	2,279	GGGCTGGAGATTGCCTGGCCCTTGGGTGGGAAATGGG	51	/
Ndrg4	ENSMUST00000073139	2,079	2,115	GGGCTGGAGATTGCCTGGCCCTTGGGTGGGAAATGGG	51	3′UTR
Rbm45	ENSMUST00000046389	41	75	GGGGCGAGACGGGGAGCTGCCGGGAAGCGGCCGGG	63	5′UTR
Six1	ENSMUST00000050029	329	366	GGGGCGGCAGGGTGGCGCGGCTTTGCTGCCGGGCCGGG	53	5′UTR
Six1	ENSMUST00000050029	1,599	1,635	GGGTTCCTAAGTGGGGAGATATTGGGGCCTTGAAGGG	63	CDS‐3′UTR
Spire1	ENSMUST00000115050	253	297	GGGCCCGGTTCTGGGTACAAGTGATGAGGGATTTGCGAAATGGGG	62	CDS
Spire1	ENSMUST00000082243	407	451	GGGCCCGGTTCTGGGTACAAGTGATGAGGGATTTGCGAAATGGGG	62	CDS
Spire1	ENSMUST00000045105	351	395	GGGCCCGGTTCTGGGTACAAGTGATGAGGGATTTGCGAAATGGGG	62	CDS
Usp10	ENSMUST00000144458	2,260	2,295	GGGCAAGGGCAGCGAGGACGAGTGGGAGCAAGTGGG	56	CDS
Usp10	ENSMUST00000108988	1,803	1,838	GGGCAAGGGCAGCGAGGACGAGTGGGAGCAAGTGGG	56	CDS

**Figure EV3:**
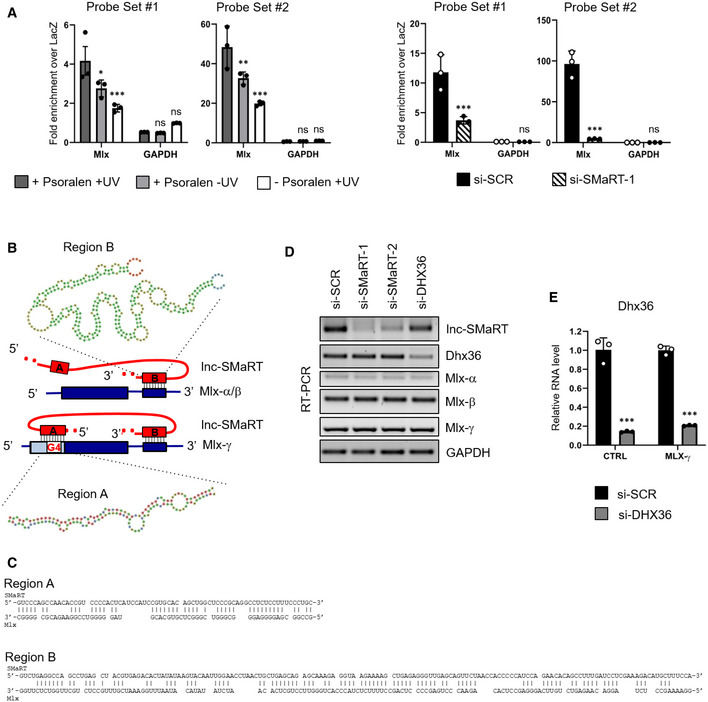
Effects of SMaRT and DHX36 depletion on Mlx mRNA levels qPCR on RNAs obtained from psoralen‐crosslinking lnc‐SMaRT pull‐down in C2C12 cells two days after the switch to differentiation. Left panel: lnc‐SMaRT pull‐down performed in different crosslinking conditions (+Psoralen +UV, +Psoralen −UV, ‐Psoralen +UV). Right panel: lnc‐SMaRT pull‐down performed in C2C12 cells treated with a control siRNA (si‐SCR) or siRNA against lnc‐SMaRT (si‐SMaRT‐1). Two sets of probes were used (Probe Set #1 and Probe Set #2); a set of probes against LacZ mRNA (LacZ) was used as a negative control. Values are expressed as fold‐change of percentage of input over LacZ background. GAPDH was used as negative control. Data are presented as the mean ± s.e.m of three biological replicates (dots). Statistical analysis was performed with two‐way ANOVA followed by Sidak's multiple comparisons test.Schematic representation of the three MLX isoforms (in blue, CDS: thick lines, UTR: thin lines). The position of the two interacting regions on lnc‐SMaRT is highlighted with red boxes, together with the predicted pairing sequences.Sequences of complementarity between lncSMaRT and Mlx.RT–PCR analysis of lnc‐SMaRT, Dhx36, Mlx‐α, Mlx‐β, and Mlx‐γ expression on RNA extract from C2C12 cells treated with siRNAs against lnc‐SMaRT (si‐SMaRT‐1, si‐SMaRT‐2), DHX36 (si‐DHX36), or a control siRNA (si‐SCR) collected 2 days after switching to differentiation medium. GAPDH was used as a control. Representative results from at least three independent experiments are shown.qPCR analysis of DHX36 expression in N2a cells transfected with an empty vector (CTRL) or with a plasmid overexpressing flagged MLX‐γ (MLX‐γ) in control conditions (si‐SCR) or in knockdown of DHX36 (si‐DHX36). The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the control sample (CTRL) set to a value of 1. Data are presented as the mean ± s.e.m of three biological replicates (dots). Statistical analysis was performed with unpaired two‐tailed *t*‐test. ***P < 0.001. Source data are available online for this figure.

Sequence analysis indicated that the Mlx mRNAs display a double interaction with lnc‐SMaRT: all three isoforms contain an extended region of complementarity in their 3′UTR, while only the Mlx‐γ isoform has a second pairing region located in its specific first exon (Fig EV3B and C, see pairing of Mlx isoforms with A and B regions of lnc‐SMaRT). 

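The sequences of Fig EV3C were located in GRCm38 and in the GENCODE M21 transcripts by exact matches. Region A is nt 438 to 508 of the 1409-nt transcript of lnc-SMaRT (chromosome X, 12340683 to 12340753) and region B is nt 676 to 833 (12340358 to 12340515), both in exon 4. The Mlx-γ transcript ENSMUST00000017945 has 8 exons. Its stretch opposite region A is nt 90 to 148, on chromosome 11 from 101087389 to 101087447, in the coding part of exon 1. The stretch opposite region B is nt 1163 to 1302, from 101091405 to 101091544, in the 3′ UTR in exon 8, which the annotation gives with the same bounds for ENSMUST00000107302 and ENSMUST00000107303. Exon 1 of Mlx-γ runs from 101087300 to 101087529. In ENSMUST00000107302 and ENSMUST00000107303 the first exon ends at 101087367, before the stretch opposite region A. A shorter protein-coding transcript, ENSMUST00000149597 of 403 nt, has its first exon from 101087304 to 101087529 and so also holds this stretch. The lnc-SMaRT pull-down had 2 peaks on exons of Mlx, neither of which overlapped a LacZ peak. The first, from 101088601 to 101088800 (p = 0.00296 in the authors' list), overlaps exon 4 of Mlx-γ. The second, from 101091001 to 101091400 (p = 0.00154 in the authors' list), overlaps exon 8 and ends before the stretch opposite region B. No peak overlapped exon 1 of Mlx-γ. The second peak also contains the 10 bases CTAACTGCTG, from 101091225 to 101091234, which are complementary to probe 3 of set #1.

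**Figure D8:**
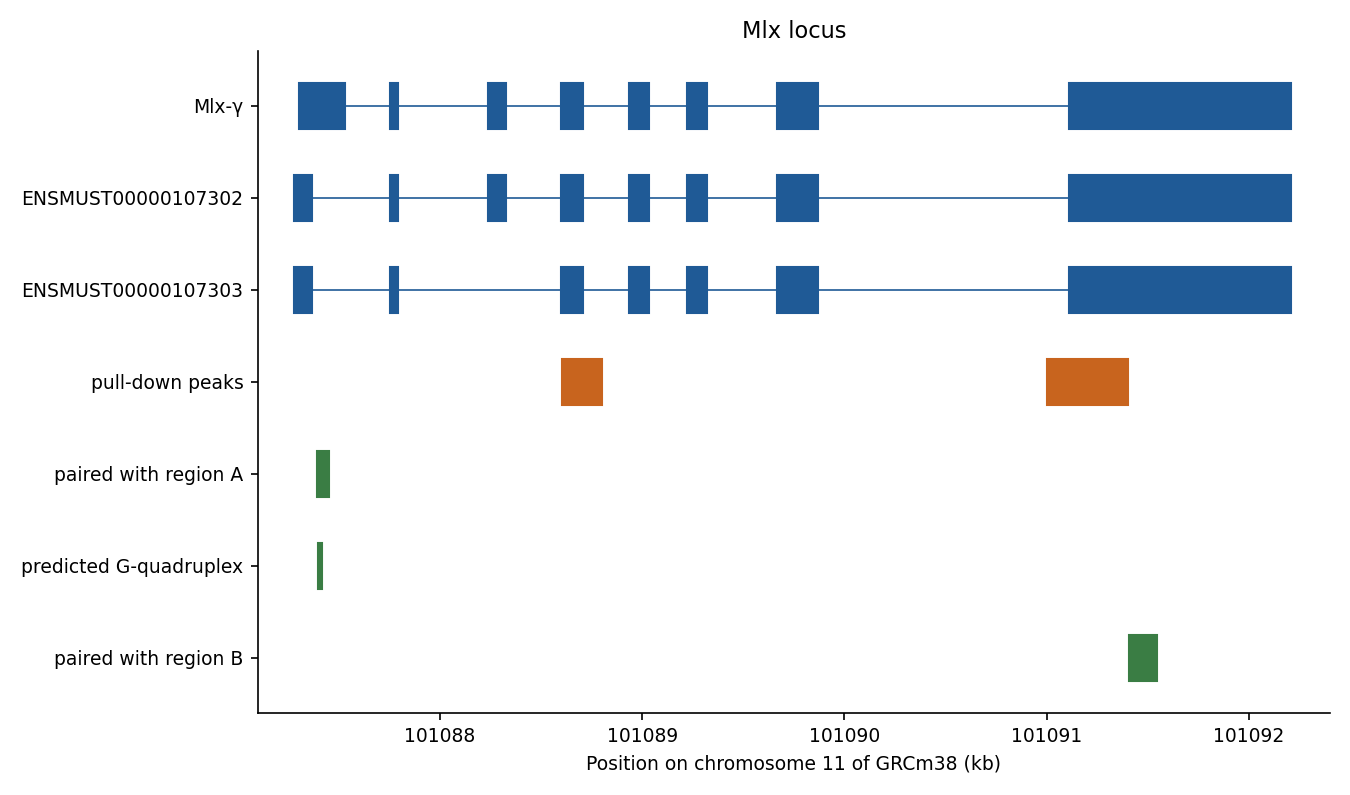
Map of the Mlx locus on chromosome 11 of GRCm38 (plus strand), with the exons of Mlx-γ and of 2 other transcripts, the peaks of the lnc-SMaRT pull-down, the stretches opposite regions A and B, and the predicted G-quadruplex. The peaks lie on exons 4 and 8 of Mlx-γ and none lies on exon 1.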

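Exon 1 of Mlx-γ holds the motif GGGGAGGGCGGGTCGGG at nt 98 to 114 of the transcript, on chromosome 11 of GRCm38 from 101087397 to 101087413, which has a QGRS score of 63. The lowest score that a motif with 3 tetrads can have within 45 bases is 42, so every such motif passes a minimum score of 35. ENSMUST00000107302 and ENSMUST00000107303 had no motif with 3 tetrads, while the short transcript ENSMUST00000149597 had a top score of 63 as well.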

When analyzed with the QGRS Mapper software 32, this region resulted to contain a *bona fide* G4 element. Notably, immunoprecipitation with DHX36 antibody showed that only the Mlx‐γ isoform was enriched in the IP fraction (Fig 3E, upper panel) and that this enrichment was maintained also in the absence of lnc‐SMaRT (Fig 3E, lower panel). These results indicated that Mlx‐γ is the only isoform able to interact with the helicase, likely through the G4 element, and that this interaction can occur even in the absence of lnc‐SMaRT. When RNAi against lnc‐SMaRT or DHX36 was applied to C2C12 cells induced to differentiate, no differences in the levels of the three Mlx mRNA isoforms were found (Fig EV3D), prompting us to test whether any regulation could occur at the translational level. Since the three MLX isoforms are difficult to be distinguished on Western blots, we raised plasmid constructs expressing flagged versions of MLX‐α, MLX‐β, and MLX‐γ and tested their behavior in conditions of lnc‐SMaRT overexpression. HeLa cells were selected since they can be efficiently transfected and because, while expressing DHX36, they are devoid of lnc‐SMaRT. The overexpression of lnc‐SMaRT produced a consistent decrease of Mlx‐γ translation and not of the α‐ and β‐isoforms (Fig 3F, upper and middle panels), without affecting the RNA levels (Fig 3F, lower panel), indicating that lnc‐SMaRT acts as a repressor of Mlx‐γ translation. Downregulation of DHX36 (Fig EV3E) also reduced the MLX‐γ protein (Fig 3G, upper panel), while no effects were observed at the RNA level (Fig 3G, lower panel), indicating that the helicase is indeed required for promoting Mlx‐γ translation. In conclusion, these data indicate that DHX36 and lnc‐SMaRT act in an antagonistic manner on Mlx‐γ translation.

### Lnc‐SMaRT controls the subcellular localization of Mlx proteins

Due to the absence of specific antibodies for MLX‐γ and since this isoform was previously shown to re‐localize MLX‐α and MLX‐β into the nucleus upon homodimerization 34, we decided to check by *in situ* immunofluorescence whether alterations in MLX‐γ levels could in turn affect the localization of total MLX proteins. We performed such assay in C2C12 cells at day 2 of differentiation in conditions of Mlx‐γ mRNA depletion (Fig EV4A). The results indicate that, with respect to scramble siRNAs (panel si‐SCR), the downregulation of Mlx‐γ (panel si‐Mlx‐γ) produced a clear decrease in the nuclear MLX mean fluorescence (Fig 4A). The same effect was obtained when DHX36 depletion was performed (panel si‐DHX36), indicating that the helicase controls the MLX‐γ protein levels. When the same analysis was performed upon lnc‐SMaRT depletion (panel si‐SMaRT), a significant increase of the nuclear MLX mean fluorescence was observed. The quantifications of the nuclear versus cytoplasmic MLX mean fluorescence ratios are indicated in Fig 4B. Notably, no alteration of the Mlx‐γ mRNA levels was observed in conditions of lnc‐SMaRT and DHX36 depletion (Fig EV4A). Finally, the double knock down of Mlx‐γ and lnc‐SMaRT showed that the nuclear/cytoplasmic ratio of the MLX proteins was rescued to control levels (Fig EV4B). Altogether, these data show that MLX‐γ is required for the nuclear accumulation of total MLX proteins and that the same effect is obtained upon downregulation of lnc‐SMaRT. Therefore, these results pointed to an inverse correlation between lnc‐SMaRT levels and those of the MLX‐γ protein. Further evidence for this anti‐correlation is derived from immunofluorescence experiments where the nuclear localization of MLX was studied along C2C12 differentiation. The results indicated a clear inverse correlation between the amount of nuclear MLX protein and lnc‐SMaRT expression; in fact, the lowest levels of nuclear MLX were observed at the time point when lnc‐SMaRT expression was maximum (Fig EV4C and D). This occurred despite the unaltered levels of Mlx‐γ mRNA (Fig EV4E).

**Figure EV4:**
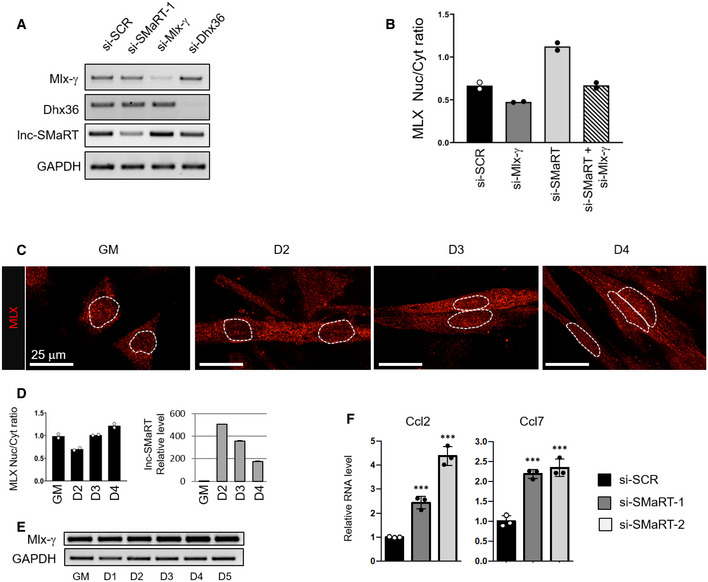
MLX subcellular localization is modulated during C2C12 differentiation RT–PCR analysis of Mlx‐γ, Dhx36, and lnc‐SMaRT expression on RNA extracted from C2C12 cells treated with siRNAs against Mlx‐γ (si‐Mlx‐γ), Dhx36 (si‐Dhx36), lnc‐SMaRT (si‐SMaRT‐1), or a control siRNA (si‐SCR) collected 2 days after switching to differentiation medium. GAPDH was used as a control. Representative results from at least three independent experiments are shown.Histogram representing the fluorescence intensity ratio of the MLX protein signals in the nuclear (Nuc) and cytoplasmic (Cyt) compartments in the indicated conditions. About 20 cells from two independent experiments were analyzed as indicated in Materials and Methods. Data are presented as the mean of two biological replicates (dots).Representative images of MLX immunofluorescence (red signal) performed on C2C12 cells undergoing differentiation at the indicated time points. Dashed lines indicate the edge of the nucleus.Left panel: Histogram representing the ratio between the mean intensity of MLX protein signal in the nuclear and cytoplasmic compartments in C2C12 cells undergoing differentiation at the indicated time points. About 50 cells from two independent experiments were analyzed as indicated in Materials and Methods. Data are presented as the mean of two biological replicates (dots). Right panel: qPCR analysis of lnc‐SMaRT RNA expression in C2C12 cells undergoing differentiation at the indicated time points. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to GM samples set to a value of 1.RT–PCR analysis of Mlx‐γ mRNA expression in C2C12 cells undergoing differentiation at the indicated time points. GAPDH was used as a control. Representative results from at least three independent experiments are shown.qPCR analysis of indicated mRNAs in C2C12 cells undergoing differentiation (D2) in control samples (black bars) or samples depleted for lnc‐SMaRT with two different siRNAs (gray and white bars). The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the si‐SCR sample set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots). Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. ***P < 0.001. Source data are available online for this figure.

**Figure 4:**
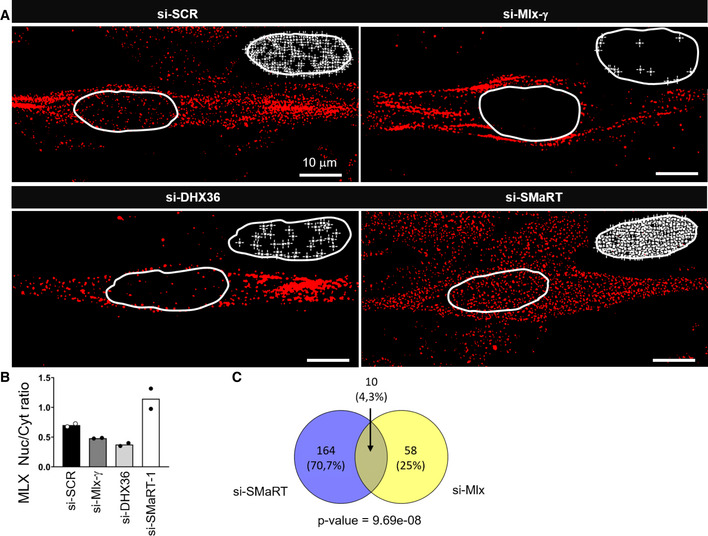
Representative images for MLX immunofluorescence on C2C12 myotubes Immunofluorescence for total MLX protein detection (red signal) performed on C2C12 cells treated with siRNAs against Mlx‐γ (si‐Mlx‐γ), lnc‐SMaRT (si‐SMaRT), DHX36 (si‐DHX36), or with a control siRNA (si‐SCR). Cells were fixed 2 days after the switch to differentiation medium. Representative binary images of single confocal planes for MLX immunofluorescence are shown for each treatment. The inserts on the topside of the images sketch the MLX signal peaks in the nuclei (white stars) to highlight the variation of MLX staining in each condition. Dashed lines indicate the edge of the nucleus.Histogram represents the fluorescence intensity ratio of the MLX protein signals in the nuclear (Nuc) and cytoplasmic (Cyt) compartment in the indicated conditions. About 50 cells from two independent experiments were analyzed as indicated in Materials and Methods. Data are presented as the mean of two biological replicates (dots).Venn diagram showing the overlap between genes deregulated upon lnc‐SMaRT depletion and MLX targets 33, both in C2C12 samples. Genes at the intersection are those with opposite fold‐changes in the two depletion experiments. Only genes expressed in both systems were used to evaluate the overlap. Significance of overlap was evaluated using hypergeometric test.

Finally, the link between nuclear localization of MLX and its transcriptional activity was tested by intersecting its target genes in C2C12 cells (identified in 33) with those deregulated upon lnc‐SMaRT depletion. We found that the expression of a significant number of genes changed in the opposite direction upon the depletion of MLX and lnc‐SMaRT (Fig 4C). qPCR analysis of CCL2 and CCL7, which are upregulated by MLX, showed their upregulation upon lnc‐SMaRT depletion at day 2 of differentiation (Fig EV4F and Dataset EV1). 

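In the RNA-Seq data Ccl7, on chromosome 11 from 82045712 to 82047525, rose from an RPKM of 2.74 ± 1.01 (SD, n = 2) in si-SCR to 8.50 ± 1.55 (SD, n = 2) in si-SMaRT. Its log2 fold change was 1.63 (standard error 0.31, adjusted p = 0.0232 from limma with Benjamini-Hochberg adjustment), between 1.26 and 2.00 with each sample left out in turn. Under quantile normalization between samples Ccl7 did not pass the threshold. Ccl2, on the same chromosome from 82035571 to 82037453, rose from 4.76 ± 1.02 (SD, n = 2) to 12.0 ± 2.37 (SD, n = 2), a log2 fold change of 1.31 (standard error 0.29, adjusted p = 0.0528 from limma), just short of the threshold. It passed with a pseudocount of 1, among genes with a mean RPKM of at least 5 and, in a fit chosen after the values were seen, with the dependence on GC content removed. For both genes each si-SMaRT sample lay above each si-SCR sample. The 2 genes are neighbouring paralogs, and the deposited values do not show how reads that match both were counted.

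**Figure D9:**
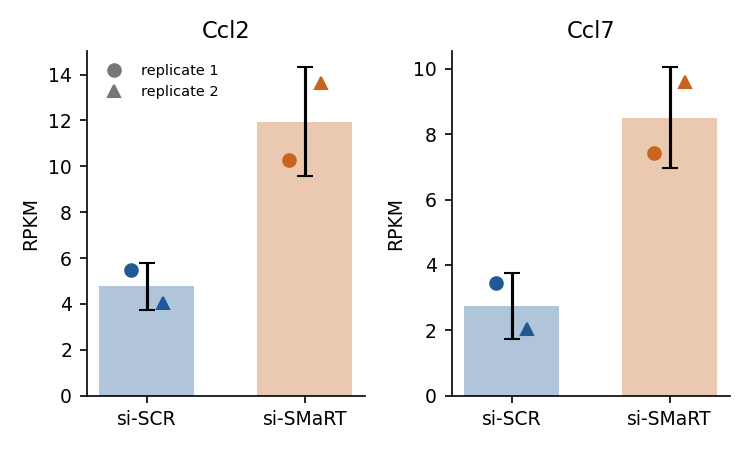
RPKM of Ccl2 and Ccl7 in C2C12 cells on day 2 of differentiation. Bars show the mean and error bars the SD of the 2 samples of each group, drawn as a circle (replicate 1) and a triangle (replicate 2), and both si-SMaRT samples lie above both si-SCR samples.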

In conclusion, these results suggest that lnc‐SMaRT could act as a repressor of Mlx‐γ translation and that in turn this directly affects the nuclear localization of total MLX proteins and their transcriptional output.

### Lnc‐SMaRT controls the translation of Mlx‐γ through direct base pairing with the G4‐containing region

To assess the involvement of lnc‐SMaRT in Mlx regulation and the role of the two distinct interacting regions, luciferase assays were performed using three different reporter constructs (Fig 5A, left panel). RLuc‐Mlx 5′ harbors the G4‐containing region present in the first exon of Mlx‐γ, cloned in‐frame to the Renilla luciferase ORF (RLuc), mimicking its position in the corresponding mRNA. RLuc‐Mlx 3′ contains the 3′UTR of Mlx (that includes the second region of interaction with lnc‐SMaRT), cloned downstream of the RLuc ORF, while RLuc‐Mlx 5′‐3′ carries both elements. Each reporter construct was co‐transfected in proliferating C2C12 cells (where lnc‐SMaRT is not expressed) with either an empty vector or with a plasmid expressing lnc‐SMaRT (Fig EV5A, right panel). Figure 5A (right panel) shows that, with respect to the activity measured in the absence of lnc‐SMaRT (#1), a 27% decrease of luciferase levels was reproducibly obtained when RLuc‐Mlx 5′‐3′ was co‐transfected with lnc‐SMaRT (#2). Such effect was reproduced with RLuc‐Mlx 5′ (#3) and not with RLuc‐Mlx 3′ (#4). Notably, in all cases the luciferase mRNA levels were not altered (Fig EV5A, left panel). These data indicated that lnc‐SMaRT is able to mediate specific translational repression on the luciferase constructs and that the region containing the G4 element is the mediator of such regulation.

**Figure 5:**
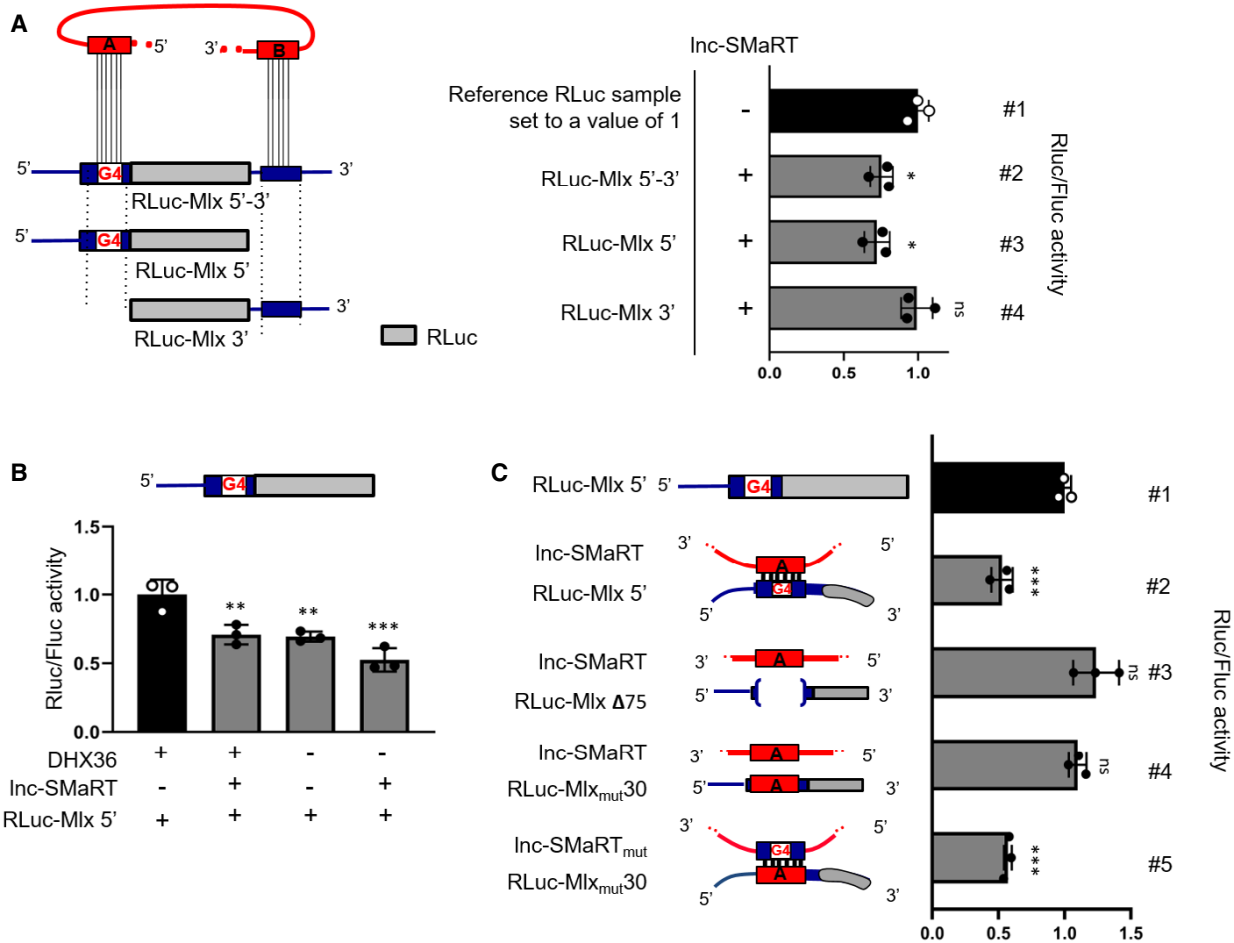
Lnc‐SMaRT controls the translation of Mlx‐γ through direct base pairing with the G4‐containing region Left panel: schematic representation of the luciferase constructs produced for Mlx. Mlx 5′‐ and 3′UTR‐interacting regions were cloned, respectively, upstream and downstream the Renilla luciferase coding region (RLuc‐Mlx 5′‐3′) and mutant derivatives devoid of the 5′ interacting region (RLuc‐Mlx3′) or the 3′ UTR‐interacting region (RLuc‐Mlx5′) were obtained. These constructs were co‐transfected in C2C12 myoblasts in growth conditions together with plasmids expressing lnc‐SMaRT (+) or with a control vector (−). Right panel: Luciferase activity data, presented as the mean ± s.e.m. of three biological replicates (dots), are shown with respect to each RLuc control vector (RLuc‐Mlx 5′–3′, RLuc‐Mlx3′, RLuc‐Mlx5′) set to a value of 1. Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. *P < 0.05.The RLuc‐Mlx5′ construct was co‐transfected in N2a cells together with plasmids expressing lnc‐SMaRT (+) or with a control vector (−) and treated with control siRNA (+) or siRNA against DHX36 (−). Luciferase activity data, presented as the mean ± s.e.m. of three biological replicates (dots), are shown with respect to RLuc‐Mlx5′ vector set to a value of 1. Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. **P < 0.01, ***P < 0.001.Left panel: schematic representation of the luciferase constructs used. The RLuc‐Mlx5′ construct and its derived mutants (RLuc‐Mlx_mut_30, RLuc‐Mlx Δ75) were transfected in N2a cells in growth conditions together with lnc‐SMaRT‐expressing plasmids (lnc‐SMaRT) or with its derived mutant (lnc‐SMaRT_mut_) in the indicated combinations. Right panel: Luciferase activity data, presented as the mean ± s.e.m. of three biological replicates (dots), are shown with respect to each RLuc control vector (RLuc‐Mlx5′, RLuc‐Mlx_mut_30, RLuc‐Mlx Δ75) set to a value of 1. Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. ***P < 0.001. Source data are available online for this figure.

**Figure EV5:**
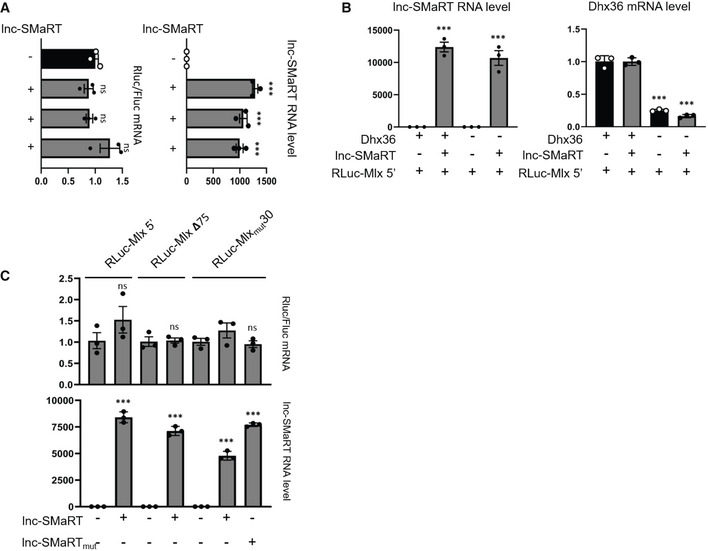
Lnc‐SMaRT controls the translation of Mlx‐γ Left panel: qPCR analysis of luciferase mRNAs expression on the same samples analyzed in Fig 5A. The RLuc RNA expression levels in qPCR analyses were normalized against FLuc RNA and expressed as relative quantity with respect to lnc‐SMaRT (−) sample set to a value of 1. Right panel: qPCR analysis of lnc‐SMaRT RNA expression on the same samples analyzed in Fig 5A. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the lnc‐SMaRT (−) sample set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots). Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Dunnett's multiple comparison test. ***P < 0.001.Left panel: qPCR analysis of lnc‐SMaRT RNA expression on the same samples analyzed in Fig 5B. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the lnc‐SMaRT (−) sample set to a value of 1. Right panel: qPCR analysis of Dhx36 RNA expression on the same samples analyzed in Fig 5B. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the control siRNA treated sample set to a value of 1. Data are presented as the mean ± s.e.m. Statistical analysis was performed with two‐way ANOVA followed by Sidak's multiple comparisons test. ***P < 0.001.Upper panel: qPCR analysis of luciferase mRNAs expression on the same samples analyzed in Fig 5C. The RLuc RNA expression levels in qPCR analyses were normalized against FLuc RNA and expressed as relative quantity with respect to lnc‐SMaRT (−) sample set to a value of 1. Lower panel: qPCR analysis of lnc‐SMaRT RNA expression on the same samples analyzed in Fig 5C. The RNA expression levels in qPCR analyses were normalized against GAPDH mRNA and expressed as relative quantities with respect to the lnc‐SMaRT (−) sample set to a value of 1. Data are presented as the mean ± s.e.m. of three biological replicates (dots). Statistical analysis was performed with ordinary analysis of variance (ANOVA) followed by Tukey's multiple comparison test. ***P < 0.001. Source data are available online for this figure.

To verify the contribution of DHX36 in the regulation of RLuc‐Mlx 5′, the luciferase assay was performed in cells treated with siRNAs against DHX36, with or without the overexpression of lnc‐SMaRT (Fig EV5B). As shown in Fig 5B, the luciferase expression was reduced when samples were depleted of DHX36, independently from the presence of lnc‐SMaRT. These data indicate that DHX36 plays a positive role in the translational control of the G4 element. Interestingly, in conditions of DHX36 depletion, the presence of lnc‐SMaRT was able to further decrease luciferase activity, indicating that base pairing *per se* plays a negative role on translation.

To further investigate the nature of the interactions leading to translational repression, several other luciferase constructs were made. A derivative of RLuc‐Mlx 5′ was produced by deleting 75 nucleotides encompassing the whole interacting region (RLuc‐MlxΔ75, Fig 5C), including the G4‐element. When this latter construct was compared to the behavior of RLuc‐Mlx 5′ in the absence (#1) or in the presence of lnc‐SMaRT (#2), we observed the loss of responsiveness to lnc‐SMaRT repression (#3) with the recovery of luciferase activity up to control levels. An additional construct was obtained by replacing 30 nucleotides of the Mlx‐γ sequence containing the G4‐element, with the corresponding pairing region of lnc‐SMaRT (Ruc‐Mlx_mut_30). This construct failed to respond to lnc‐SMaRT repression (#4); however, when the base pairing was restored by inserting into lnc‐SMaRT the complementary Mlx‐γ sequence, the luciferase activity was strongly affected (#5). The luciferase mRNA levels, in all the analyzed conditions, were unchanged (Fig EV5C).

These data indicated that the complementarity between the A region of lnc‐SMaRT and the G4‐containing region of Mlx‐γ is required to repress translation in a very specific manner.

### Region A of lnc‐SMaRT is able to pair with G4 elements *in vitro*

Synthetic RNA oligonucleotides containing the G4 region of Mlx‐γ (γ‐oligo) and the complementary lnc‐SMaRT sequence (SMaRT‐oligo) were used to test their *in vitro* ability to form G4 structures and to base pair (see schematic representation of Fig 6A). Their behavior was analyzed on polyacrylamide gels in both denaturing and native conditions. In denaturing conditions, using SYBR Gold staining, which allows the visualization of total RNA, a single band was observed for each oligo (Fig 6A, lanes #1 and #2). Instead, in native conditions, two different bands were detected with the γ‐oligo: One migrated as the linear form (γ‐oligo), while the other showed slower mobility, possibly due to a putative G‐quadruplex structure (lane #4, γ‐G4 band). This was confirmed by the use of a quadruplex‐specific fluorescent dye (NMM, N‐methyl mesoporphyrin IX 35, 36), which revealed specific staining only of the γ‐G4 band (lane #6). Addition of KCl, known to stabilize G4 structures 37, increased the γ‐G4 band upon NMM staining (Fig 6B, #2 vs #3), further supporting the presence of a G4 structure. Differently from the γ‐oligo, NMM staining did not reveal any putative G4 structure on the SMaRT‐oligo (Fig 6A, lane #5).

**Figure 6:**
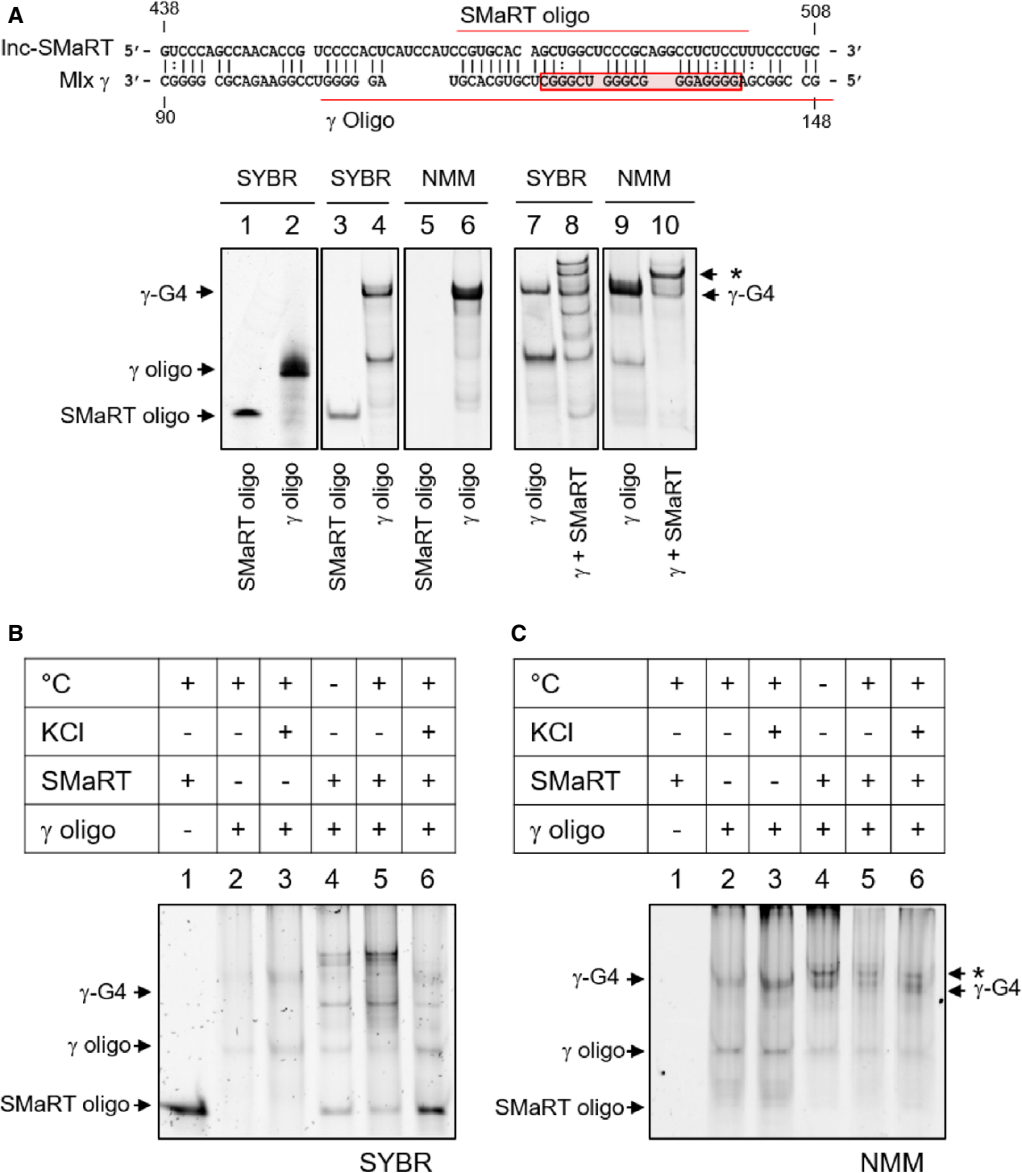
*In vitro* characterization of the interaction between lnc‐SMaRT and Mlx‐γ pairing sequences Upper panel: schematic representation of the predicted base pairing between lnc‐SMaRT (region A) and Mlx γ mRNA; the predicted G4 structure is boxed in red, while the synthetic oligos sequences are underlined in red. Lower panel: Lanes 1 and 2: 5 pmol of lnc‐SMaRT and Mlx synthetic oligos were loaded on a denaturing polyacrylamide gel and stained for total RNA (SYBR GOLD, indicated as SYBR in the figure). Lanes 3 and 4: 5 pmol of lnc‐SMaRT and Mlx synthetic oligos were loaded on a native polyacrylamide gel and stained for total RNA (SYBR GOLD). Lanes 5 and 6: 200 pmol of lnc‐SMaRT and Mlx synthetic oligos were loaded on a native polyacrylamide gel and stained with the selective G‐quadruplex staining N‐methyl mesoporphyrin IX (NMM). Lanes 7 and 8: 5 pmol of Mlx oligo alone (7) or in combination with 5pmol of lnc‐SMaRT‐oligo (8) were heated at 100°C for 10 min and, after slow cooling, loaded on a native polyacrylamide gel, and stained for total RNA (SYBR GOLD). Lanes 9 and 10: 200 pmol of Mlx oligo alone (7) or in combination with 200 pmol of lnc‐SMaRT‐oligo (8) were heated at 100°C for 10 min and, after slow cooling, loaded on a native polyacrylamide gel and stained with the selective G‐quadruplex staining N‐methyl mesoporphyrin IX. Asterisk (*) indicates the second NMM‐positive band obtained upon SMaRT and γ‐oligo interaction.5 pmol of indicated oligos were loaded on a native polyacrylamide gel. Oligos were treated as described. °C = oligos were heated (+) or were not heated (−) at 100°C for 10 min and loaded after slow cooling. KCl = oligos were incubated (+) or were not (−) in a buffer containing 100 mM KCl (for G‐quadruplex stabilization). The gel was stained with total RNA staining (SYBR GOLD).200 pmol of indicated oligos treated as in (B) were loaded on a native polyacrylamide gel with the selective G‐quadruplex staining N‐methyl mesoporphyrin IX. Asterisk (*) indicates the second NMM‐positive band obtained upon SMaRT and γ‐oligo interaction.Data information: Representative gels from at least three independent experiments are shown.

When the γ‐ and SMaRT‐ oligos were mixed, denatured at 100°C, and analyzed on native gel after slow renaturation, several additional bands appeared (Fig 6A, lane #8). All of them showed lower mobility compared to the single oligos, suggesting the formation of double‐stranded structures. Interestingly, staining with NMM showed a strong decrease of the γ‐G4 band (Fig 6A, compare lanes #6 and #10), indicating that the presence of the SMaRT‐oligo helped solving the G4 structure of the γ‐oligo. In these conditions, a second band resulted positive to NMM (band*). The pairing between γ‐ and SMaRT‐ oligos further increased by previous denaturation (Fig 6B, #4 and #5) to the detriment of γ‐G4 formation (NMM staining in Fig 6C, #4 and #5). On the contrary, pairing was strongly reduced after stabilization of the G4‐structure by KCl (Fig 6B and 6C, #6) as indicated by the increase of both the linear SMaRT‐oligo (Fig 6B, #6) and of the γ‐G4 (Fig 6C, #6) bands.

In conclusion, these experiments show that the G4 sequence in Mlx‐γ can indeed form a G4 structure and that in the presence of the complementary region present in lnc‐SMaRT the same region can be engaged to form a duplex.

## Discussion

Guanine‐quadruplexes (G4) consist of non‐canonical four‐stranded helical arrangements of guanine‐rich nucleic acid sequences. In RNA, G4 regions may act in both the nucleus and the cytoplasm, exerting different post‐transcriptional effects ranging from RNA processing to localization, stability, and translation 38. Indeed, G4 sequences were found in quite a high number of transcripts with localization in 5′ and 3′ UTRs as well as in CDS regions 39 and several reports correlated the presence of G4 sequences in 5′UTRs with translational repression 40, 41, 42. Resolution of G4 structures *in vivo *requires specialized enzymes, among them the DHX36 RNA helicase, belonging to the DEAH‐box family. This protein exhibits ATP‐dependent G4 unwinding activity and it was shown to associate to more than 100 G4‐containing RNAs 31. DHX36 recognizes G4 sequences in 5′ and 3′ UTRs and controls both mRNA translation and stability 43 through its helicase activity; moreover, it can also interplay with microRNA‐mediated translational regulation at G4 elements present in 3′UTRs 44. However, how the activity of the enzyme on these targets is regulated *in vivo* and what are the molecular mechanisms of G4‐mediated regulation still remain open questions.

Here, we describe the function of a lncRNA which enters the pathway of the DHX36 helicase and of one of its specific G4‐substrates. lnc‐SMaRT, by base pairing with the G4‐containing region of Mlx‐γ mRNA, prevents its translation in an antagonistic manner with DHX36. Lnc‐SMaRT is specifically expressed in early phases of myogenesis and elicits an important function since its depletion leads to alteration in the differentiation program with defects in myoblast fusion. Notably, its overexpression produced a clear apoptotic phenotype. In the myogenic lineage, induction of differentiation and apoptosis share a number of cellular mechanisms that involve several caspase family members 45, such as the case of caspase 3 activity required to control correct myotube formation 46. In this landscape, our data indicate that lnc‐SMaRT should be finely controlled in time and quantity in order to fine‐tune the balance between differentiation and apoptosis and to ensure proper myogenesis.

Among putative interactors of lnc‐SMaRT, we validated the Mlx mRNA by both native and psoralen‐crosslinking pull‐down conditions. We show that while all three Mlx isoforms (α, β, and γ) share an extended region of complementarity with lnc‐SMaRT in their 3′UTR, only Mlx‐γ contains a second sequence of complementarity located in the CDS. Notably, this second region includes a G4‐element which provides the ability to bind the DHX36 helicase. While the base pairing between the G4‐contaning element of Mlx‐γ and lnc‐SMaRT conferred translational control, the 3′UTR‐pairing region did not. It is possible that since the luciferase assays were performed in overexpression conditions of both lnc‐SMaRT and luciferase constructs, the effect of the 3′UTR‐pairing region could have been underscored; therefore, we cannot exclude that in endogenous conditions this pairing could cooperate for a more efficient recognition of lnc‐SMaRT for the target mRNA.

MLX proteins were described as myogenic transcriptional factors able to activate a specific class of myokines and to regulate myogenesis in response to glucose signaling 33. We demonstrated that the three MLX isoforms are part of a regulatory loop where MLX‐γ regulates the nuclear re‐localization of the other two. In fact, Mlx‐γ mRNA downregulation decreased the global levels of MLX proteins inside the nucleus and in turn affected the expression of several target genes. We showed that lnc‐SMaRT enters in this circuitry by controlling the translation of MLX‐γ and in turn the overall amount of the nuclear MLX proteins. Interestingly, along the myogenic differentiation process, the amount of MLX inside the nucleus inversely correlated with lnc‐SMaRT expression, again supporting the inhibitory effect of the lncRNA on MLX‐γ synthesis.

In the overall, this circuitry combines the translational control of the MLX‐γ isoform by lnc‐SMaRT with consequent regulation of the subcellular localization of the total MLX proteins and their transcriptional outcome. This should occur at very specific and restricted stages during *in vitro* differentiation likely ensuring the fine‐tuning and robustness to the myogenic process. Indeed, lnc‐SMaRT was shown to be present *in vivo* only in dystrophic muscles of *mdx* mice, known to undergo extensive regeneration of muscle fibers. Therefore, it is possible that lnc‐SMaRT might control the fine balance between proliferation and differentiation required to control muscle homeostasis during differentiation and regeneration conditions.

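In GENCODE M21, lnc-SMaRT has 2 transcripts, ENSMUST00000146535 of 1409 nt and ENSMUST00000137281 of 643 nt. Neither holds a motif with 3 tetrads within 45 bases, although GGG occurs at 7 and 8 positions, respectively.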

The search for putative G‐quadruplex forming sequences in lnc‐SMaRT with the QGRS Mapper software 32 and with the “QuadBase2″ tool 47 did not predict the occurrence of *bona fide* G4‐elements. Therefore, it is likely that the interaction of lnc‐SMaRT and DHX36 is indirect. One hypothesis is that region B can mediate the initial interaction between lnc‐SMaRT and the DHX36/Mlx‐γ complex; in turn, the helicase would favor the formation of the pairing between region A and the G4‐containing sequence producing the inhibitory double‐stranded structure. This would be in agreement with the finding that DHX36 is able to unwind quadruplex regions and to promote the formation of double‐stranded pairing with other RNA sequences 30.

Comparative genomics analysis indicated that the MLX locus is conserved among mammals, starting from Opossum up to human; moreover, in the same species, the Mlx transcript is present in multiple isoforms. Notably, the G4 element present in Mlx‐γ also resulted highly conserved, pointing to the important role of these sequences in controlling Mlx production. On the contrary, search for a human counterpart of lnc‐SMaRT did not show any conserved synthenic RNA, suggesting that the presence of such sequence in mouse originated from a divergent functional evolution. 

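In the GRCm38 sequence, where bases of interspersed repeats and low complexity are written in lower case, 0 of the 71 bases of region A of lnc-SMaRT are marked as repeat. Region B has 26 of 158 bases marked (16.5%), and the whole transcript 251 of 1409 (17.8%). The class of each repeat is not part of that sequence.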

The region of lnc‐SMaRT pairing with the G4 element of Mlx‐γ resulted as part of a LINE element, derived from non‐LTR retrotransposons 48. The interesting aspect of the origin, evolution, and functional diversification of lncRNAs is the presence of repetitive sequences, in particular transposable elements (TE), which are “mobile” sequences able to change their position in the genome. Several roles have been attributed to TE in regulating genome evolution, gene expression, genetic instability, and cancer disposition. Notably, the content of TE‐derived sequences in lncRNA genes is greater than in protein‐coding genes, and it reaches 51% of the mouse lincRNAs 49. Due to their increased abundance in evolution, it is likely that TE elements have contributed to the evolution and functional diversification of lncRNAs in different species, not only in animals but also in other eukaryotic kingdoms such as plants 50. Therefore, it is possible that TE spreading has provided an evolutionary drive to increase the RNA–RNA “interactive” potential 51 and that another lncRNA in human may have acquired the ability to control G4 elements.

## Materials and Methods

### Cell culture and treatments

C2C12 murine myoblast (ATCC) were maintained in proliferating conditions in growth medium (Dulbecco's modified Eagle's medium supplemented with 2 mM l‐glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, 20% fetal bovine serum) and induced to differentiate in differentiation medium (FBS reduced to 0.5%). HeLa cells were cultured in Dulbecco's modified Eagle's medium supplemented with 2 mM l‐glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, and 10% fetal bovine serum. N2a cells were cultured in minimum essential medium Eagle (M2279, Sigma), supplemented with 2 mM l‐glutamine, sodium pyruvate 1 mM, 1× MEM non‐essential amino acid solution (M7145, Sigma), 10% FBS premium USA sourced (45001‐106, Corning), 100 U/ml penicillin, and 100 μg/ml streptomycin.

For siRNAs, reverse transfection was performed as follows: For a 3.5‐cm culture dish, 5 μl of Lipofectamine RNAiMAX (Thermo Scientific) was added to 300 μl of Opti‐MEM^®^ I reduced serum medium (Gibco); the siRNA was then added at a final concentration of 30 nM for a final volume of 2 ml. After 15 min of incubation at room temperature, the transfection mix was distributed on the culture dish and 200,000 C2C12 cells were seeded in GM. After 24 h, cell confluency was checked and the culture medium was replaced with DM, in order to trigger the differentiation; cells were collected 48 h after the induction. Scramble and DHX36 siRNA were purchased from Qiagen (AllStars Negative Control siRNA and Mm Dhx36‐4 FlexiTube, respectively), while lnc‐SMaRT siRNAs were custom‐synthetized (Qiagen). Plasmid DNA transfection was performed using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer's specifications.

### RNA extraction and analysis

RNA extraction was performed with the Direct‐zol Miniprep RNA Purification Kit (Zymo Research) with on‐column DNase treatment, according to the manufacturer's instructions. For RNA pull‐down and RIP experiments, the RNA was extracted using QIAzol reagent and miRNEasy spin columns (QIAGEN), according to the manufacturer's specifications.

For routine experiments, total RNA was retro‐transcribed with PrimeScript™ RT Reagent Kit (Takara) according to the manufacturer's instructions while, for low RNA input experiments (RNA pull‐down and RIP), the Superscript VILO cDNA Synthesis Kit was used (Life Technologies). Samples were then analyzed by qPCR using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) or by semi‐quantitative RT–PCR using MyTaq™ DNA polymerase (Bioline). The oligonucleotide sequences are listed in Table EV4.

### Protein extraction and Western blot

Protein extract was obtained using standard RIPA buffer, supplied with 1× Complete Protease Inhibitor Cocktail (Roche). Protein concentration was assessed using Bradford Protein Assay (Bio‐Rad). Protein electrophoresis was performed using 4–15% Mini‐PROTEAN TGX Precast acrylamide gel (Bio‐Rad) according to the manufacturer's instructions, and proteins were transferred to Immobilon‐E PVDF 0.45‐μm membrane (Merck‐Millipore) at 80 V for 1 h in 1× Towbin Transfer Buffer (25 mM TRIS, 192 mM glycine, 20% methanol). Membranes were blocked with 5% non‐fat dry milk (Difco skim milk) for 1 h and incubated overnight at 4°C with the following primary antibodies: anti‐DHX36 (13159‐1‐AP, Proteintech); anti‐MLX (12042‐1‐AP, Proteintech); anti‐MyoD (M‐318, Sc‐760, Santa Cruz Biotechnology); anti‐MYOG (F5D, sc‐12732, Santa Cruz Biotechnology); anti‐caspase 3 (9622, Cell Signaling Technology); anti‐ACTININ‐4 (G‐4, sc‐390205, Santa Cruz Biotechnology); anti‐DYS (NCL‐DYS1, Novocastra Laboratories), anti‐MEF2C (sc‐365862, Santa Cruz Biotechnology), anti‐GAPDH (6C5, sc‐32233, Santa Cruz Biotechnology), and anti‐HPRT (FL‐218, sc‐20975, Santa Cruz Biotechnology). The following secondary antibodies were used: goat anti‐rabbit HRP (31460, Invitrogen) and goat anti‐mouse HRP (32430, Invitrogen). FLAG‐tagged proteins were detected with ANTI‐FLAG^®^ M2‐Peroxidase (HRP) antibody (A8592, Sigma). Protein detection was carried out with WesternBright ECL (Advansta) using ChemiDoc™ MP System and images were analyzed using Image Lab™ Software (Bio‐Rad).

### Native RNA pull‐down

Native pull‐down on C2C12 myoblasts was performed as described in ref. 19. The sequences of the biotinylated oligonucleotides belonging to probe set‐1, probe set‐2, and LacZ control are listed in Table EV4.

### Protein mass spectrometry

To identify unknown protein partners of lnc‐SMaRT, protein mass spectrometry after purification of RNA–protein complexes was used. Eluted proteins from the lnc‐SMaRT pull‐down were loaded on a 4–12% NuPAGE^®^ Bis‐Tris gels (Life Technologies); then, the corresponding gel parts of each sample were sent for mass spectrometry analysis to the proteomic platform at IGBMC–Strasbourg, where they were digested with trypsin and analyzed according to their standard mass spectrometry pipeline using LTQ Velos Pro instrument (Thermo Fisher). To analyze the results, stringent filtration criteria were applied (1% false discovery rate and 2 peptides minimum per protein).

### DHX36 RNA immunoprecipitation

Two 10‐cm plates of C2C12 (1.5 × 10^6^) differentiated for 48 h were collected in PLB Buffer (KCl 100 mM; MgCl_2_ 5 mM; NP‐40 0,5%; DTT 1 mM; protease and Rnase inhibitor), incubated for 15 min at 4°C on a rotating wheel and then centrifuged at 15,000 *g* for 10 min at 4°C. The supernatant was recovered and protein concentration was quantified by Bradford assay; 0.5 mg of extract was used for each sample (IP and IgG) and was pre‐cleared with 40 μl of Protein G Agarose/Salmon Sperm Beads (Millipore) in a final volume of 1 ml of NT2 buffer (Tris–HCl pH 7.4 50 mM; NaCl 150 mM; MgCl_2_ 1 mM; NP‐40 0.05%; Protease and RNase Inhibitor) for 2 h at 4°C on a rotating wheel. 10% of the final volume was taken as input, and the remaining pre‐cleared lysate was incubated with 5 ug of DHX36 (Proteintech, 13159‐1‐AP) or IgG (Santa Cruz Biotechnology, sc‐2027) antibodies overnight at 4°C. Subsequently, 80 μl of protein G agarose beads were added to each sample and incubated for 2 h at 4°C. After antibody–protein complex recovery, the beads were washed 4× in NT2 buffer and finally re‐suspended in 200 μl of NT2 Buffer. To check DHX36 immunoprecipitation efficiency, an aliquot of 50 μl of beads was pelleted, re‐suspended in 1× Laemmli sample buffer (Bio‐Rad) and 50 mM DTT, and incubated at 70°C for 15 min; then, the eluate was used for Western blot.

RNA was recovered from the remaining 150 μl of beads by re‐suspending them in 500 μl of TRI‐Reagent (Zymo Research). RNA extraction was carried out with RNeasy Plus Minikit (Qiagen) according to the manufacturer's protocol.

### Psoralen‐crosslinked RNA pull‐down

Psoralen‐crosslinked RNA pull‐down protocol was adapted from RICC‐seq protocol 52. C2C12 cells were plated in two 10‐cm plates at a density of 1 × 10^6^ cell/plate and grown for 24 h before switching to DM. After 48 h of differentiation, the medium was replaced with fresh DM supplemented with 20 μg/ml of 4′‐aminomethyl‐4,5′,8‐trimethylpsoralen (AMT, Cayman Chemical) and cells were incubated 30 min at 37°C. After incubation, the cells were washed twice with complete PBS, covered with PBS supplemented with 150 μg/ml AMT, and crosslinked at 365 nm at 10‐min intervals for 1 h. Cells were lysed in 500 μl of guanidinium hydrochloride 3M, and the lysate was subdivided into 150 μl aliquots; 25 μl of a 20 mg/ml solution of RNAse‐free proteinase K (Ambion) and 7.5 μl of 20% sodium dodecyl sulfate (SDS) were added to each aliquot; and the samples were incubated at 65°C for 1 h with gentle agitation. RNA was precipitated with conventional phenol/chloroform extraction; the rest of pull‐down protocol was performed as described in 52, with minor modifications.

### Microscopy and image analysis

C2C12 cells were cultured on pre‐coated glass coverslips (300 ug/ml in PBS Collagen Rat Tail, Corning) and then were fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) in PBS at 4°C for 20 min.

MHC immunofluorescence was performed as previously described 53. Samples were imaged on inverted microscope Zeiss AxioObserver A1 equipped with Axiocam MRM R camera and Plan‐Neofluar EC 10×/0.3 M27 objective. Images were acquired with AxioVision Rel.4.8 software. At least five randomly chosen microscope fields of two independent biological samples were analyzed (*n* > 600 cells for each field). For MLX and MHC double immunostaining, cells were permeabilized with Triton 0.2% for 10 min, blocked with 2% BSA/PBS for 20 min, and subsequently incubated at 4°C overnight with anti‐MLX (Proteintech, 12042‐1‐AP) diluted 1:50 and with anti MHC (MF20 clone hybridoma supernatants) diluted 1:2 in blocking solution. After serial washes in 0.1% Triton/PBS, coverslips were incubated in 1% goat serum/1% donkey serum/PBS with goat anti‐rabbit Cy3 conjugated (1:300; Jackson ImmunoResearch) and donkey anti‐mouse AlexaFluor 488 (1:200, Life Technologies) to detect MLX and MHC primary antibodies, respectively. The incubations were performed for 1h at room temperature. The specificity of immunolabeling was verified in control samples prepared with the incubation buffer alone, followed by the secondary conjugated antibody. The nuclei were stained with DAPI (4′,6‐diamidino‐2‐phenylindole).

Confocal images (16‐bit and 1,024 × 1,024 pixels) were acquired with 60× NA 1.35 oil objective (UPLANSApo) on inverted microscope (Olympus IX73) equipped with a Confocal Imager (CREST X‐LIGHT) spinning disk, a CoolSNAP Myo CCD camera (Photometrics), and a Lumencor Spectra X LED illumination. The Z‐stacks were collected at step size of 0.2 μm with XY resolution of 0.075 μm.

In post‐acquisition processing, a specific range of intensity balance was manually determined by using MetaMorph or FIJI software to the entire image. A qualitative display of MLX distribution inside the cells was performed with FIJI software by threshold processing (to obtain binary images) and local maxima filter (to mark the peaks of MLX signals inside the nuclei).

The Nuc/Cyt fluorescence ratio (fluorescence signal intensity inside nucleus/fluorescence signal intensity inside cytoplasm) of MLX signals was obtained on single‐focus Z‐plane by measuring the mean fluorescent intensity inside composite selections (ROI) that delimitate subcellular compartments. Nuclear boundary was assigned by DAPI staining, while the edge of the cells was highlight by MHC staining. Nuc/Cyt ratio value = 1 indicates the 1:1 fluorescent ratio of MLX signals between nuclear and cytoplasmic compartment, while Nuc/Cyt values > 1 or < 1 indicate the enrichment of the MLX signals inside the nucleus or cytoplasm, respectively.

The fluorescence was quantified using FIJI software from about 50 cells on each condition (20 cells on each condition for rescue analysis shown in Fig EV4B). The value of the Nuc/Cyt ratio was represented as mean of two biological replicates.

Acquisition and quantification of myotubes formation (mononucleated MHC‐positive cells and myotube Fusion Index) were performed as described in ref. 54.

### lnc‐SMaRT overexpression constructs

The construct for the overexpression of lnc‐SMaRT was obtained by cloning lnc‐SMaRT cDNA in a modified pCDNA3.1(+) plasmid (Invitrogen), in which CMV promoter has been replaced with the human EIF1a promoter sequence, using XhoI and NotI restriction enzymes (Thermo Scientific). The lnc‐SMaRT_mut_ mutant was obtained by inverse PCR with divergent primers from the lnc‐SMaRT overexpressing plasmid. Oligonucleotides are listed in Table EV4.

### FLAG‐MLX isoforms overexpression constructs

The 5′UTR and coding sequence of the three MLX isoforms were amplified from C2C12 D2 cDNA with the MLX Infusion Fw and Rv oligonucleotides. The obtained PCR products were inserted in the previously described pCDNA3.1‐EIF1a backbone, linearized with XhoI and NotI restriction enzymes (Thermo Scientific), using the In‐Fusion HD Cloning Kit (Clontech).

FLAG tag was in‐frame inserted at the N‐terminus by inverse PCR using MLX FLAG Fw and Rv primers.

### lnc‐SMaRT overexpressing stable cell line

An expression cassette containing the EIF1a promoter, the lnc‐SMaRT cDNA sequence, and the BGH termination site has been amplified from the already described lnc‐SMaRT overexpression plasmid. The cassette was subsequently inserted in the ePB‐BSD‐PGK‐Int‐RFP 55 linearized with XhoI‐BglII restriction enzymes (Thermo Scientific) with the In‐Fusion HD Cloning Kit (Clontech). To generate the stable lnc‐SMaRT overexpressing cell line, 200,000 C2C12 cells were transfected with 5 μg of SMaRT‐ePB‐BSD‐PGK‐Int‐RFP and 500 ng of the *piggyBac* transposase vector. Cells were selected in 10 μg/ml of blasticidin S (Thermo Scientific) for 7 days and then tested for genomic integration of the cassette and consistent overexpression of the full‐length lnc‐SMaRT transcript.

### TUNEL assay

Apoptotic quantification was performed by using *In Situ* Cell Death Detection Kit, Fluorescein (Roche 11684795910) according to the manufacturer's instructions with minor modifications. Briefly, PFA‐fixed‐differentiated C2C12 cells were permeabilized with 0.3% Triton X‐100/PBS on ice for 15 min. After extensive washing with PBS, cells were incubated with TUNEL reaction mixture (Enzyme solution diluted 1:10 with Label Fluorescein solution) at 37°C for 2 h in Top Brite automatic slide hybridizer (Resnova). Following two washes with PBS, DAPI solution (1 μg/ml) was added at room temperature for 5 min. Finally, samples were mounted with ProLong Diamond Antifade Mountant (ThermoFisher Scientific P‐36961), and the images were acquired using a LUCPlanFLN 20× objective (NA 0.45) and a UPLANSApo 60× oil objective (NA 1.35) and collected as described in “image analysis” section. The apoptotic rate indicates the percentage of apoptotic cells with respect to the total number of nuclei; it was quantified by manual counting of Fluorescein‐labeled nuclei (with DNA strand breaks generated during apoptosis) and DAPI‐labeled nuclei in a microscope field. The value of the apoptotic rate was represented as mean ± SEM of two biological replicates.

### Luciferase Reporter constructs

The RLuc‐Mlx 5′ construct was obtained by cloning the exon 1 of MLX γ in Ψcheck2 vector (Promega) upstream the Renilla luciferase coding sequence previously depleted of its start codon by inverse PCR (see the scheme in Fig 4A); the In‐Fusion HD Cloning Kit (Clontech) was used. The RLuc‐Mlx 5′–3′ and RLuc‐Mlx 3′ reporter constructs were obtained cloning the MLX 3′UTR sequence in the RLuc‐Mlx 5′ or in the Ψcheck2 vector (Promega) using XhoI and NotI restriction enzymes (Thermo Scientific).

In the RLuc‐Mlx Δ75 mutant, a deletion of 75 bp was obtained by inverse PCR with divergent primers from the full‐length RLuc‐Mlx 5′ construct. The RLuc‐Mlx_mut_30 mutant was generated by inverse PCR with divergent primers.

Oligonucleotides are listed in Table EV4.

### Luciferase assays

C2C12, HeLa, or N2a cells were transiently transfected with the luciferase reporter plasmids in the indicated combinations, using Lipofectamine‐2000 Reagent (Thermo Scientific). The reporter plasmids also contain the Firefly luciferase (FLuc) gene to normalize for transfection efficiency. 48 h after transfection, cells were lysed, and RLuc and FLuc activities were measured by Dual Glo Luciferase assay (Promega). Transfection of each construct was performed in triplicate as well as Luciferase assays. Ratios of RLuc readings to FLuc readings were taken for each experiment, and triplicates were averaged.

### In‐gel G‐quadruplex staining

G‐quadruplex formation and in‐gel staining were carried out as described in ref. 30. The oligonucleotide sequences are listed in Table EV4.

### RNA sequencing and bioinformatics analyses

TruSeq Stranded Total RNA Library Prep Kit with Ribo‐Zero Gold was used to prepare cDNA libraries for both lnc‐SMaRT depletion and pull‐down RNA‐Seq experiments. The sequencing reactions, performed on an Illumina Hiseq 2500 Sequencing system at the Institute of Applied Genomics (IGA; Udine, Italy), produced an average of 21.6 million 100 nucleotide long paired‐end read pairs per sample for the depletion and an average of 55.8 million 50 nucleotide long single‐end reads per sample for the lnc‐SMaRT pull‐down experiment. Reads from both experiments were pre‐processed using Trimmomatic software 56 which removed adapter sequences and poor quality bases, filtering out those reads whose length after trimming was less than 30 nucleotides. Then, Bowtie 2 57 was used to identify and discard reads mapping to rRNAs and tRNAs. In order to calculate the distribution of the inner distance between mate pairs, reads from depletion experiment were aligned to a non‐redundant set of murine RNA sequences derived from Ensembl 77 mouse annotation 58 using BWA software 59. We estimated mean and variance of the inner distance distribution from aligned read pairs whose inner distance was within interval [Q1‐2(Q3‐Q1),Q3 + 2(Q3‐Q1)] (Q1 = first quartile, Q3 = third quartile). TopHat2 60 was employed to align reads to GRCm38 mouse genome and Ensembl 77 transcriptome using parameters ‐i 50 ‐r 40 –mate‐std‐dev 80 –library‐type fr‐firststrand for depletion and ‐i 50 –library‐type fr‐firststrand for pull‐down experiment. Reads mapping to mitochondrial genome were filtered out. Read numbers and mapping statistics are reported in Table EV2 (lnc‐SMaRT depletion) and Table EV3 (lnc‐SMaRT pull‐down).

For the depletion experiment, we used Htseq‐count software in intersection‐strict mode 61 to count reads mapping to Ensembl 77 genes. edgeR R package 62 was used to perform differential gene expression analysis after filtering out genes with a CPM (Count Per Million) value less than 1 in at least two samples. TMM and GLM robust normalization were applied to read counts. Model fitting and testing was performed using glmFIT and glmLRT functions. Differentially expressed genes were selected using an FDR cutoff of 0.05. Heatmap of differentially expressed protein‐coding genes was drawn based on log_2_‐transformed RPKM values, calculated using the edgeR rpkm function. MDS plot was drawn using edgeR plotMDS function. Gene ontology biological process term enrichment analysis was performed using DAVID Functional Annotation Tool 63 on protein‐coding genes upregulated and downregulated after lnc‐SMaRT depletion, using all protein‐coding genes tested for differential expression as background. The GOsummaries R package 64 was used to create a word cloud for the enriched GO terms (Benjamini–Hochberg‐corrected *P*‐value < 0.05).

Aligned reads from pull‐down experiment were further processed using Picard MarkDuplicates (available at http://broadinstitute.github.io/picard) to remove duplicate reads and Bamtools 65 to filter out reads mapping to multiple positions.

Piranha tool 66 was used to call peaks for lnc‐SMaRT pull‐down and LacZ pull‐down reads, using Input reads as a covariate (lnc‐SMaRT_VS_Input and LacZ_VS_Input, respectively); bin size was set to 200. Peaks were also called for lnc‐SMaRT pull‐down versus LacZ pull‐down (lnc‐SmaRT_VS_LacZ). Transcripts bound by lnc‐SMaRT were selected as those whose exons overlapped peaks from both lnc‐SmaRT_VS_Input and lnc‐SmaRT_VS_LacZ and did not overlap peaks from LacZ_VS_Input. BEDtools intersect tool 67 was used to evaluate these overlaps.

RNA–RNA interaction prediction was computed using IntaRNA 2.3.0 68 and with ‐n 3 setting. Graphic representations of IntaRNA interactions between lnc‐SMaRT and MLX were computed using Forna 69. C++ implementation of QGRS mapping algorithm 32 with ‐t 3 –s 35 settings was used for G‐quadruplexes predictions.

Evolutionary conservation of specific Mlx transcript isoforms was based on the analysis of intron‐spanning reads from RNA‐Seq data retrieved from Ensembl 70 database.

### Statistical analyses

Unless stated otherwise, data are shown as mean ± SEM; the number of biological replicates is indicated in each Figure legend. Scatter‐and‐bar plots have been used to show individual biological replicate values. Statistical tests used to assess significance of differences between means are indicated in each Figure legend. *P*‐values below 0.05 were marked by 1 asterisk, while 2 asterisks indicate a *P*‐value < 0.01 and 3 asterisks a *P*‐value < 0.001. *P*‐values < 0.05 were considered significant.

## Author contributions

Conceptualization: IB; methodology: IB, JM, and DM; formal analysis: AS, AC, and AP; investigation: JM, DM, SS, TS, FC, DD, and MM; data curation: AC; writing—original draft: IB and JM; visualization: JM and DM; funding acquisition: IB; resources: IB; and supervision, IB.

## Conflict of interests

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

## Data Availability

The RNA‐Seq data from this publication have been deposited to the GEO database (https://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE128486.

# Supplementary material for: SMaRT lncRNA controls translation of a G‐quadruplex‐containing mRNA antagonizing the DHX36 helicase
**Source:** EMBO Rep. 2020 Apr 26;21(6):e49942. doi: 10.15252/embr.201949942
**Supplement:** Supplementary file 3 — Table EV2

**Table EV2**. **Read numbers and mapping statistics related to the lnc-SMaRT depletion RNA-Seq experiment.**

| **Samples** | **Raw read pairs** | **Read pairs after pre-processing** | **Read pairs after rRNAs and tRNAs filtering** | **Mapped read pairs** | **Percentage of multiple alignments** |
| --- | --- | --- | --- | --- | --- |
| siSCR_1.1 | 20035463 | 19777347 | 19443783 | 18339541 | 13.90% |
| siSCR_1.2 | 21719136 | 21434097 | 21054764 | 19803695 | 11.90% |
| si-SMaRT_1.1 | 23346288 | 23043533 | 16344544 | 15158622 | 10.00% |
| si-SMaRT_1.2 | 21418462 | 20974553 | 20888806 | 19949803 | 7.90% |

# Supplementary material for: SMaRT lncRNA controls translation of a G‐quadruplex‐containing mRNA antagonizing the DHX36 helicase
**Source:** EMBO Rep. 2020 Apr 26;21(6):e49942. doi: 10.15252/embr.201949942
**Supplement:** Supplementary file 4 — Table EV3

**Table EV3**. **Read numbers and mapping statistics related to the lnc-SMaRT pull-down experiment.**

| **Samples** | **Raw reads** | **Reads after pre-processing** | **Reads after rRNAs and tRNAs filtering** | **Mapped reads** | **Percentage of multiple alignments** | **Mapped reads after mithocondrial RNA filtering** | **Reads after duplicate filtering** | **Reads after multi-mapped filtering** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| lnc-SMaRT Pull-Down | 70312265 | 68617565 | 66753421 | 61946867 | 8.8% | 59286790 | 5777943 | 773686 |
| LacZ | 68544492 | 67152108 | 66064361 | 54286366 | 15.8% | 52276994 | 9256961 | 930750 |
| Input | 28684619 | 28511611 | 27841521 | 27430205 | 15.2% | 26004129 | 10047635 | 6186390 |

# Supplementary material for: SMaRT lncRNA controls translation of a G‐quadruplex‐containing mRNA antagonizing the DHX36 helicase
**Source:** EMBO Rep. 2020 Apr 26;21(6):e49942. doi: 10.15252/embr.201949942
**Supplement:** Supplementary file 5 — Table EV4

**Table EV4. List of primers, biotinylated probes and siRNA sequences.**

| **Biotinylated Oligonucleotides**  **used for lnc-SMaRT pulldown** | **Sequence** |
| --- | --- |
| Set #1, probe 1 | TAGCTAGCTCCAGTGACTAG |
| Set #1, probe 2 | AACTAGAACCCCCAAACAGA |
| Set #1, probe 3 | CAGCAGTTAGGTTCCAATTG |
| Set #1, probe 4 | TGGGTAAAGTGCTTGATGCA |
| Set #1, probe 5 | ACACGGGCATGGTATACAAC |
| Set #1, probe 6 | TGTGCCTTCATGTGGGGAAG |
| Set #2, probe 7 | TAGGAAGCAAGACCGTCATC |
| Set #2, probe 8 | GTCTTTCGAGGATCAAAGGC |
| Set #2, probe 9 | TACTGCTCTCATCATTTTGC |
| LacZ, probe 1 | AATGTGAGCGAGTAACAACC |
| LacZ, probe 2 | ATTAAGTTGGGTAACGCCAG |
| LacZ, probe 3 | AATAATTCGCGTCTGGCCTT |
| LacZ, probe 4 | AATTCAGACGGCAAACGCT |
| LacZ, probe 5 | ATCTTCCAGATAACTGCCGT |

| **siRNAs** | **Sequence** |
| --- | --- |
| si-SMaRT-1 | GAGAAGCAGAACAAACAGAUA |
| si-SMaRT-2 | CAGAAACUCUCUGCUUUCGUA |
| si-Mlx-γ | CCAACUAUCCCCAGAGUCUUU |

# Supplementary material for: SMaRT lncRNA controls translation of a G‐quadruplex‐containing mRNA antagonizing the DHX36 helicase
**Source:** EMBO Rep. 2020 Apr 26;21(6):e49942. doi: 10.15252/embr.201949942

FIGURE 3B

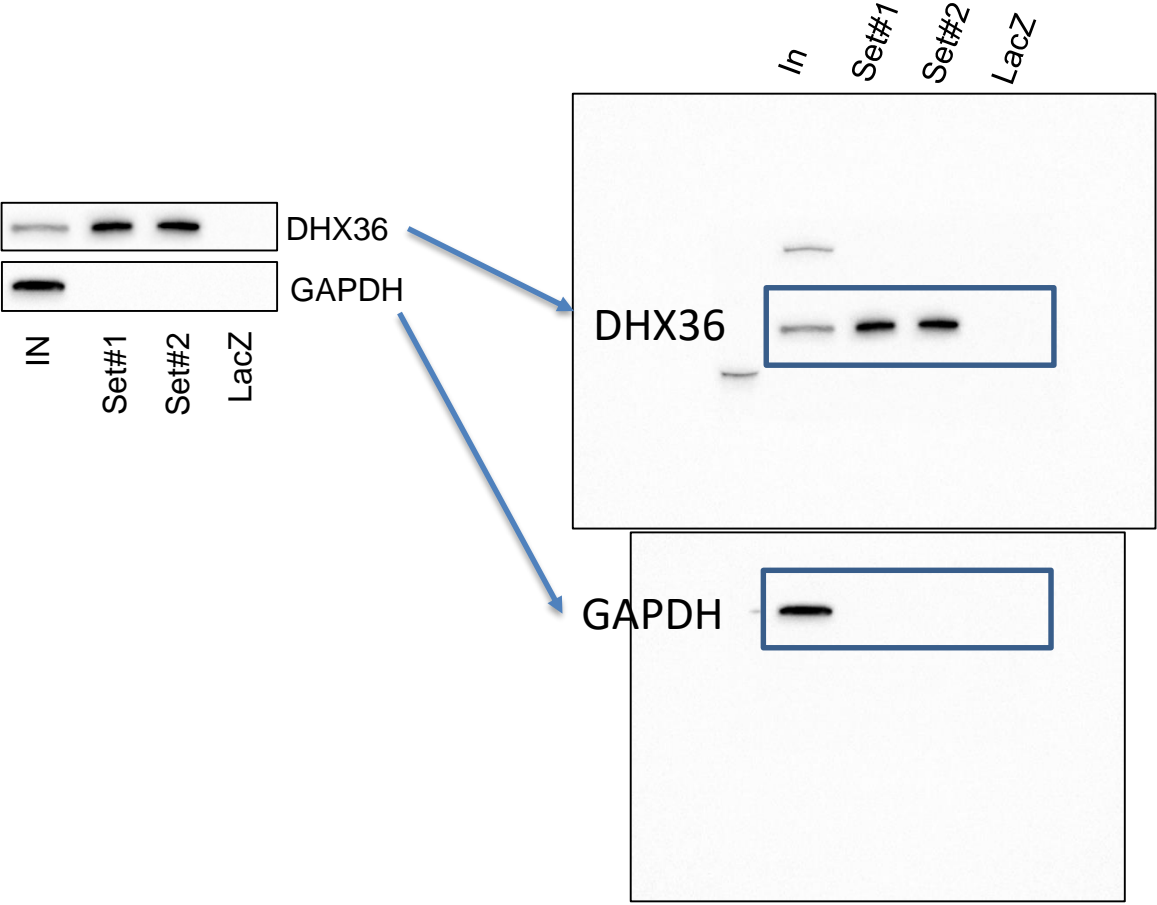

FIGURE 3C

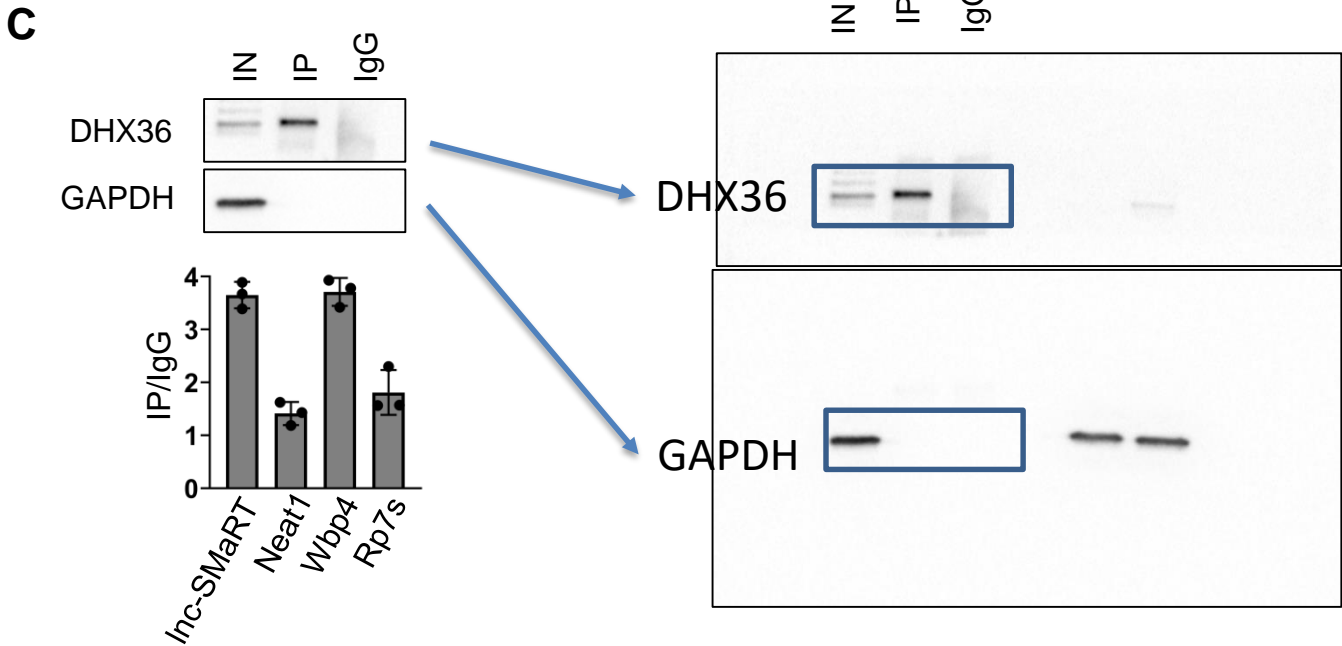

FIGURE 3C

FIGURE 3D

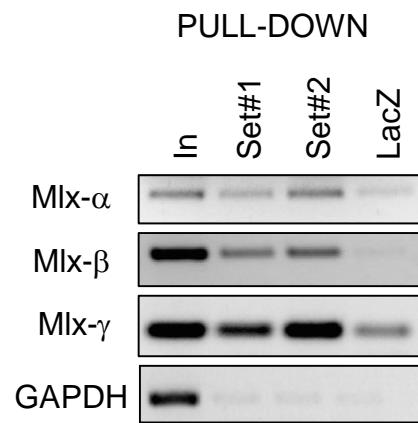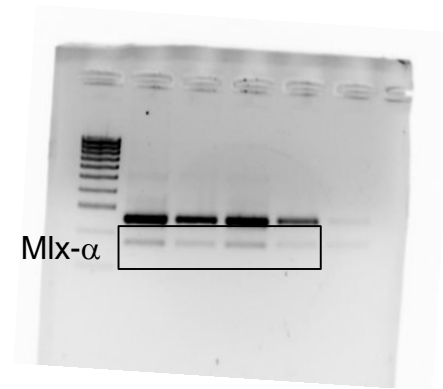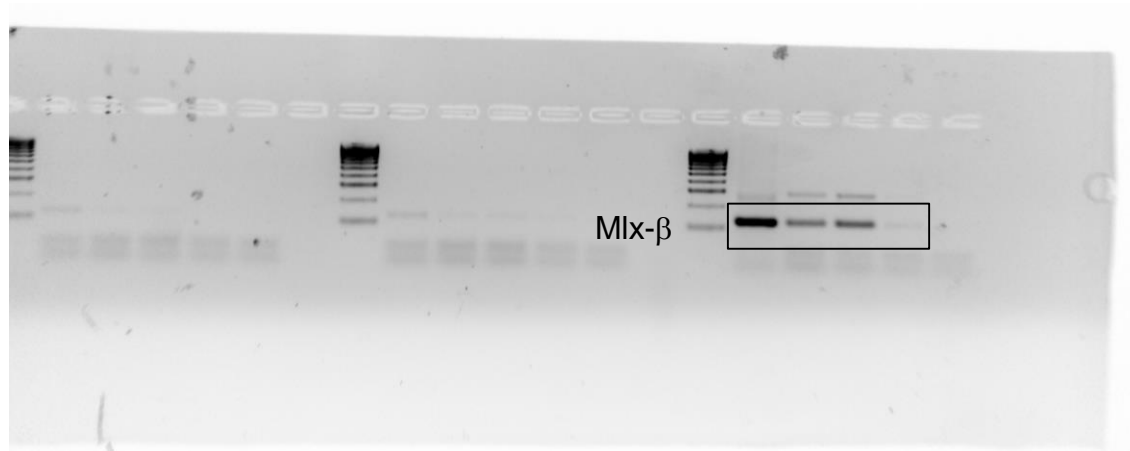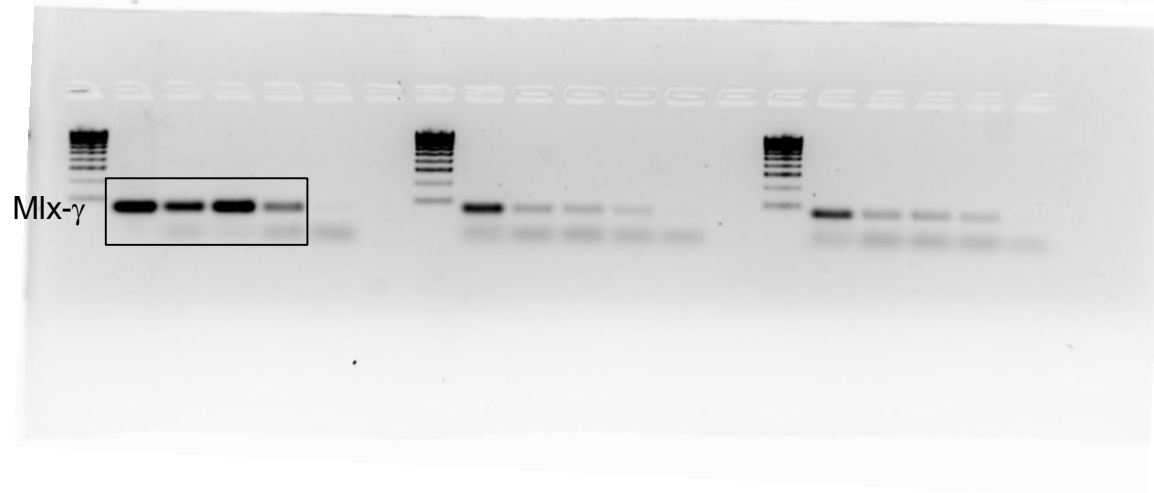

FIGURE 3E

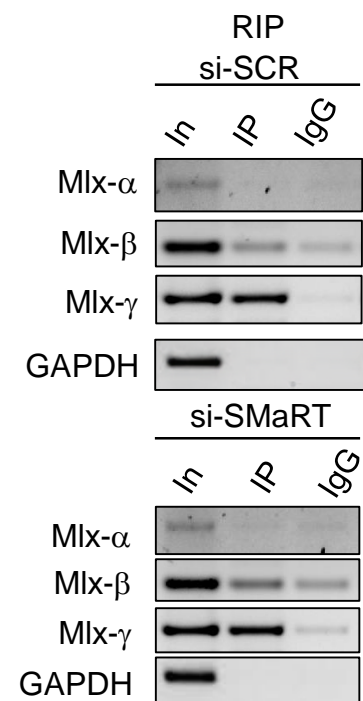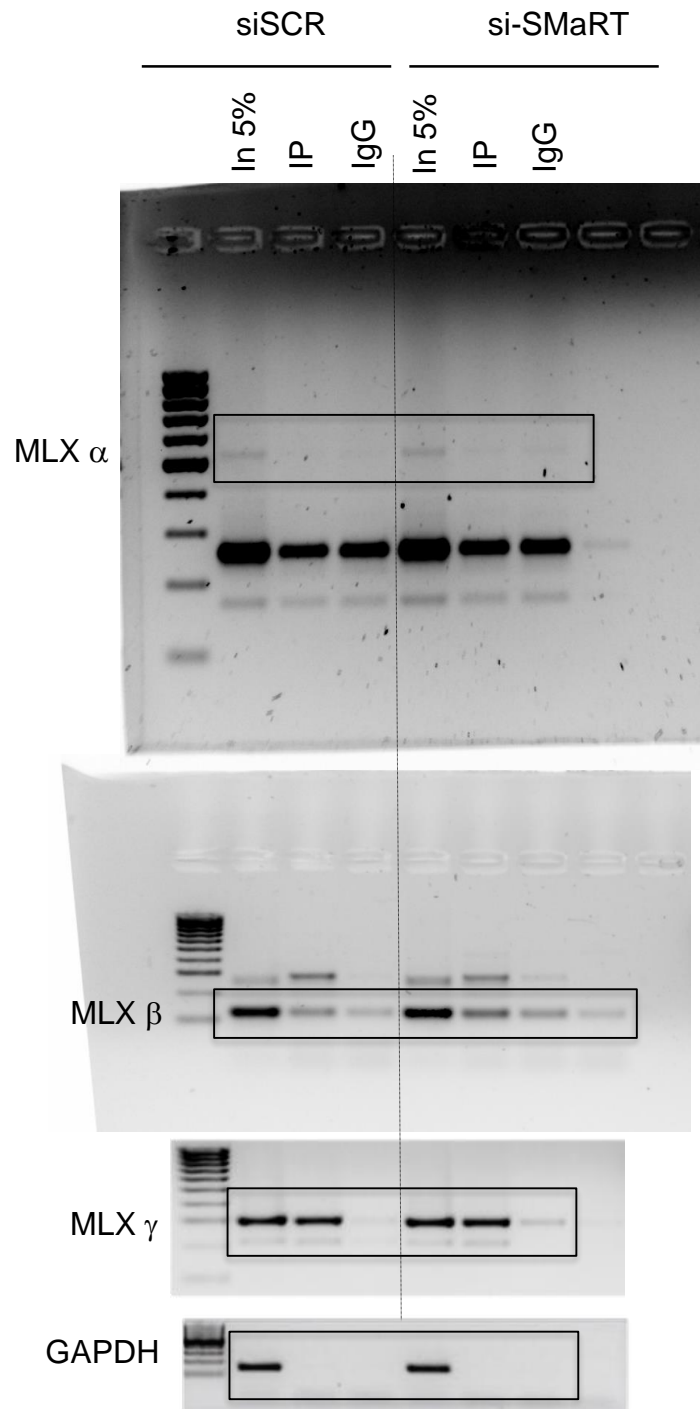

FIGURE 3F WESTERN BLOT

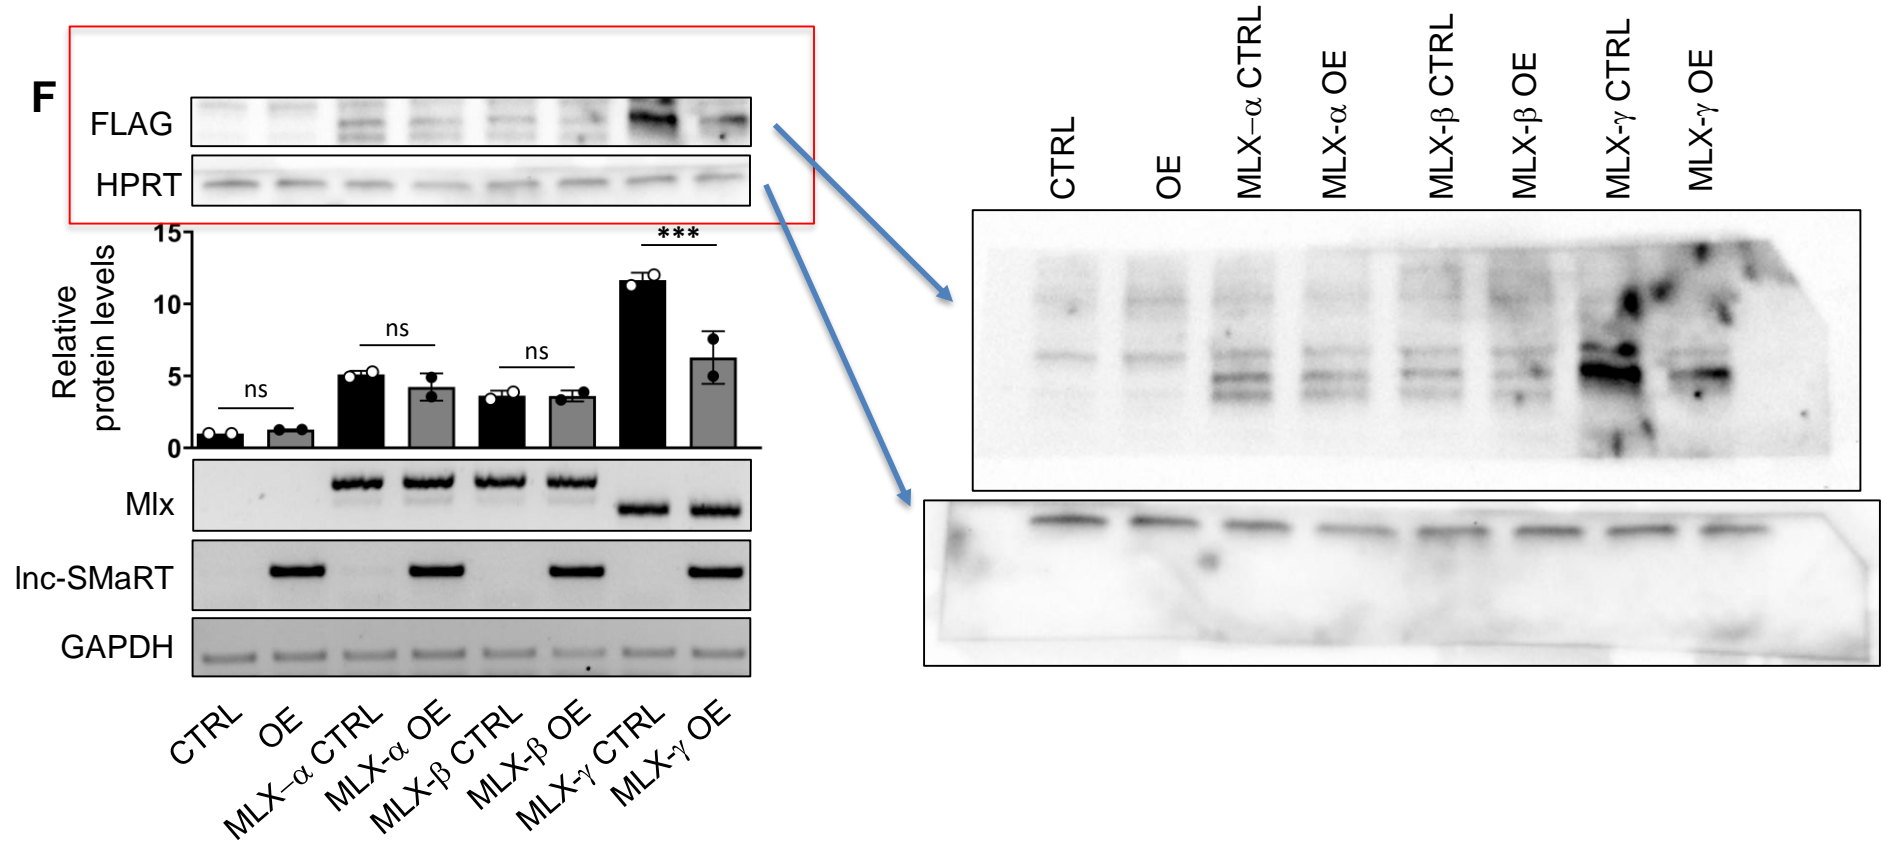

FIGURE 3F RT-PCR gels

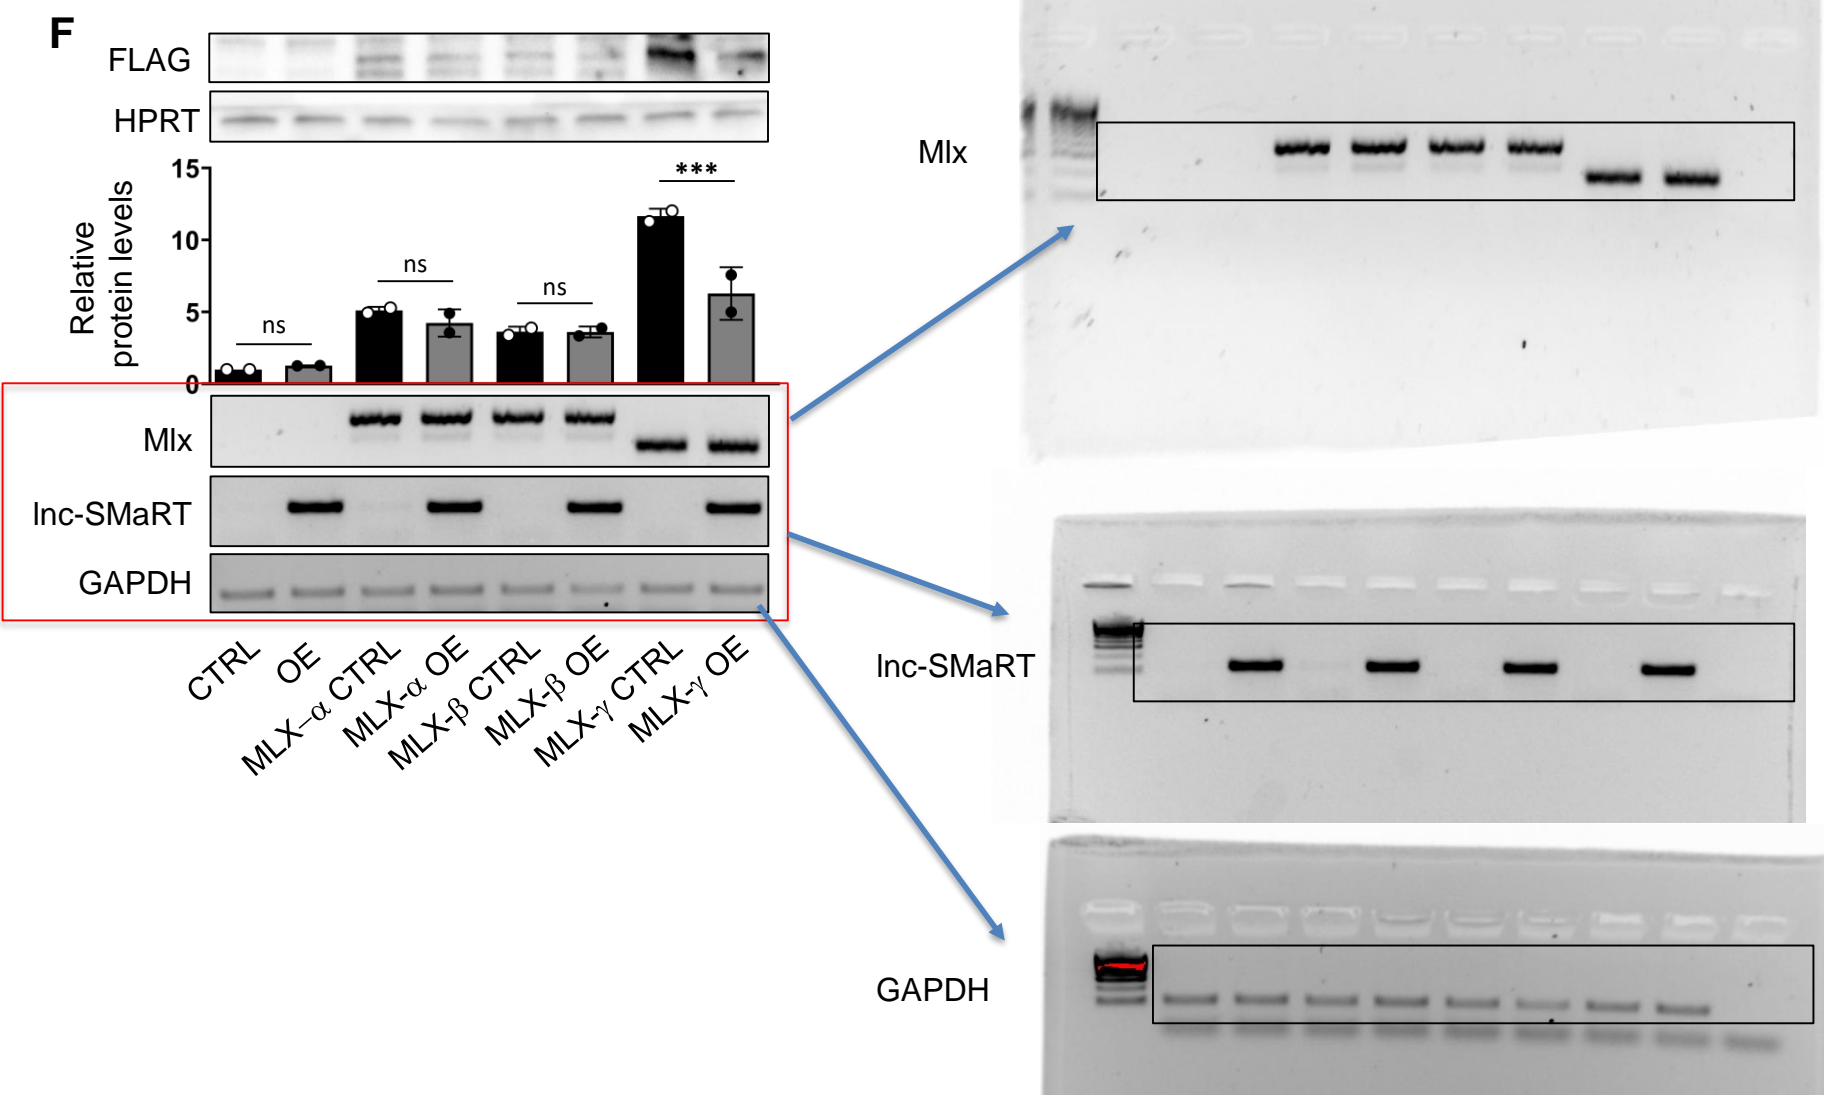

FIGURE 3G WESTERN BLOT

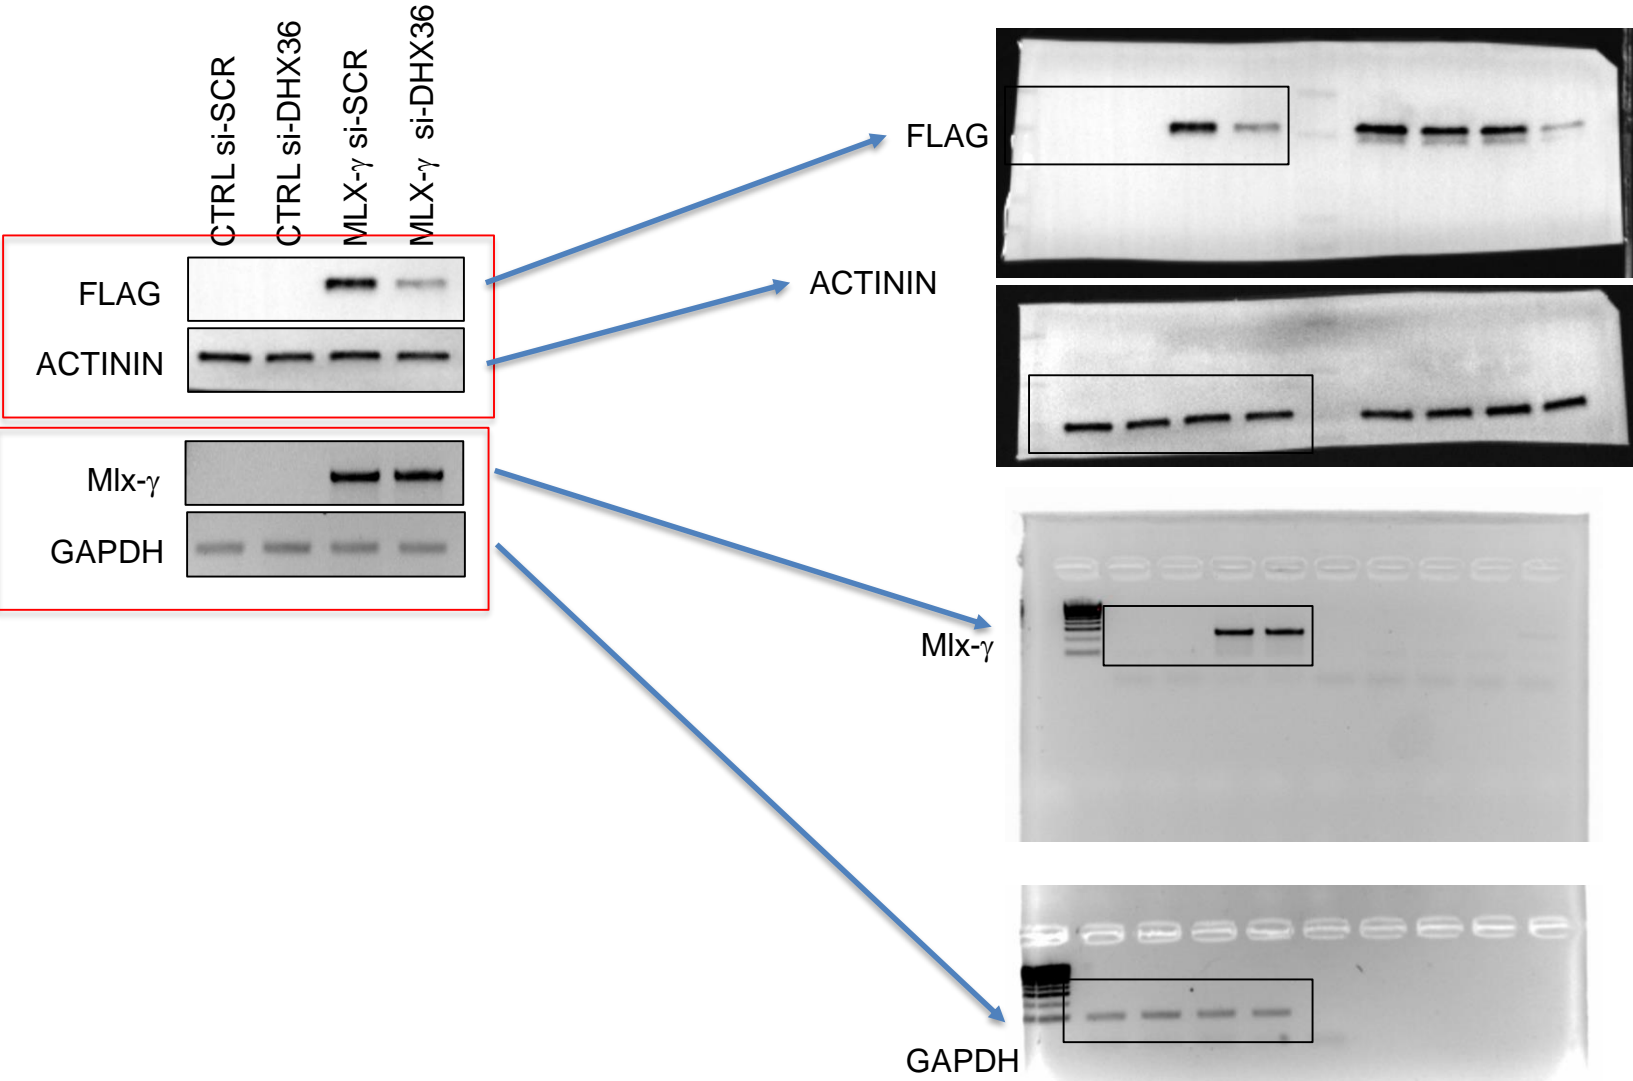

**Supplement:** Supplementary file 13 — Source Data for Figure 3

# Supplementary material for: SMaRT lncRNA controls translation of a G‐quadruplex‐containing mRNA antagonizing the DHX36 helicase
**Source:** EMBO Rep. 2020 Apr 26;21(6):e49942. doi: 10.15252/embr.201949942
**Supplement:** Supplementary file 13 — Source Data for Figure 3

## Slide 1
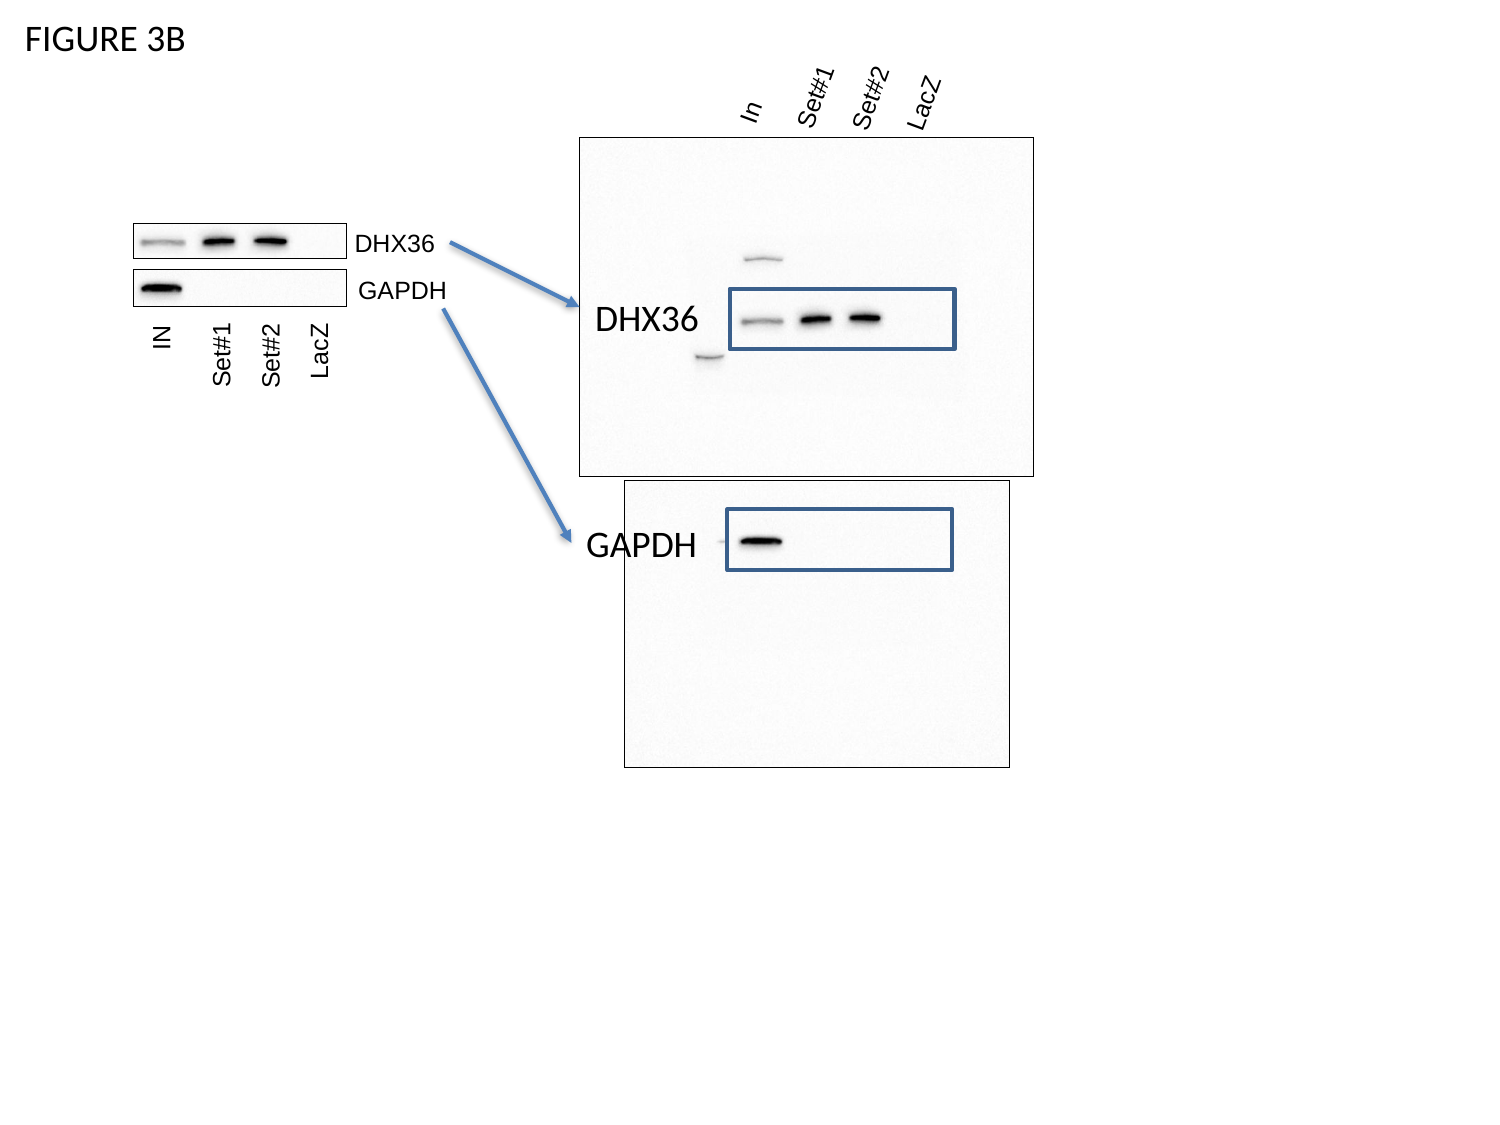

FIGURE 3B
Set#1
In
Set#2
LacZ
DHX36
GAPDH
LacZ
Set#1
Set#2
IN
DHX36
GAPDH

## Slide 2
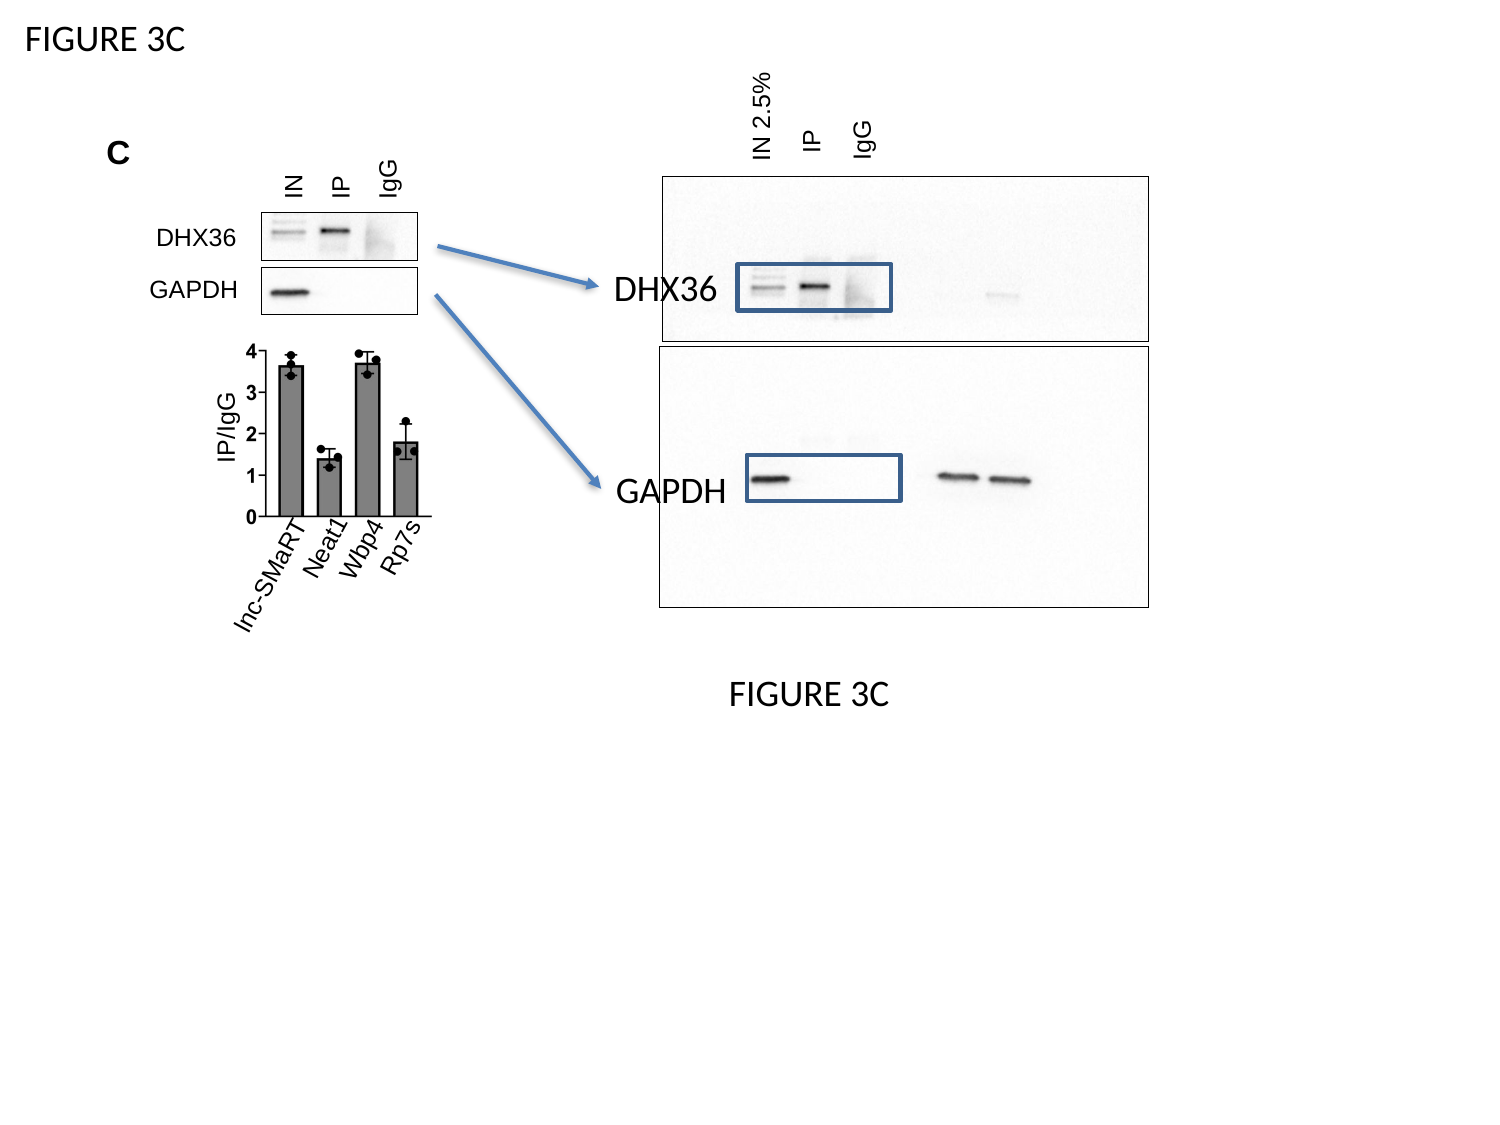

FIGURE 3C
IN 2.5%
IgG
IP
IN
DHX36
GAPDH
IgG
IP
C
DHX36
IP/IgG
Rp7s
Neat1
Wbp4
lnc-SMaRT
GAPDH
FIGURE 3C

## Slide 3
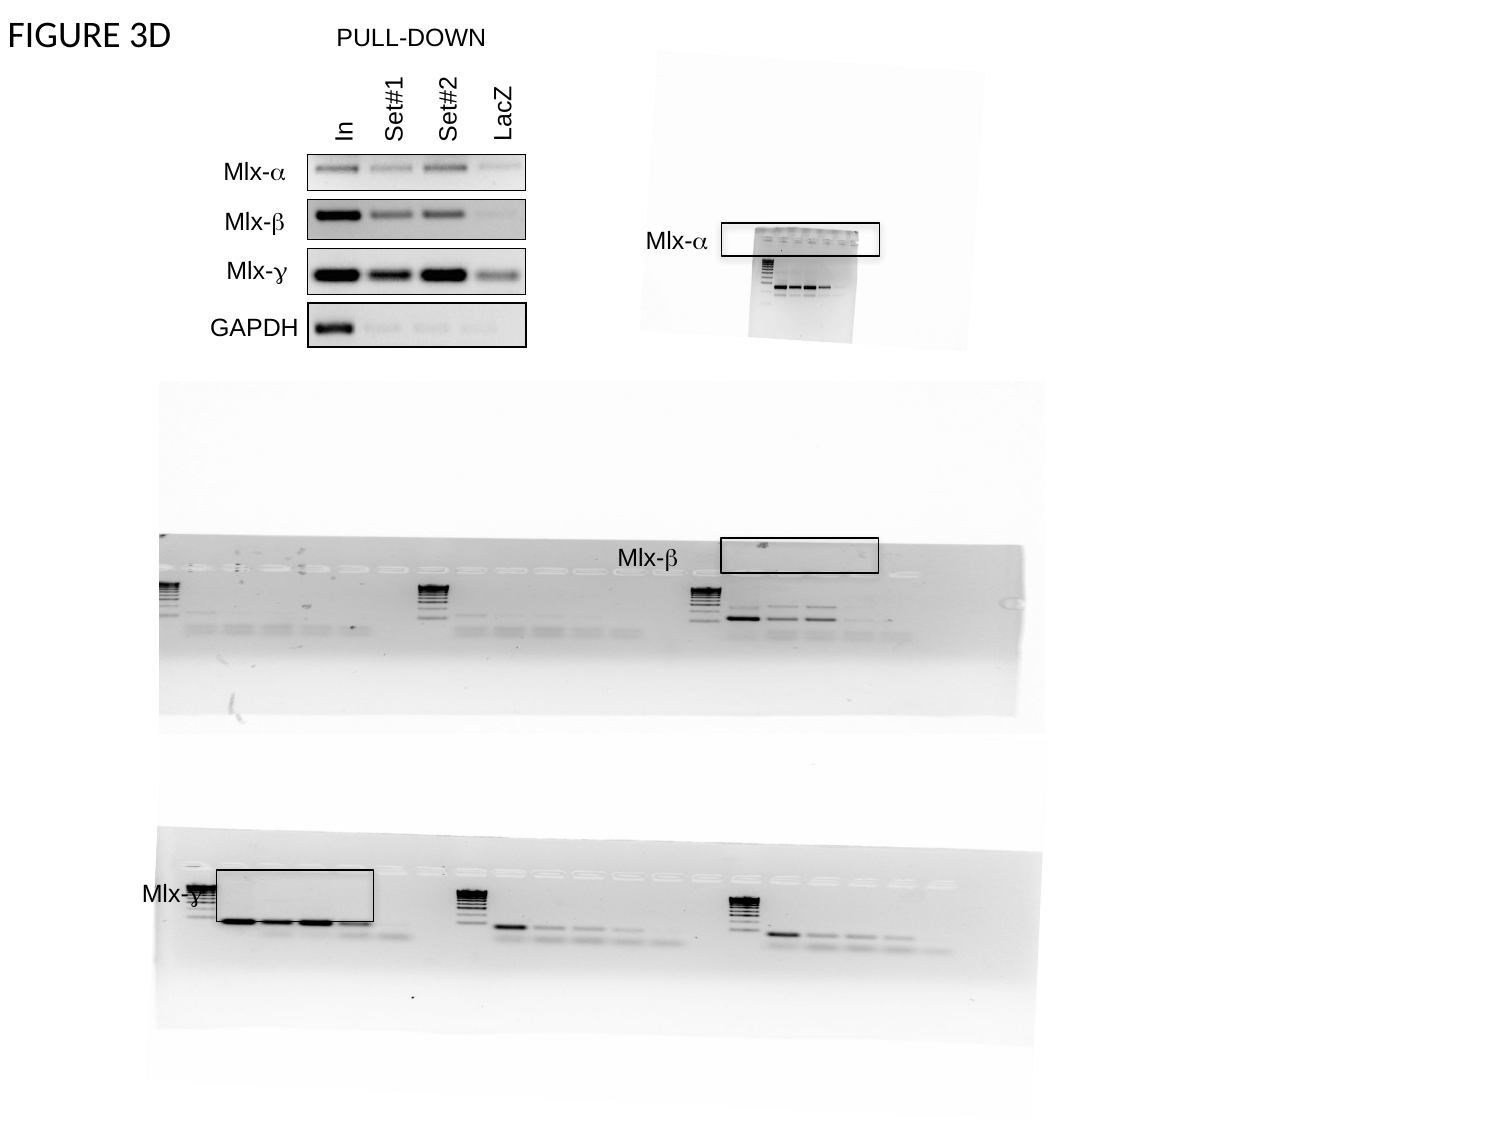

FIGURE 3D
PULL-DOWN
Set#2
Set#1
In
LacZ
Mlx-a
Mlx-b
Mlx-g
GAPDH
Mlx-a
Mlx-b
Mlx-g

## Slide 4
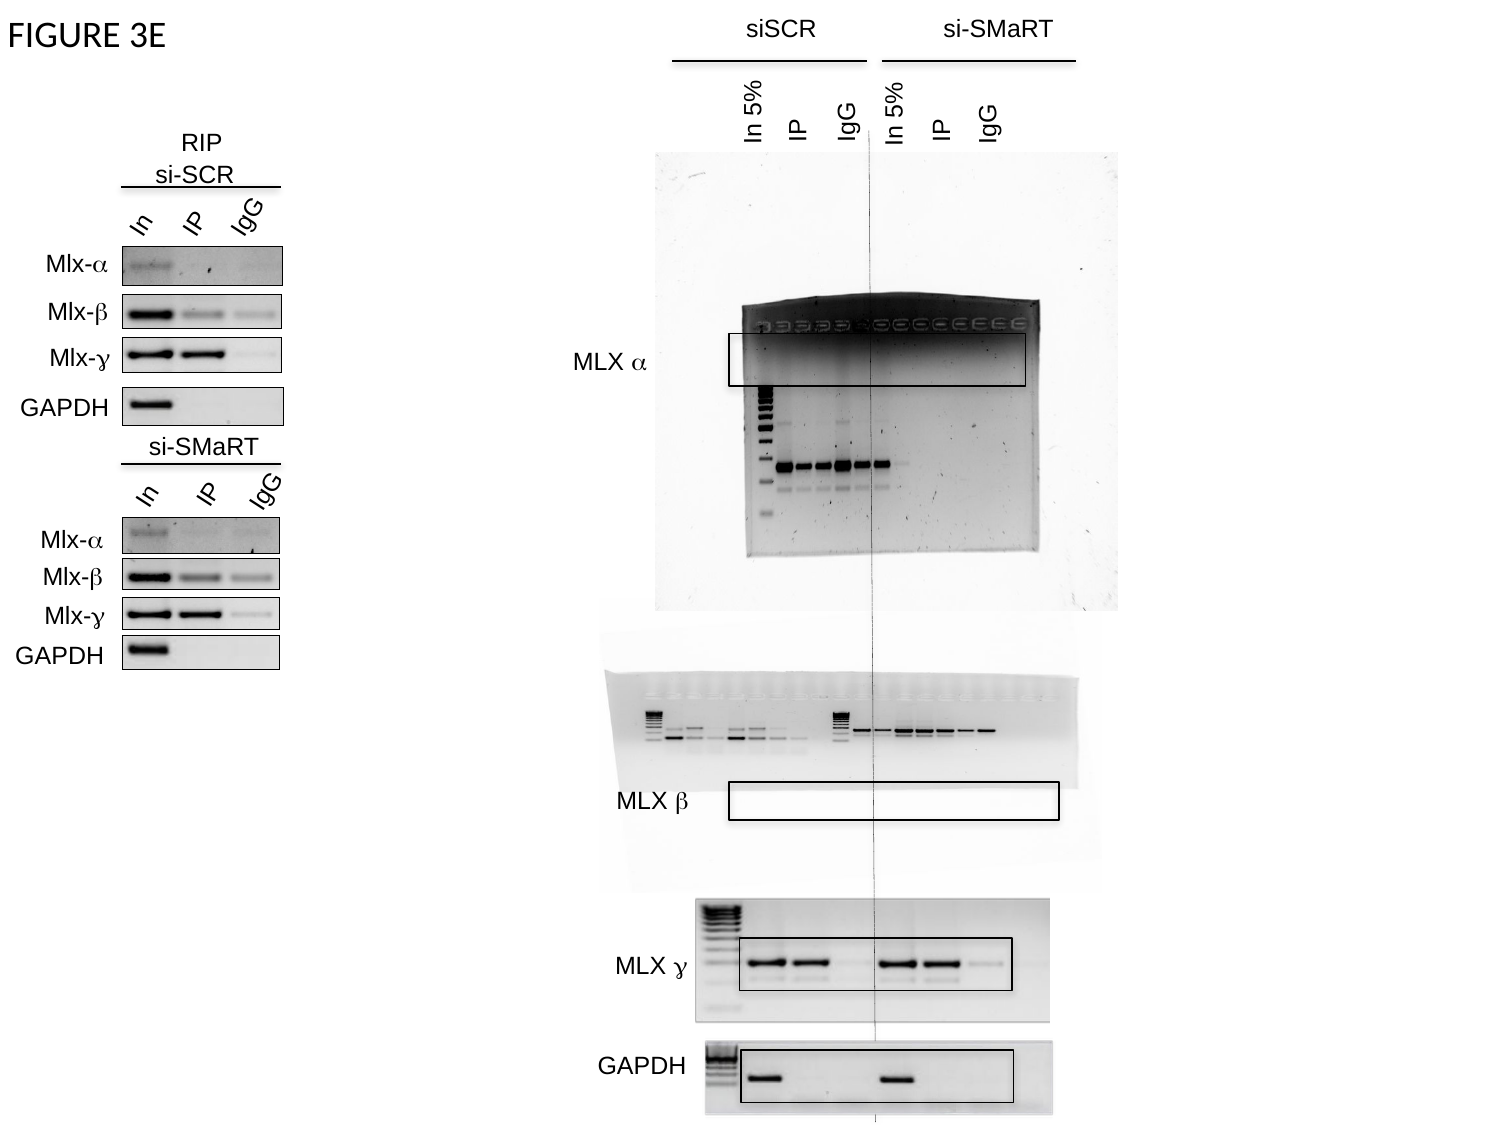

FIGURE 3E
siSCR
si-SMaRT
In 5%
In 5%
IgG
IgG
IP
IP
RIP
si-SCR
In
IP
IgG
Mlx-a
Mlx-b
Mlx-g
MLX a
GAPDH
si-SMaRT
In
IP
IgG
Mlx-a
Mlx-b
Mlx-g
GAPDH
MLX b
MLX g
GAPDH

## Slide 5
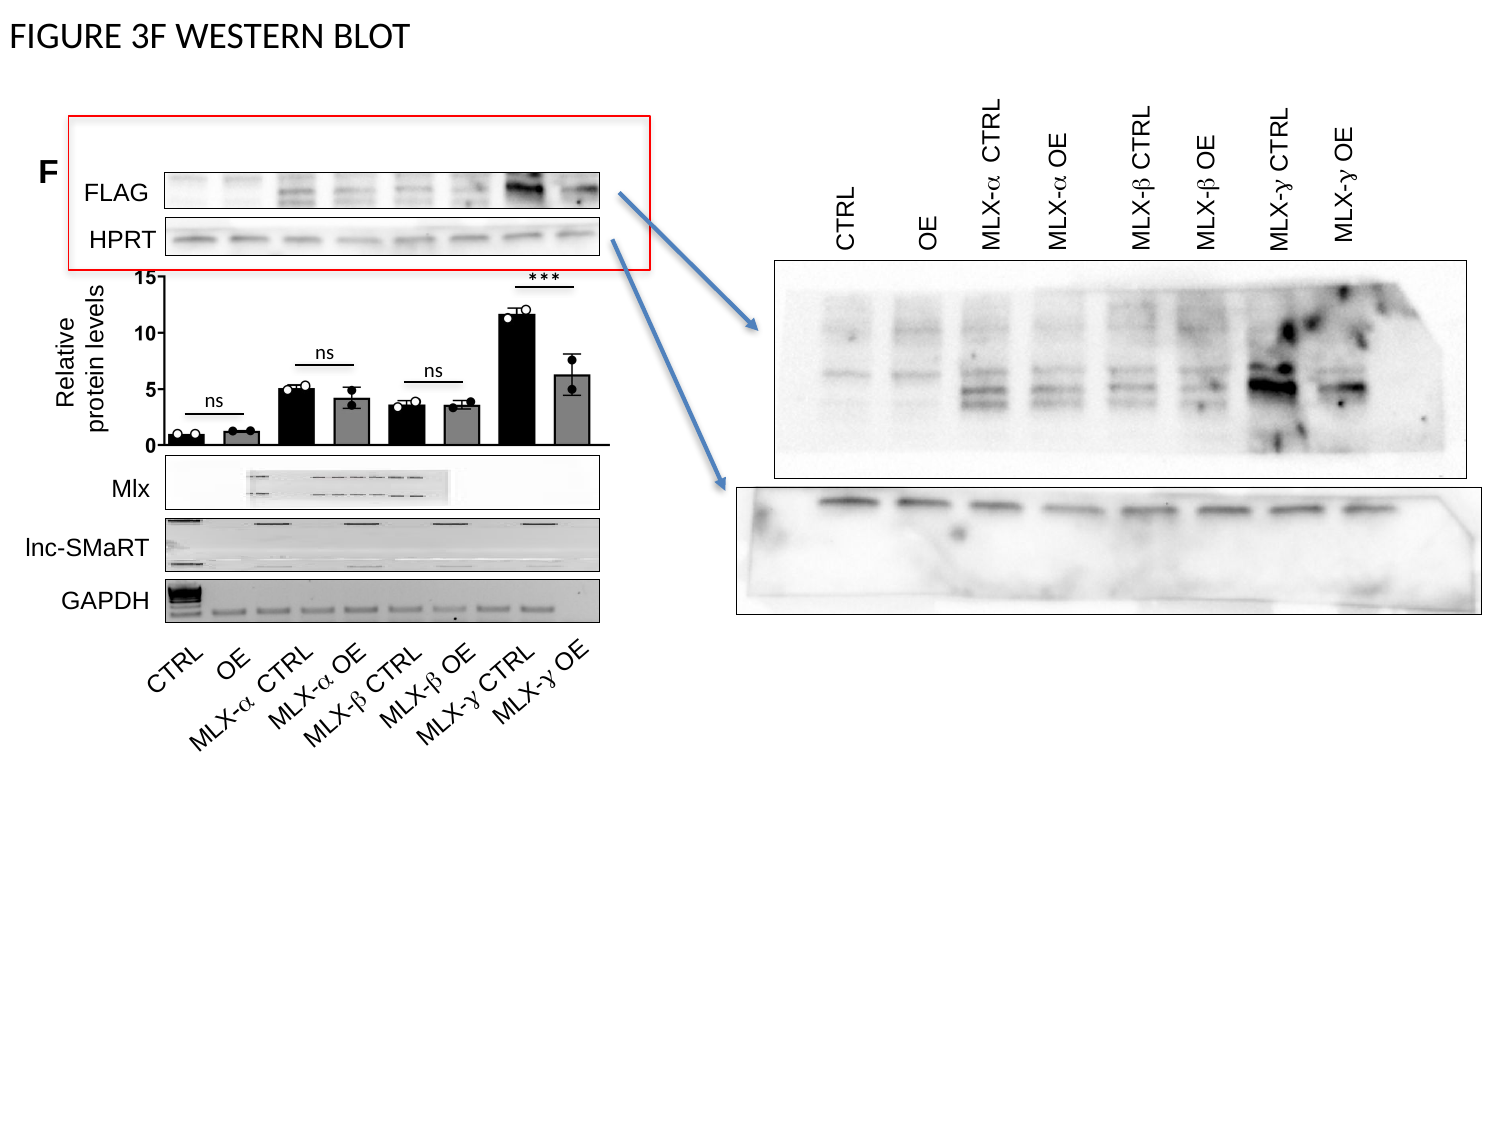

FIGURE 3F WESTERN BLOT
F
FLAG
HPRT
***
Relative
 protein levels
ns
ns
ns
Mlx
lnc-SMaRT
GAPDH
OE
CTRL
MLX-b OE
MLX-a OE
 MLX-g OE
MLX-g CTRL
MLX-b CTRL
MLX-a CTRL
MLX-a CTRL
MLX-b CTRL
MLX-g CTRL
 MLX-g OE
MLX-a OE
MLX-b OE
CTRL
OE

## Slide 6
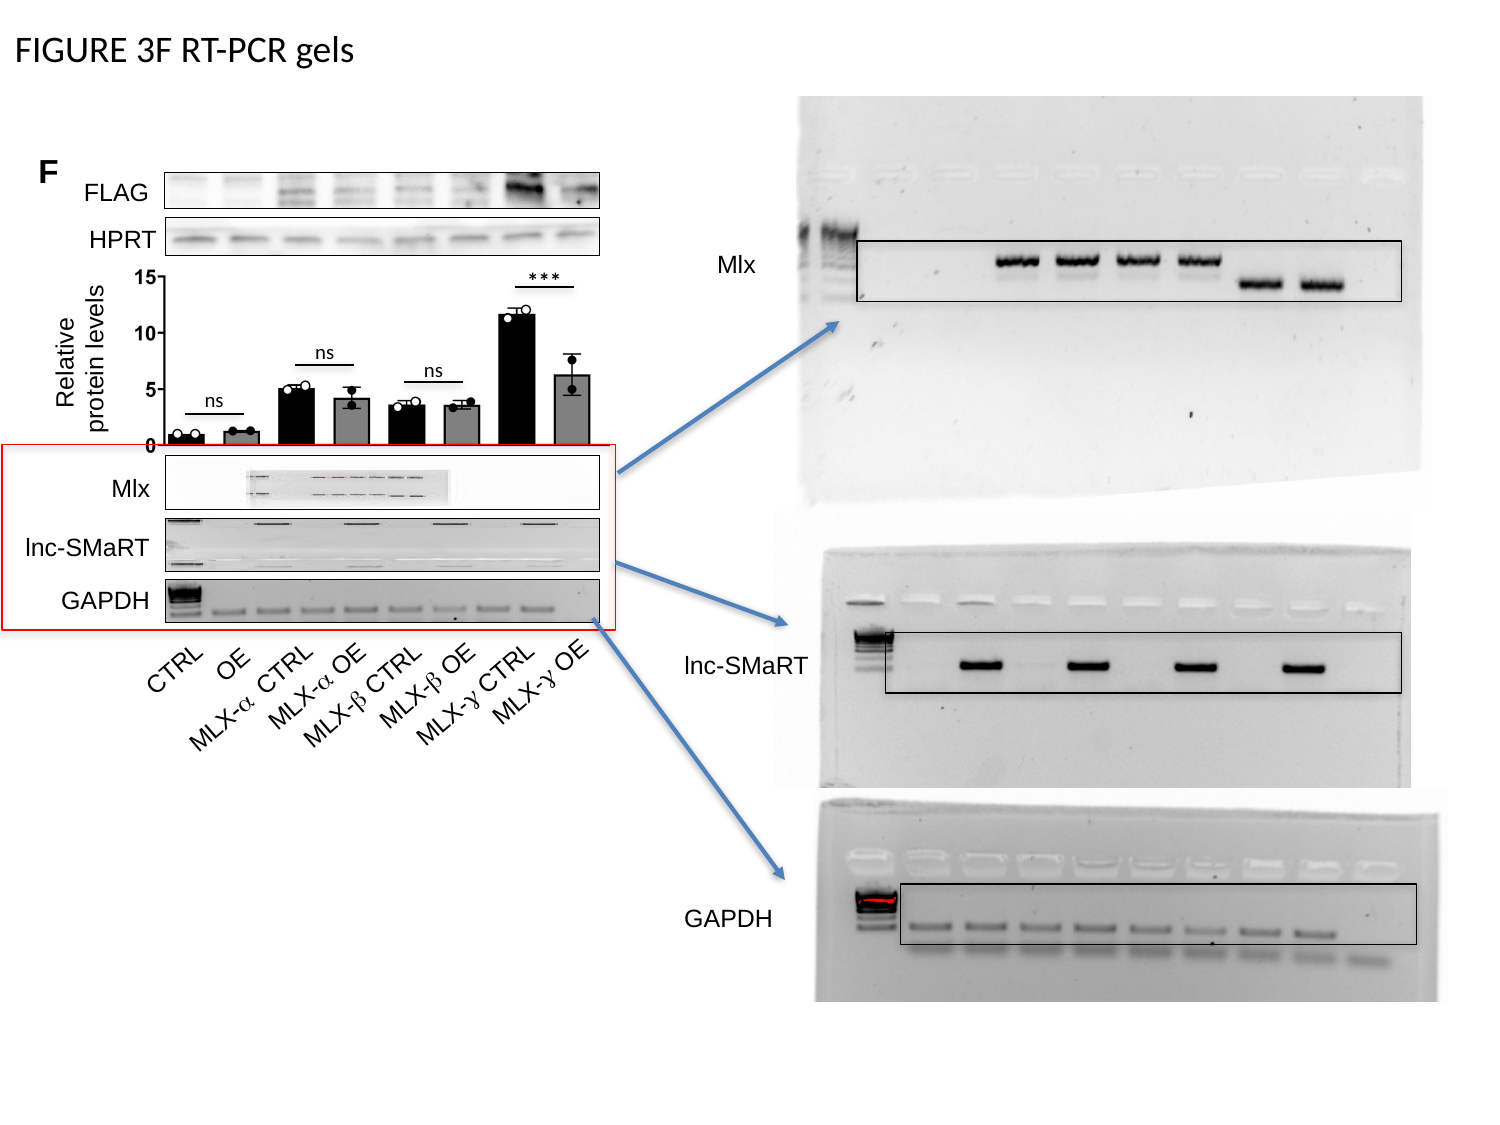

FIGURE 3F RT-PCR gels
F
FLAG
HPRT
***
Relative
 protein levels
ns
ns
ns
Mlx
lnc-SMaRT
GAPDH
OE
CTRL
MLX-b OE
MLX-a OE
 MLX-g OE
MLX-g CTRL
MLX-b CTRL
MLX-a CTRL
Mlx
lnc-SMaRT
GAPDH

## Slide 7
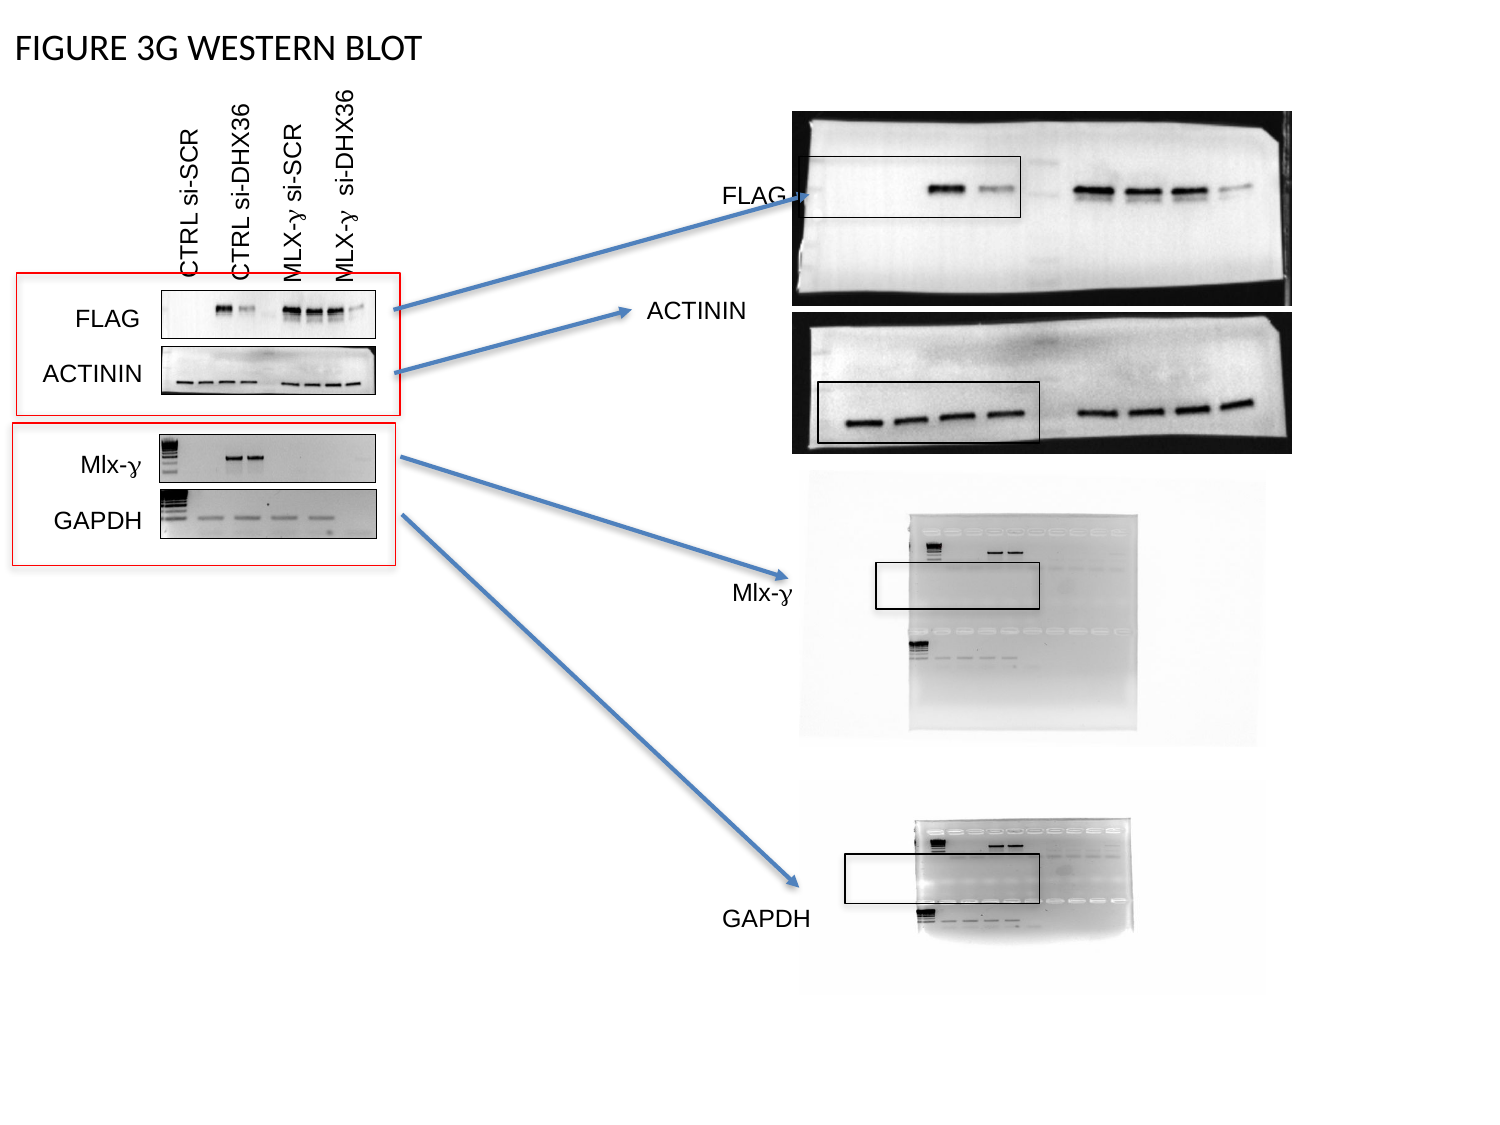

FIGURE 3G WESTERN BLOT
MLX-g si-DHX36
CTRL si-DHX36
CTRL si-SCR
MLX-g si-SCR
FLAG
ACTININ
Mlx-g
GAPDH
FLAG
ACTININ
Mlx-g
GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

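Total RNA of C2C12 cells on day 2 of differentiation was sequenced in 2 samples treated with 30 nM scramble siRNA (si-SCR) and 2 treated with 30 nM siRNA #1 against lnc-SMaRT (si-SMaRT). RNA recovered by pull-down with probe set #1 against lnc-SMaRT, with probes against LacZ, and the input were sequenced in 1 library each. All 7 samples were mapped to a condition by their labels.

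The RPKM values were made by the authors. They trimmed the reads with Trimmomatic, removed rRNA and tRNA reads with Bowtie 2, aligned the rest to GRCm38 with TopHat2 and the Ensembl 77 annotation, removed mitochondrial reads, counted reads per gene with htseq-count in its intersection-strict mode, normalized by TMM and removed genes with low CPM. The authors used edgeR to calculate the RPKM values. The p-value of each peak was made by the authors with Piranha in bins of 200 bases, after mitochondrial, duplicate and multi-mapped reads had been removed. The methods name peaks with the input as covariate and peaks against LacZ, and the deposited lists do not state which of these they hold. The paper's selection required both kinds of lnc-SMaRT peaks, and only the deposited list was used here.

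The reads behind the RPKM values were worked out from the step between the values of a gene, for 11639 of 11642 rows. On simulated data, the drawn reads were recovered for 100% of 3998 genes. The gene lengths of GENCODE M21 set the common factor of 5926 rows. The effective library sizes were 12654120 and 14132628 reads for si-SCR 1 and 2 and 11291255 and 14312935 for si-SMaRT 1 and 2. The 10 genes with the most reads held 9.77%, 9.96%, 9.04% and 7.28% of the recovered reads, in the same order. Reads were used for the depth, for limits at a floor of 3 reads and for the alternative with voom.

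Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(RPKM + 0.1) over genes with a mean RPKM of at least 0.5, with Benjamini-Hochberg adjustment and a threshold of 0.05. The genes named were those that the paper names in claims on these samples, with the genes of its Table EV1, and the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose groups do not overlap. These were 42 genes, of which 39 were tested. Gene lists were tested with camera at a correlation of 0.01, for the contractile apparatus, cholesterol biosynthesis, the cell cycle, myogenic regulators, undifferentiated myoblasts, chemokines and 3 lists of the study. The GC content of genes came from GENCODE M21 and GRCm38, and the trend of each sample with GC content was removed with a loess fit of span 0.3. The test was also run on simulated data with 2 samples per group, in which 100% of 4-fold changes were called at a dispersion of 0.02 and 96.9% at a dispersion of 0.05.

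Peaks were compared with bedtools 2.31.1. G-quadruplexes were predicted with the scoring of QGRS Mapper, written anew and checked on Table 1 of the paper. Pairing of regions A and B with transcripts was predicted with RNAplex 2.7.2, and permutation tests used 100000 resamples against 20 genes per gene matched on transcript length. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other calculations.

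The alternatives were other pseudocounts (1 and 0.01), other filters on low values, quantile normalization between samples, no trend in the prior variance, the replicate number as a block, each sample left out in turn, fry, an estimated correlation in camera, other overlaps and p-values of peaks, and other scores, transcripts and backgrounds for the G-quadruplexes. Removal of the GC trend, voom on the recovered reads, a minimum mean RPKM of 50, a crossed block and the G-quadruplexes of all 54 genes with peaks were added after the values were seen. Because the deposited values are RPKM, a test on the recovered reads was run only as the alternative with voom. Gene Ontology enrichment and the overlap with MLX target genes were left out, because their gene sets were not at hand. The paper's experiments by qPCR, RIP, Western blot and luciferase were not analysed here. A comparison that needs a withheld item is not reported here.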

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

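The test of abundance in this part was chosen after the result was seen, and that of the probes on these genes likewise.

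Exons of 37 protein-coding genes outside Table EV1 overlapped a peak of the lnc-SMaRT pull-down and no LacZ peak, a signal the paper does not discuss. They carried 49 peaks with p-values in the authors' list from 1.47e-08 to 0.00961, and Mybph, chosen after its values were seen, carried 7 of these. With peaks of a p under 0.001 in both lists, 10 of the 37 genes were still selected. Of the 37 genes, 13 encode ribosomal proteins and 6 belong to the contractile apparatus. Abundance of the transcripts in the cell is a candidate explanation: the 29 genes with an RPKM value had a median percentile of 98.8 in si-SCR, where 95% of random lists of expressed genes lay below 64.7, and a median RPKM of 364. The mean of the longest stretch complementary to a probe of set #1 was 9.49 bases in their transcripts. A stretch of at least 11 bases occurred in 9 of the 37 genes, and in 8.46% of the expressed genes outside Table EV1. These genes were not compared with genes matched on transcript length, so direct capture of some of them by the probes stays open. A biological explanation, binding to lnc-SMaRT, was not tested, and with 1 library of each kind the peaks leave it open. The paper's selection required both peaks with the input as covariate and peaks against LacZ, and does not hold these genes. Only the deposited list, which is not stated to be either kind, was used here.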

How the results depend on the processing

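A tally was made of 468 values under other settings, for the number of lower genes, the fold changes of named genes and the list medians. Of these, 425 kept their direction and side of the threshold or moved little, 13 were weaker, 16 stronger, 6 moved and 8 reversed. The fall of lnc-SMaRT, the number of genes past the threshold and the number of lists that passed are left out of it. So are the ratios of expression and of distance, and the pull-down and G-quadruplex results. The settings without a filter, without a trend and with a block cannot change the fold change of a single gene, only its p-value.

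The fall of lnc-SMaRT passed the threshold in every fit with a test, and it ranged from -2.55 to -2.22 with each sample left out. From 34 to 37 of the 39 named genes kept their direction in these 4 comparisons, and from 8 to 9 of the 9 lists. The number of genes past the threshold, 56, became 37 under quantile normalization between samples (34 of them shared with the 56), 108 at an adjusted p of 0.1, 508 with the GC trend removed (55 shared) and 103 with voom on the recovered reads (53 shared). The last 2 settings were chosen after the values were seen, and the cause of these changes was not tested apart from the threshold. The simulated data with a GC trend in 1 sample had 56.3% of 2-fold changes called before and 85.4% after its removal. The number of unchanged genes called rose from 10 to 29, so part of the gain with this step may be false calls. Of the named genes, 12 passed, against 4 with a mean RPKM of at least 5, where fewer genes were tested, and 20 with the GC trend removed (cause not tested).

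The replicate number as a block gave 96 genes, 47 of them among the 56. The samples share only a number: deviations of same-numbered samples had a correlation of -0.36 over 11086 genes. With the numbers of si-SMaRT crossed, chosen after this value was seen, 487 genes passed, 146 higher and 341 lower. Crossing reverses the sign of this correlation, so the block lowers the residual spread by its choice. No label pairs these samples, and the count is no evidence for more changed genes.

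Of 9 gene lists, 8 passed with camera at a correlation of 0.01, 5 with fry and 0 with an estimated correlation, where 4 had an unadjusted p under 0.05. Both alternatives take the correlation from 4 samples. Fry also asks another question, whether the genes of a list change at all, so its count is not that of the same hypothesis. The cause was not tested further.

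The ratio of the distance between the si-SMaRT samples to that between the si-SCR samples, 2.24, was 2.21 over all genes, 2.49 with a pseudocount of 1, 2.80 with a mean RPKM of at least 5, 2.08 under quantile normalization, and, in settings chosen after the values were seen, 1.88 with the GC trend removed, 1.45 with it removed over all genes and 2.62 with a mean RPKM of at least 50. It stayed above 1 in each, and the cause of its changes was not tested apart from GC content and depth. The peaks shared with LacZ, 44.1%, were 33.7% with peaks of a p under 0.001, and the protein-coding genes with peaks, 54, were then 26, because fewer peaks are compared.

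Genes with small changes reversed when 1 sample was left out, which leaves a single sample in a group. Myod1 ranged from -0.10 to 0.63, the row of Mir206 and Gm28653 from -0.22 to 0.51, Dhx36 from -0.046 to 0.60, Neat1 from -0.27 to 0.59 and Iqgap1 from -0.078 to 0.077, with 0.020 under quantile normalization (cause not tested). The median of the myogenic regulators ranged from -0.088 without si-SMaRT replicate 1 to 0.17 without si-SCR replicate 2. With 2 samples per group, 24.2% of simulated 2-fold changes were called at a dispersion of 0.05, which limits what can be said of genes that did not pass.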

Differences from the paper's values

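The paper reports 184 genes changed by si-SMaRT, and 56 passed here. The tests differ: the paper's number and the FDR values of Dataset EV1 come from edgeR's glmLRT on read counts. The number here comes from limma on log2(RPKM + 0.1), and so do all alternatives set before the data were examined, with their own pseudocounts. The part of the gap due to this difference was not measured. None of the alternatives set before the data were examined closed the gap, and the largest of them, a threshold of 0.1 on the adjusted p, gave 108. For the genes lower in si-SMaRT, the paper's number is 112 and the number here was 36. With the replicate number as a block it was 77 and at a threshold of 0.1 it was 76, both within 1.5 times the paper's number, and with the other alternatives it was not.

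The paper's 17 protein-coding genes with pull-down peaks compare with 54 here, all 17 among them. An overlap of at least 0.5 of the peak gave 39, with 14 of the paper's 17 genes among them, peaks with a p under 0.001 gave 26, with 12 of the 17, and genes with or without LacZ peaks gave 62, so none of the alternatives set before the data were examined closed the gap.

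In the paper's Dataset EV1, of which the copy at hand holds 1998 of 11641 genes, the log2 fold change of C1s1 is 2.28, and it was 2.10 here. With a pseudocount of 0.01 it was 2.26, within the error of the paper's value, and the other alternative fits of all 4 samples set before the data were examined did not close the gap. With voom on the recovered reads, chosen after the values were seen, it was 2.25. For Leprel1 the paper's log2 fold change is 2.46 and the value here was 2.04. A pseudocount of 0.01 gave 2.41 and quantile normalization 2.28, both within the error of the paper's value, and the other alternative fits of all 4 samples set before the data were examined did not close the gap. Voom on the recovered reads, chosen after the values were seen, gave 2.40. Without si-SMaRT replicate 2 the log2 fold change was 2.25 for C1s1 and 2.23 for Leprel1.

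Among the genes past the threshold in Dataset EV1, those not past it here included Lrrn1 (the paper's FDR 0.0439, adjusted p here 0.204), Tnnc2 (0.00405 and 0.0994), Ccl2 (0.0144 and 0.0528) and Ckm (0.0239 and 0.106). Tnnc2 passed under quantile normalization, and Ccl2 with a pseudocount of 1 and with a mean RPKM of at least 5. At a threshold of 0.1, Tnnc2 and Ccl2 passed. In settings chosen after the values were seen, all 4 passed with the GC trend removed, and Tnnc2 and Ckm also with voom on the recovered reads. All 4 passed with the crossed block too, which is no evidence for them, because that block was picked for its effect on the spread.

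The paper describes the region of lnc-SMaRT that pairs with the G-quadruplex of Mlx-γ as part of a LINE element, and 0 of the 71 bases of region A were marked as repeat in the GRCm38 sequence used here.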

Other observations

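The tests of GC content, of the sequence under the peaks and of pseudogenes in this part were chosen after the results were seen.

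The 17 genes of Table EV1 shared longer stretches with the pull-down probes than other genes did. The longest stretch of a transcript complementary to a probe of set #1 had a mean of 11.1 bases in the 17 genes and 8.99 bases in 340 genes matched on transcript length (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). For the LacZ probes the means were 8.59 and 8.53 bases (one-sided permutation test, p = 0.448). Under the peaks themselves, the mean over the 17 genes was 10.1 bases, against a highest value of 8.71 in 1000 shuffled probe sets and of 9 in 1000 sets of other stretches of lnc-SMaRT. The stretch measured at least 10 bases under 9 of the 41 peaks of the 17 genes, which lie in 9 genes, and under 4 of the 336 LacZ peaks. It measured 14 bases in Rps20 and Spire1 (TGTATACCATGCCC, probe 5) and 10 bases in Mlx. Direct capture of some of these transcripts by the probes is therefore a candidate explanation for part of the peaks. It leaves open the 8 genes with shorter stretches, and for Mlx the paper also reports a second probe set, psoralen crosslinking and depletion of lnc-SMaRT, which were not analysed here. Binding through lnc-SMaRT stays open.

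Predicted pairing with regions A and B of lnc-SMaRT did not set the 17 genes apart from the 340 matched genes (one-sided permutation test, lower p of both regions multiplied by 2, p = 0.538). For Mlx-γ the predicted energy with region A was -68.9 kcal/mol, and 2144 of 9682 expressed genes (22.1%) had a lower one. With region B it was -92.5 kcal/mol, and 49.8% had a lower one. Among 787 expressed genes of similar transcript length, 134 had a lower energy with region A and 325 with region B. The paper predicted the pairing with another program, IntaRNA. These energies do not measure binding in the cell.

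Abundance in the cell may contribute to the selection of the 17 genes. The 14 of them with an RPKM value had a median percentile of 73.2, where 95% of random lists lay below 69.6. The share of genes with a predicted G-quadruplex, 82.4%, may reflect how common such motifs are, since 71.4% of the other expressed protein-coding genes had one (two-sided Fisher's exact test, p = 0.426). With 17 genes, an enrichment of moderate size cannot be excluded.

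Upon depletion of lnc-SMaRT, the 14 genes had a median log2 fold change of -0.25, and 2.34% of random lists had a lower one. With the GC trend removed the median was -0.10, 28.3% of random lists had a lower one, and 3 of the 14 genes passed the threshold. Whether the bound transcripts change as a set stays open, since the shift of their median rests on the treatment of the GC trend. Mlx itself had a log2 fold change of -0.24 (standard error 0.26, adjusted p = 0.857 from limma), which covers all isoforms and RNA level only.

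Genes with a 3′ UTR site for the seed of siRNA #1 (AACAGAT) had a median log2 fold change 0.11 above that of genes without it. Of 209 other sites of the same length, 9.57% had a lower shift, and 2.87% had one with the GC trend removed, where the shift was 0.04. These values do not decide whether the seed acted, since the shift itself changed with the GC trend removed.

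The si-SMaRT samples lay farther apart than the si-SCR samples. Lower depth of si-SMaRT 1 is unlikely as the whole cause, since the ratio of the distances was 2.62 among genes with a mean RPKM of at least 50. The GC trend accounts for part of the distance at most, since the ratio was 1.88 after its removal (1.45 over all genes). Reads shared between pseudogenes and their parent genes are unlikely as the whole cause, since the ratio among protein-coding genes was 2.07. What remains may be a difference between libraries or in the cells, and with 2 samples this was not tested.

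The lower level of the contractile apparatus genes in si-SMaRT was not explained by the GC trend alone, since their median log2 fold change was -0.50 after its removal (fry adjusted p = 0.0142, against a range from 1.51e-16 to 0.156 over the alternatives). Other technical causes were not tested for this list.

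Processed pseudogenes had lower values in si-SMaRT 2. Of 54 rows, 22 (40.7%) lay below -2 on the log2 scale between si-SMaRT 2 and si-SMaRT 1, against 22 of 10182 protein-coding genes (0.216%), and 0 of the 54 did in the si-SCR pair. Rpl27-ps3, chosen after its values were seen, had an RPKM of 62.9, 51.5, 34.9 and 2.35 in si-SCR 1, si-SCR 2, si-SMaRT 1 and si-SMaRT 2. Among the 6 parent genes of pseudogenes named after them the median difference was -0.028. This value does not decide whether reads were assigned differently between pseudogenes and parents in this library, since it is a median over parents that went both ways. Of these 6 pseudogenes, only Rpl27-ps3 and Rpsa-ps10 lay below -2, and Rpl27 and Rpsa themselves were lower in si-SMaRT 2 than in si-SMaRT 1. The paper's Table EV2 gives multiple alignments of 13.90%, 11.90%, 10.00% and 7.90% in the same order. None of the processed pseudogenes passed the threshold between the groups. No biological explanation was tested.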
